# CRISPR screen decodes SWI/SNF chromatin remodeling complex assembly

**DOI:** 10.1038/s41467-025-60424-x

**Published:** 2025-05-30

**Authors:** Hanna Schwaemmle, Hadrien Soldati, Nikolaos M. R. Lykoskoufis, Mylène Docquier, Alexandre Hainard, Simon M. G. Braun

**Keywords:** Chromatin remodelling, Epigenomics, Gene regulation, RNA modification, Embryonic stem cells

## Abstract

The SWI/SNF (or BAF) complex is an essential chromatin remodeler, which is frequently mutated in cancer and neurodevelopmental disorders. These are often heterozygous loss-of-function mutations, indicating a dosage-sensitive role for SWI/SNF subunits. However, the molecular mechanisms regulating SWI/SNF subunit dosage to ensure complex assembly remain largely unexplored. We performed a CRISPR KO screen, using epigenome editing in mouse embryonic stem cells, and identified *Mlf2* and *Rbm15* as regulators of SWI/SNF complex activity. First, we show that MLF2, a poorly characterized chaperone protein, promotes SWI/SNF assembly and binding to chromatin. Rapid degradation of MLF2 reduces chromatin accessibility at sites that depend on high levels of SWI/SNF binding to maintain open chromatin. Next, we find that RBM15, part of the m^6^A writer complex, controls m^6^A modifications on specific SWI/SNF mRNAs to regulate subunit protein levels. Misregulation of m^6^A methylation causes overexpression of core SWI/SNF subunits leading to the assembly of incomplete complexes lacking the catalytic ATPase/ARP subunits. These data indicate that targeting modulators of SWI/SNF complex assembly may offer a potent therapeutic strategy for diseases associated with impaired chromatin remodeling.

## Abstract (web summary)

The SWI/SNF chromatin remodeling complex is frequently mutated in cancer and neurodevelopmental disorders. Here, the authors performed a CRISPR screen and identified MLF2 and RBM15 as modulators of SWI/SNF assembly, revealing new therapeutic targets for diseases caused by impaired chromatin remodeling.

## Introduction

Accurate regulation of gene expression is essential for establishing and maintaining cell identity during embryonic development. Cell-type specific gene expression profiles are established by transcription factors (TFs) via binding to unique DNA motifs. However, TF activity is dependent on non-genetic mechanisms, notably chromatin regulation which impacts DNA accessibility and compaction^1^. Dynamic chromatin states are established by a family of over 400 proteins called chromatin regulators (CRs) that control accessibility and compaction via histone modifications, DNA methylation and nucleosome remodeling^2^. By regulating chromatin accessibility at specific genes, CRs control TF binding to promote differentiation towards diverse cell types during development^3^. The SWI/SNF complex (Switch/Sucrose Non-Fermenting; also known as BAF complex), an ATP-dependent nucleosome remodeling complex, is a major regulator of chromatin accessibility in cells. By evicting and repositioning nucleosomes at enhancers and promoters, SWI/SNF complexes promote the activation and repression of unique gene expression programs during development^4–6^.

Through different combinations of 13 subunits encoded by 29 genes, SWI/SNF complex composition varies depending on cell-type and developmental state. All 29 SWI/SNF genes have been found mutated in children with neurodevelopmental disorders (NDDs)^7^. Furthermore, SWI/SNF complexes are mutated in over 20% of human cancers, making these complexes second only to *TP53* as the most mutated molecular entities in cancer^8^. Pathogenic SWI/SNF mutations are often heterozygous loss-of-function alleles or amplifications, indicating a dosage-sensitive role for SWI/SNF subunits in chromatin regulation. For example, mutations in *ARID1B*, the most frequently mutated gene in NDDs, are predominantly heterozygous frame-shift or missense mutations. These mutations lead to protein destabilization and decreased total ARID1B levels, impairing SWI/SNF activity despite the presence of an intact WT allele^9^. In addition to *ARID1A/B*, several other SWI/SNF subunits, including *SMARCA2/4*, *SMARCC1/2*, *SMARCE1* and *SMARCB1*, are also haploinsufficient genes, which are defined as genes intolerant to loss of a single allele^10^. Furthermore, overexpression of certain subunits can also impair SWI/SNF activity, as is the case with ACTL6A which is amplified in 25% of squamous cell sarcomas. In these cancers, there is an increase in the incorporation of ACTL6A subunits within SWI/SNF complexes, which promotes an interaction with pro-oncogenic TEAD-YAP transcription factors^11^. Finally, recent studies found that DCAF5, a substrate receptor for E3-ubiquitin ligases, promotes the degradation of incompletely assembled SWI/SNF complexes^12^ in SMARCB1-mutant cancers^13^. These studies suggest that maintaining correct stoichiometry of SWI/SNF subunits is important to ensure proper assembly and activity of these multi-subunit complexes. However, the mechanisms that control complex assembly and the relative abundances of SWI/SNF complex subunits within a given cell remain largely unknown.

SWI/SNF chromatin remodeling complexes are highly conserved. For example, yeast and fly SWI/SNF remodelers share similar numbers of subunits, 3D-structures, and biochemical functions with mammalian SWI/SNF complexes^14,15^. Yet, mammalian complexes are distinguished by the greater number of genes encoding diverse subunits^16^. While yeast and flies exhibit only a few different complex assemblies, current estimates suggest that humans can form up to 1400 different SWI/SNF complexes across various tissues^10^. Interestingly, the massive expansion in genome size and regulatory sequences in mammalian genomes coincides with the expansion in the combinatorial assembly of SWI/SNF subunits^17^. With increased subunit diversity, mammalian SWI/SNF complexes have more varied cell-type specific functions during development, enabling unique compositions of the complex to interact with different proteins and arrays of chromatin modifications. To date, several cell-type specific interactors of the SWI/SNF complex have been characterized. However, these account for only a small subset of SWI/SNF’s genomic targets throughout development^18–20^. Finally, while much of what we know about SWI/SNF nucleosome remodeling stems from genetic screens in yeast^21,22^ and flies^23,24^, these pioneering studies lacked the diversity of SWI/SNF complexes to uncover mechanisms which regulate complex assembly and chromatin remodeling activity in mammals.

To bridge this gap, we performed a genome-wide CRISPR screen in mouse embryonic stem cells (mESCs) and uncovered novel regulators of mammalian SWI/SNF complexes during development. First, using epigenome editing tools, we designed a reporter mESC line recapitulating SWI/SNF-dependent gene expression. We then performed a genome-wide forward-genetics knockout screen and identified *Mlf2* and *Rbm15* as required for SWI/SNF activity. We show that MLF2 (Myeloid Leukemia Factor 2), a poorly characterized chaperone protein, regulates a subset of SWI/SNF target genes in mESCs. Rapid MLF2 depletion reduces SWI/SNF chromatin binding, impairing chromatin accessibility at developmental enhancers with high levels of SWI/SNF binding. Next, we show that RBM15 (RNA binding motif 15), a subunit of the *N*^6^-methyladenosine (m^6^A) writer complex, controls selective m^6^A methylation of SWI/SNF mRNAs to ensure proper protein levels and stoichiometry of SWI/SNF subunits. Misregulation of m^6^A levels causes overexpression of core SWI/SNF subunits leading to the assembly of incomplete SWI/SNF complexes lacking the catalytic ATPase/ARP subunits. In addition, we find that the RNA recognition motif 1 (RRM1) domain of RBM15 contributes to the targeting of m^6^A-writer complexes to a subset of mRNAs in mESCs. We propose that post-transcriptional m^6^A-modifications regulate specific SWI/SNF mRNAs to maintain subunit stoichiometry of mammalian SWI/SNF complexes. Thus, here we decode the intricate mechanisms governing SWI/SNF complex assembly and identify MLF2 and RBM15 as new targets for therapies aimed at modulating SWI/SNF chromatin remodeling activity.

## Results

### A live/dead reporter of SWI/SNF activity in mESCs

To screen for novel regulators of mammalian SWI/SNF complex activity, we designed a reporter of SWI/SNF-dependent gene expression in mouse embryonic stem cells. Previous studies using the FIRE-Cas9 epigenome editing system showed that SWI/SNF-recruitment to the bivalent *Nkx2.9* gene induces transcriptional activation in mESCs^25,26^. Thus, we engineered the *Nkx2.9* locus in mESCs to act as a live/dead reporter of SWI/SNF-dependent gene activation. First, we knocked-in binding motifs for the DNA binding domain of ZFHD1 in the *Nkx2.9* promoter and a Diphtheria Toxin reporter gene (DT-A) in the *Nkx2.9* coding sequence (*ZF-DT-Nkx2.9* mESCs). Next, we stably overexpressed SS18-V5-PYL1 and ZFHD1-ABI1 fusion proteins to inducibly recruit the SWI/SNF complex via its SS18 subunit to the *Nkx2.9* promoter bound by ZFHD1 (Fig. 1a). PYL1 and ABI1 are chemical induced proximity (CIP) tags that dimerize upon abscisic acid (ABA) treatment. Therefore, after ABA treatment we can induce recruitment of SWI/SNF complexes to the *Nkx2.9* promoter leading to expression of DT-A. Previous SWI/SNF recruitment studies have used FRB/FKBP CIP tags that dimerize after Rapamycin treatment^27^. As Rapamycin targets the mTOR pathway and impacts cell proliferation, we switched to ABA, a plant hormone with far fewer off-target effects in mammalian cells^28,29^. To confirm SS18-V5-PYL1 expression led to recruitment of entire SWI/SNF complexes, we performed V5 immuno-precipitation mass-spectrometry (IP-MS) analysis in mESCs and revealed proper incorporation of the fusion protein into SWI/SNF complexes containing all subunits (Supplementary Fig. 1a, b; Supplementary Data 5). Indeed, we pulled down cBAF and ncBAF sub-complexes which contain SS18, but not the pBAF sub-complex. We also performed V5 and SMARCC1 chromatin immunoprecipitation (ChIP) experiments and detected high levels of SWI/SNF complex recruitment to the target locus (Fig. 1b). Furthermore, we detected increased chromatin accessibility by ATAC-qPCR following SWI/SNF recruitment to the *Nkx2.9* locus (Supplementary Fig. 1c), validating the cell line as a reporter of SWI/SNF chromatin remodeling activity. Finally, we selected DT-A as a reporter gene for SWI/SNF activity, as its activation leads to Diphtheria Toxin (DT) mediated cell death via inhibition of translation. We show that over 95% of *ZF-DT-Nkx2.9* mESCs die following 96 h of ABA treatment to induce SWI/SNF activity (Fig. 1c). The robust live/dead reporter of SWI/SNF activity was ideal for our subsequent loss-of-function genetic screen as it offered key advantages over FACS-based approaches that require sorting of millions of cells, often with low signal-to-noise ratios.

**Fig. 1:**
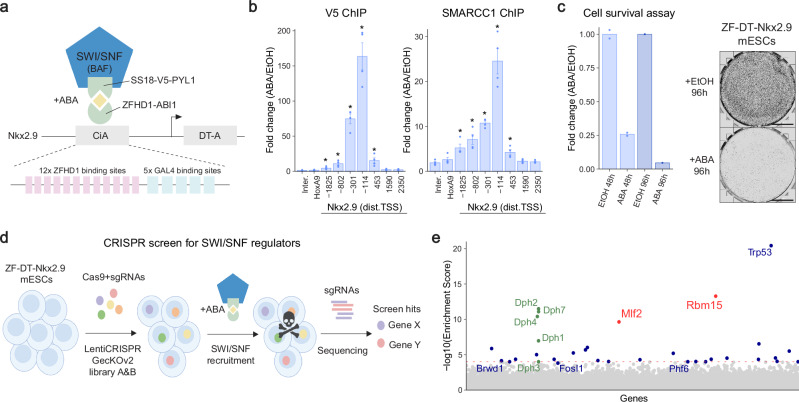
Genome-wide CRISPR KO screen reveals novel regulators of SWI/SNF activity. **a** Schematic of the epigenome editing strategy used to engineer the *ZF-DT-Nkx2.9* mESC line as a live/dead reporter of SWI/SNF activity. After abscisic acid (ABA) treatment SS18-V5-PYL1 dimerizes with ZFHD1-ABI1 fusion proteins that are bound to ZF motifs knocked into the *Nkx2.9* promoter, downstream of the DT-A reporter gene. Created in BioRender https://BioRender.com/ztebfa0. **b** ChIP analysis of SWI/SNF complex recruitment to the *Nkx2.9* promoter after 24 h of ABA treatment. V5-ChIP shows SS18-V5 binding to the target locus. SMARCC1-ChIP shows recruitment of assembled SWI/SNF complexes. qPCR analysis using primer pairs tilling the *Nkx2.9* locus with the distance from transcription start site (TSS) indicated, and control primers for an intergenic region and *HoxA9*. Depicted are fold change values (mean ± SEM) for *n* = 4. Statistical significance calculated using two-sided *t*-test (significant *p*-values form left to right: V5-ChIP *p* = 0.05, *p* = 0.02, *p* = 0.002, *p* = 0.004, *p* = 0.04; SMARCC1 ChIP *p* = 0.02, *p* = 0.016, *p* = 1.9e-5, *p* = 0.004, *p* = 0.02). **c** Timecourse of cell survival after ABA treatment in *ZF-DT-Nkx2.9* mESCs (*n* = 2 for 48 h, *n* = 1 for 96 h). Giemsa staining for viable cells after ABA or EtOH control treatment for 96 h; scale = 1 mm. **d** Schematic of CRISPR knock-out screening strategy using the GeCKOv2 libraries. *ZF-DT-Nkx2.9* mESCs were infected with library A or B at an MOI of <0.4x followed by puromycin selection. SWI/SNF activity was induced by ABA treatment for 48 h. Surviving cells were collected, genomic DNA was isolated and sgRNA sequences were identified by PCR and sequencing. Created in BioRender https://BioRender.com/owp27nz. **e** Plot displays gene enrichment score from MAGeCK analysis of sgRNA counts between ABA and EtOH treated cells. Red dotted line corresponds to a stringent enrichment score cut-off of 1.00E-04. Genes required for the biosynthetic pathway of diphthamide are labeled in green. Gene names in blue are known regulators of the SWI/SNF complex and gene names in red are novel regulators. Source data are provided as a Source Data file.

### Genome-wide CRISPR screen reveals SWI/SNF activity regulators

We used the GeCKOv2 CRISPR lentivirus library^30^ to perform a genome-wide knockout screen in the reporter *ZF-DT-Nkx2.9* mESCs. This lentivirus library is split in two, each library contains 3 sgRNAs targeting all mouse genes as well as control sgRNAs. We infected *ZF-DT-Nkx2.9* mESCs with each lentivirus library at an MOI of <0.4x, to obtain single knock-out mESCs with a ~ 1000x coverage. We treated the lentivirus infected cells with Puromycin for several days to select for knock-outs. The pooled knock-out *ZF-DT-Nkx2.9* mESCs were then treated with ABA for 48 h to induce SWI/SNF activity and cell death. We collected the cells that survived the ABA treatment, as well as control cells not treated with ABA and performed next generation sequencing to identify the enriched sgRNAs (Fig. 1d). In control conditions we detected over 97% of all sgRNAs for each library, detecting 100–1000 reads for the vast majority of sgRNAs (Supplementary Fig. 1d), which confirmed the coverage and diverse representation of the >130’000 different sgRNAs in the screen. We used the MAGeCK software^31^ to identify sgRNAs that were enriched in the ABA treated conditions. We found 32 genes that were enriched in both libraries with multiple sgRNAs, using a stringent cut-off enrichment score of 1.00E-04 (Fig. 1e, Supplementary Fig. 1e and Supplementary Data 1). Of note, we identified *Dph1*, *Dph2*, *Dph3*, *Dph4* and *Dph7* amongst the top hits in the screen. These genes are required in the biosynthetic pathway of diphthamide, the molecular target of Diphtheria Toxin^32^. By enriching for genes in this pathway, we validated our live/dead screening system. In addition, we identified previously known interactors of SWI/SNF such as *Brwd1*^33^, *Fosl1*^34^, *Phf6*^35,36^ and *Trp53*^37^. Furthermore, previous studies have performed genetic screens aimed at identifying genes required for DT-mediated cell death^38,39^. We therefore cross-referenced our hits with these screens to only select for further analysis genes relevant to SWI/SNF activity rather than DT-mediated cell death. We selected 9 enriched genes (*Dph2*, *Mlf2*, *Rbm15*, *Hopx*, *Tfap2c*, *Gna13*, *Setd1b*, *Kdm6a* and *Tet1*) for further validation as candidate regulators of SWI/SNF activity during mammalian development.

### Validation of selected hits from the genetic screen

To validate the 9 selected hits of the genetic screen we used CRISPR/Cas9 to generate individual gene knock-outs in the *ZF-DT-Nkx2.9* mESC reporter line (Fig. 2a, b). For each gene we selected two sgRNAs targeting the same exon to generate indels. We confirmed homozygous gene editing in all clonal cell lines by PCR and sanger sequencing, as well as loss of protein expression by western blot for 4/9 hits with working antibodies (Fig. 2e and Supplementary Fig. 2a–c). We then treated each cell line with ABA for 48 h and quantified the number of surviving cells. As a control we used the *ZF-DT-Nkx2.9* mESC line transfected with non-targeting sgRNAs (NT). We found that 5 out of 9 hits (*Dph2*, *Mlf2*, *Rbm15*, *Setd1b*, and *Tet1*) showed significant increases in cell survival compared to controls, suggesting that the genes are required for SWI/SNF-dependent gene activation (Fig. 2c). Previous studies have shown that SWI/SNF-dependent bivalent gene activation is characterized by rapid losses of H3K27me3 repressive histone marks coupled with rapid gains in H3K4me3 activating histone marks, that cannot only be explained by histone H3 turnover^25–27^. These epigenetic changes occur within minutes of SWI/SNF recruitment before transcriptional changes can be detected, hinting at an active process that requires demethylase and methyltransferase activity. Interestingly, the H3K27me3 demethylase *Kdm6a*^40^, the H3K4me3 methyltransferase *Setd1b*^41^ and the DNA demethylase *Tet1*^42^ were enriched in the knockout screen for SWI/SNF-dependent regulators of *Nkx2.9* activation. In validation experiments, *Setd1b* KO and *Tet1* KO mESCs partially rescued the cell death phenotype, whereas *Kdm6a* KO mESCs showed a modest, non-significant increase in cell survival (Fig. 2c). These results suggest that SETD1B and TET1 function in concert with SWI/SNF complexes to promote an active epigenetic landscape and drive *Nkx2.9* gene expression. The most robust rescue of cell death was observed for two of the top hits of the screen, *Mlf2* and *Rbm15* (Fig. 2c). Indeed, the majority of *Mlf2* KO and *Rbm15* KO *ZF-DT-Nkx2.9* mESCs survived ABA treatment compared to NT controls (Fig. 2d, f). Thus, we next sought to investigate how these genes regulate SWI/SNF complex activity in mESCs.

**Fig. 2:**
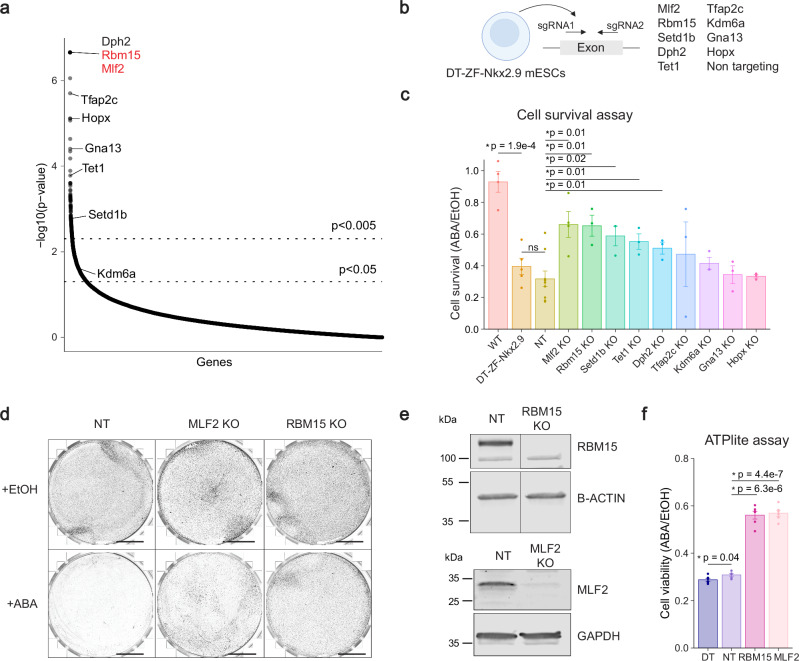
Validation of top hits from genetic screen in mESCs. **a** Distribution of hits identified in CRISPR screen ranked by *p*-value (permutation test using MAGeCK software, see Methods). **b** Schematic of CRISPR KO mESC strategy. Two guides targeting an exon were used to induce a frameshift indel mutation of the target gene. To generate 9 clonal KO cell lines, individual mESC colonies were picked and amplified, then target gene disruption was confirmed by PCR and sanger sequencing. A control cell line was generated using non-targeting sgRNAs (NT). Created in BioRender https://BioRender.com/g6p0ul6. **c** Graph shows cell survival for each KO mESC line as fold change of 48 h ABA treatment compared to EtOH treated control cells (mean ± SEM). Statistical significance calculated using two-sided *t*-test, replicates *n* = min(3). **d** Giemsa staining for viable cells after 96 h of ABA / EtOH treatment. Mlf2 KO and Rbm15 KO mESCs show increased survival compared to NT controls; scale = 1 mm; *n* = 1. **e** Western blot analysis of RBM15 and MLF2 levels in NT and KO mESC lines. B-ACTIN and GAPDH as loading controls (*n* = 1). **f** Plot shows ATPlite cell viability assay results as fold change following 48 h ABA treatment in ZF-DT-Nkx2-9 mESCs, NT control, Rbm15 KO and Mlf2 KO ZF-DT-Nkx2.9 mESCs over 48 h EtOH treatment (mean ± SEM). Statistical significance calculated using two-sided *t*-test, replicates *n* = 6. Source data are provided as a Source Data file.

### MLF2 regulates a subset of SWI/SNF target genes in mESCs

MLF2 (Myeloid Leukemia Factor 2) is a poorly characterized ubiquitously expressed protein that is mutated in human cancers^43–45^. Previous work investigating MLF (the fly homolog of MLF1 and MLF2) showed that in flies, MLF acts in a chaperone complex with HSP70 to regulate the stability of transcription factors and impact gene expression^46^. Interestingly, *Hspa4* (Heat shock protein family A HSP70 member 4) was also amongst the top enriched genes in our CRISPR screen (Fig. 3a), suggesting a similar chaperone mechanism may regulate chromatin regulator stability in mESCs. To study the direct function of MLF2 in mESCs, we took advantage of the dTAG degron system^47^ that allows for rapid degradation of target proteins via small molecule recruitment of E3-ubiquitin ligases (Fig. 3b). Using CRISPR/Cas9 genome editing, we knocked-in the dTAG degron tag (FKBPv-V5) at the C-terminus of MLF2 to generate MLF2-dTAG mESCs. In addition, to accurately compare acute MLF2 degradation to acute SWI/SNF degradation, we generated SMARCA4-dTAG mESCs. We chose the C-terminus of the SMARCA4 subunit as it is the catalytic ATPase that is required for SWI/SNF chromatin remodeling activity. Addition of the small molecule dTAG-13 to MLF2-dTAG or SMARCA4-dTAG cells led to rapid proteasomal degradation of tagged proteins. Within 3 h of dTAG-13 treatment, MLF2 or SMARCA4 were no longer detected by western blot (Fig. 3c). The insertion of dTAG degron tags slightly decreased MLF2 but not SMARCA4 levels compared to WT mESCs (Supplementary Fig. 3a). However, confocal imaging confirmed the correct subcellular location of the tagged proteins. SMARCA4 was abundant in the nucleus, whereas MLF2 expression was detected in both the cytoplasm and nucleus (Supplementary Fig. 3b). As shown previously, prolonged SMARCA4 loss was lethal for mESCs after 3 days^5^. In contrast, prolonged dTAG treatment in MLF2-dTAG cells caused only a modest reduction in cell proliferation after 6 days (Supplementary Fig. 3c). 

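RNA-seq of the 3' ends of mRNAs was performed in SMARCA4-dTAG and MLF2-dTAG mESCs, in which the endogenous protein carries a tag that dTAG-13 targets for degradation. For each line, 3 libraries were sequenced after 3 h, 8 h and 24 h of 500 nM dTAG-13 and 3 from cells treated with DMSO, 24 libraries in all. Reads had been mapped with STAR to GRCm38 (mm10) and counted per gene with featureCounts on the strand of the transcript, and the values are raw counts for 55487 genes. In SMARCA4-dTAG mESCs the total count per library was 11066252 to 12920206 with DMSO (median 12102824), 12266563 to 16463509 at 3 h (median 14190737), 14225538 to 18831373 at 8 h (median 17369724) and 7278762 to 11931297 at 24 h (median 11793073). In MLF2-dTAG mESCs it was 7574897 to 18151043 with DMSO (median 12861545), 7782750 to 10299655 at the time labelled 3 h (median 9907023), 9838458 to 18874281 at the time labelled 8 h (median 11708760) and 9938371 to 20251150 at 24 h (median 19514137). A single locus, CT010467.1, holds ribosomal RNA, so its share of the counts measures the ribosomal RNA in a library. In SMARCA4-dTAG mESCs it took 10.6% to 11.8% with DMSO, 6.48% to 8.68% at 3 h, 7.87% to 8.64% at 8 h and 8.99% to 10.4% at 24 h. The treated and DMSO libraries of this line therefore differ in this share. For MLF2-dTAG mESCs the shares in the same order were 9.05% to 9.38%, 6.42% to 8.49%, 7.29% to 10.5% and 6.57% to 9.28%. Genes with more than 10 counts over the 12 libraries of a line were tested, 19994 in SMARCA4-dTAG and 20042 in MLF2-dTAG mESCs. Counts were scaled with TMM factors, and each time point was compared with DMSO by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene is called higher or lower at an adjusted p under 0.05 and a fold change over 1.5, the thresholds of the paper. Levels are given as TMM-normalized CPM, counts scaled to a common library size. Gene lists were tested against all other genes with limma's camera at a correlation of 0.01 between genes, and the result with an estimated correlation is added where its adjusted p is not under 0.05. The sources used here number the libraries but do not say whether each is a separate culture, so the p-values measure only the spread between these libraries.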

To determine if MLF2 regulates the same target genes as SWI/SNF, we conducted RNA-seq experiments after 3 h, 8 h and 24 h of dTAG-13 treatment in both cell lines (Fig. 3d, e and Supplementary Data 2). 

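The dTAG acts on the SMARCA4 protein, the ATPase of SWI/SNF. Its own mRNA was measured at 219 ± 6.18 CPM after 3 h, 212 ± 9.18 CPM after 8 h and 240.5 ± 10.2 CPM after 24 h against 191 ± 12.2 CPM with DMSO (SD, n = 3). Smarca4 (ENSMUSG00000032187) lies on chromosome 9, 21616169 to 21704230, of GRCm38, and its log2 fold change of 0.33 at 24 h (standard error 0.0668, adjusted p = 4.26e-05 from edgeR) is not past 1.5-fold. After 3 h, 260 genes were higher and 476 lower than with DMSO. Id2, an inhibitor of differentiation (chromosome 12, 25093799 to 25097140), rose from 67.1 ± 9.02 to 288 ± 25.3 CPM (log2 fold change 2.10, standard error 0.0762, adjusted p = 1.56e-36). Bmp4, a ligand of the BMP pathway (chromosome 14, 46383520 to 46390669), fell from 122 ± 14.0 to 39.6 ± 5.13 CPM (log2 fold change -1.63, standard error 0.104, adjusted p = 1.77e-21). The pluripotency gene Nanog rose (log2 fold change 0.99, standard error 0.0672, adjusted p = 3.18e-20), as did the TGF-beta family ligand Nodal (1.16, adjusted p = 2.02e-18) and the neurotrophin gene Bdnf (2.02, adjusted p = 4.80e-12). Skor1, a corepressor of SMAD proteins, fell by 3.15 on the log2 scale (adjusted p = 2.39e-16), the Wnt feedback inhibitor Axin2 by 2.48 (adjusted p = 1.20e-07) and the cyclin gene Ccnd2 by 0.88 (adjusted p = 1.90e-15). Among 33 measured targets of ATF4 and CHOP, the transcription factors of the integrated stress response, 10 rose and the other 23 did not pass the test (11 higher when adjusted over the list alone, camera adjusted p = 5.05e-23). Nupr1 was among the higher ones (2.31, adjusted p = 3.52e-13). Among 19 p53 targets, 7 rose and 12 did not pass (7 higher when adjusted over the list alone, camera adjusted p = 2.17e-16), with log2 fold changes of 0.83 for Bbc3 and 1.09 for Plk2, which act in cell death and growth arrest. Among 12 Wnt targets, 3 fell, and the rest did not pass (3 lower when adjusted over the list alone, camera adjusted p = 0.000164). After 8 h, 600 genes were higher and 825 lower, and with total-count scaling 786 were higher and 705 lower. Hox genes, which pattern the body axis, rose in 11 of 19 measured cases and the other 8 did not pass (13 higher when adjusted over the list alone, camera adjusted p = 1.83e-08), with a median log2 fold change of 2.06. Hoxd11 rose by 4.56 (adjusted p = 2.07e-20), Hoxd13 by 2.92 (adjusted p = 3.82e-17) and the forebrain regulator Six3 by 3.76 (adjusted p = 2.63e-18) on the log2 scale. Of 12 neuroectoderm genes, 5 rose (5 higher when adjusted over the list alone, camera adjusted p = 2.65e-05). Of 18 replication-dependent histone genes, 7 fell (7 lower when adjusted over the list alone, camera adjusted p = 3.32e-05). Of 31 targets of the integrated stress response, 3 rose at 8 h (3 higher when adjusted over the list alone, median log2 fold change 0.0051, or -0.0037 with RLE, camera adjusted p = 0.941), and of 19 p53 targets 3 rose and 2 fell (3 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.574). The linker histone gene H1f5 (log2 fold change -1.54, adjusted p = 6.92e-15) and the E-cadherin gene Cdh1 (log2 fold change -0.77, adjusted p = 3.74e-17) fell too. Of the 736 genes called at 3 h, 420 were called in the same direction at 24 h (152 higher and 268 lower, where independent lists would share 15.6 and 35.8), and of the 1425 called at 8 h, 1000 were (388 higher and 612 lower, where independent lists would share 35.9 and 62.0). Every time is compared with the same 3 DMSO libraries, and part of the excess may come from them. In 10 simulations of unchanged groups against shared DMSO libraries edgeR called at most 1 gene at a time. No gene was called at more than 1 time. As no gene was changed in the simulations, they cannot show how many calls the shared libraries add near the thresholds. All 3 times called 96 genes higher and 195 lower, while 753 were higher and 817 lower at 24 h alone, which does not show that they differ from the earlier times.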

As expected, SMARCA4 degradation led to major changes in gene expression which increased over time. As a control, we performed RNA-seq experiments in WT mESCs treated with dTAG-13 for 24 h and detected only seven differentially expressed genes (FDR < 0.05 and fold change > 1.5), demonstrating that dTAG-13 alone has a negligeable impact on mESC gene expression (Supplementary Fig. 3d). 

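Mlf2 itself (ENSMUSG00000030120, chromosome 6, 124931386 to 124937238), whose protein is the one degraded, kept an mRNA level of 91.1 ± 3.61 CPM at 24 h against 80.5 ± 7.50 CPM with DMSO (SD, n = 3; log2 fold change 0.17, standard error 0.0941, adjusted p = 0.294). In the libraries labelled 3 h, 103 genes were higher and 109 lower than with DMSO. Among 19 p53 targets, 9 rose and 10 did not pass (9 higher when adjusted over the list alone, camera adjusted p = 3.77e-35). Eda2r was at a log2 fold change of 1.29, adjusted p = 2.70e-09, Phlda3 at 0.99, adjusted p = 7.25e-09 and Trp53inp1 at 0.97, adjusted p = 2.42e-10. Targets of the integrated stress response rose in 13 of 33 cases and the other 20 did not pass (14 higher when adjusted over the list alone, camera adjusted p = 8.68e-42), and Nupr1 was among them (1.51, adjusted p = 2.70e-09). The proapoptotic gene Hrk rose (log2 fold change 1.67, standard error 0.227, adjusted p = 5.26e-07). Genes of primed and formative pluripotency fell in 4 of 15 cases (5 lower when adjusted over the list alone, camera adjusted p = 3.19e-11), led by Pou3f1 (log2 fold change -1.22, standard error 0.120, adjusted p = 6.86e-11) and Otx2 (-0.69, adjusted p = 4.61e-07). Skor1 fell by 1.84 (adjusted p = 5.54e-06) and Bmp4 by 0.67 (adjusted p = 9.62e-07) on the log2 scale. In the libraries labelled 8 h, 6 genes passed the test, while 2 of the 9 other splits of these and the DMSO libraries gave more (7 and 12). Higher were Ahnak2 (0.99, adjusted p = 0.00399), the noncoding RNA Firre (0.70, adjusted p = 0.00663), Renbp (0.70, adjusted p = 0.0495) and the splicing factor gene U2af1 (0.63, adjusted p = 4.23e-05). Lower were H1f5 (-0.74, adjusted p = 0.0177) and Pou3f1 (-0.66, adjusted p = 0.00281). Of 32 targets of the integrated stress response and 19 p53 targets, 0 were called by edgeR and 0 by DESeq2, with 2 and 1 higher at an unadjusted p under 0.05 (0 when adjusted over each list alone; camera, adjusted p = 0.260 and 0.0239, the latter 0.166 with an estimated correlation). Without replicate 2 labelled 8 h, 3 genes were called, and Renbp (0.65), H1f5 (-0.62) and Pou3f1 (-0.53) no longer passed. Renbp also lost its call without replicate 1 labelled 8 h (0.69) or any of the DMSO libraries (0.62 to 0.75). H1f5 lost it without DMSO replicate 1 or replicate 3 (-0.71 and -0.74), Firre without replicate 3 labelled 8 h or DMSO replicate 3 (0.63 and 0.66) and U2af1 without replicate 3 labelled 8 h (0.54). After 24 h, 362 genes were higher and 367 lower, and in a fit of the 24 h and DMSO libraries alone, which leaves out the libraries labelled 3 h and 8 h, 785 genes were called. Of the 212 genes labelled 3 h, 94 were called in the same direction at 24 h (55 higher and 39 lower, where independent lists would share 1.86 and 2.00). All 6 genes labelled 8 h were called in the same direction at 24 h (4 higher and 2 lower, where independent lists would share 0.0722 and 0.0366). The times share their 3 DMSO libraries, and part of the excess may come from these. In 10 simulations of unchanged groups against shared DMSO libraries edgeR called at most 1 gene at a time. No gene was called at more than 1 time. With no changed gene, the simulations cannot show how many calls the shared libraries add near the thresholds. Between the libraries labelled 3 h and those labelled 8 h, 150 genes differed (72 higher at 3 h, 78 lower).

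**Figure D1:**
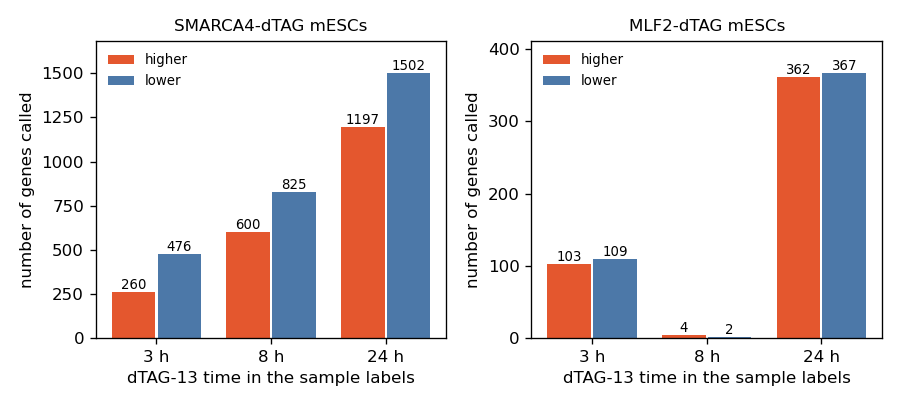
Bars give the number of genes called higher (orange) or lower (blue) than with DMSO (y axis) at each labelled time of dTAG-13 (x axis), for SMARCA4-dTAG mESCs on the left and MLF2-dTAG mESCs on the right, each with its own y axis. In MLF2-dTAG mESCs the bars stand at 103 and 109 for 3 h, 4 and 2 for 8 h, and 362 and 367 for 24 h.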

Interestingly, we detected time-dependent changes in gene expression following acute MLF2 depletion, suggesting a role for MLF2 in transcriptional regulation. Next, we investigated whether transcriptional changes gated by both proteins overlap. 

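After 24 h of dTAG-13, 1197 genes were higher and 1502 lower in SMARCA4-dTAG mESCs. Ccnd2, which encodes cyclin D2 (chromosome 6, 127125162 to 127152193), fell from 209 ± 8.83 to 9.75 ± 0.888 CPM (SD, n = 3; log2 fold change -4.43, standard error 0.0994, adjusted p = 2.68e-51). In MLF2-dTAG mESCs it fell by 0.98 on the log2 scale (standard error 0.0904, adjusted p = 6.62e-13). Chac1, an enzyme that degrades glutathione and a target of ATF4 (chromosome 2, 119351229 to 119354381), rose from 1.21 ± 0.111 to 29.0 ± 1.02 CPM in SMARCA4-dTAG mESCs (log2 fold change 4.57, standard error 0.248, adjusted p = 7.01e-27). In MLF2-dTAG mESCs it rose from 1.40 ± 0.852 to 41.3 ± 1.46 CPM (log2 fold change 4.76, standard error 0.227, adjusted p = 3.41e-25). Ddit3, which encodes CHOP (ENSMUSG00000025408), rose from 5.54 ± 0.459 to 51.0 ± 2.28 CPM (log2 fold change 3.20, standard error 0.164, adjusted p = 2.70e-28) in SMARCA4-dTAG mESCs. In MLF2-dTAG mESCs, Ddit3 rose from 4.56 ± 0.982 to 33.1 ± 2.18 CPM (log2 fold change 2.80, standard error 0.183, adjusted p = 5.90e-19). Other genes higher in both lines were the glycine transporter gene Slc6a9, with log2 fold changes of 4.61 in SMARCA4-dTAG and 3.43 in MLF2-dTAG mESCs, Nupr1 (3.24 and 3.30), Hrk (2.90 and 2.93) and the ER stress gene Herpud1 (2.51 and 1.92). Targets of the integrated stress response rose in 22 of 33 cases in SMARCA4-dTAG mESCs and the other 11 did not pass (23 higher when adjusted over the list alone, camera adjusted p = 2.19e-55). In MLF2-dTAG mESCs 29 of 34 rose and 5 did not pass (30 higher when adjusted over the list alone, camera adjusted p = 1.65e-170). Cytosolic tRNA synthetase genes, which ATF4 also drives, rose in 8 of 20 cases (8 higher when adjusted over the list alone, camera adjusted p = 1.76e-16). In MLF2-dTAG mESCs 7 of 20 rose (7 higher when adjusted over the list alone, camera adjusted p = 1.72e-29). The synthetase gene Cars had log2 fold changes of 0.96 and 0.89. Lower in both lines were Lefty1, an inhibitor of Nodal (-2.88, standard error 0.184, and -1.95, standard error 0.127), Lefty2 (-1.12 and -1.37), the Wnt effector gene Lef1 (-1.38 and -2.50) and Pou3f1 (-3.27 and -1.61). The endothelial receptor gene Robo4 fell by 6.65 in SMARCA4-dTAG mESCs (standard error 0.552), and Emp1 by 4.77. In MLF2-dTAG mESCs 305 higher and 327 lower genes were called at 24 h alone.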

While the number of differentially regulated genes was higher in SMARCA4-dTAG cells (2’382 genes after 24 h) compared to the MLF2-dTAG cells (656 genes after 24 h), we detected a strong overlap between the two datasets (Fig. 3f, g and Supplementary Fig. 3f, g). Almost 50% of MLF2 target genes were also misregulated in SMARCA4-dTAG mESCs, suggesting that MLF2 regulates a subset of SWI/SNF target genes. Furthermore, Gene Ontology (GO-term) analysis revealed that MLF2 and SMARCA4 target genes were enriched in the same pathways (Supplementary Fig. 3e). For example, the overlapping downregulated genes are involved in embryonic development and BMP signaling pathways, two well characterized SWI/SNF-dependent pathways^48^, indicating a role for MLF2 in mESC pluripotency and differentiation. 

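Of the 729 genes called in MLF2-dTAG mESCs at 24 h, 724 were also tested in SMARCA4-dTAG mESCs, and 343 of these (47.4%) were called there in the same direction, against 50 in the opposite direction. The genes higher in both lines numbered 147 of 358, where 22.1 would be shared by chance (odds ratio 11.9), and the genes lower in both 196 of 366, where 28.8 would be (odds ratio 15.4), over the 19067 genes tested in both. Each of these overlaps passes a 2-sided Fisher's exact test, although genes are not independent of each other. The shared genes made up 12.8% of the SMARCA4-dTAG calls. Across the 393 genes called in both lines the log2 fold changes correlated with r = 0.68 and Spearman's rho = 0.685, across all 19067 genes tested in both with r = 0.167 and across the 9588 of these with at least 5 CPM in the DMSO libraries with r = 0.384. The cyclin gene Ccnd2, the stress gene Chac1 and the ligand gene Bmp4 are among the shared genes. Id2 (log2 fold change 1.55, adjusted p = 2.87e-29) and Hoxd11 (4.57, adjusted p = 1.06e-20) rose in SMARCA4-dTAG mESCs, and Id2 was at -0.19, adjusted p = 0.324 in MLF2-dTAG mESCs, which by itself does not show that the lines differ. The pluripotency gene Nanog rose there by 1.00 (adjusted p = 1.08e-21) and had a log2 fold change of 0.55 in MLF2-dTAG mESCs (adjusted p = 8.69e-06), which is not past 1.5-fold in the full set and is without 1 library (0.65 without replicate 2 at 24 h and 0.62 without DMSO replicate 1). Pou5f1 and Sox2, which encode core pluripotency factors, had log2 fold changes of 0.05 and -0.14 (adjusted p = 0.849 and 0.0723) in SMARCA4-dTAG and of 0.23 and -0.04 (adjusted p = 0.310 and 0.857) in MLF2-dTAG mESCs. The mRNA of Mlf2 was at 0.09, adjusted p = 0.395 in SMARCA4-dTAG and that of Smarca4 at 0.12, adjusted p = 0.389 in MLF2-dTAG mESCs. In a test of the difference itself, the response of 2052 of 22086 genes differed between the lines at an adjusted p under 0.05. From the share of MLF2 targets that also respond to SMARCA4 degradation, the paper proposes that MLF2 regulates a subset of SWI/SNF target genes.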

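Gene lists fixed before the data were examined describe which pathways moved at 24 h in each line. Wnt targets fell in 8 of 11 cases in SMARCA4-dTAG mESCs, with 1 higher (1 higher and 8 lower when adjusted over the list alone, camera adjusted p = 6.93e-14). In MLF2-dTAG mESCs 3 of 12 fell (4 lower when adjusted over the list alone, camera adjusted p = 8.19e-10). Axin2, a feedback inhibitor of Wnt signaling, fell by 3.56 on the log2 scale in SMARCA4-dTAG (adjusted p = 3.56e-11) and Notum, which inactivates Wnt ligands, by 1.38 in MLF2-dTAG mESCs (adjusted p = 9.19e-07). Genes of primed and formative pluripotency fell in 6 of 15 cases and rose in 2 in SMARCA4-dTAG mESCs (2 higher and 6 lower when adjusted over the list alone, camera adjusted p = 0.000291), with Dnmt3a, a de novo DNA methyltransferase gene, at -1.29, adjusted p = 1.96e-27. In MLF2-dTAG mESCs 7 of 14 fell and 7 did not pass (7 lower when adjusted over the list alone, camera adjusted p = 2.30e-20), with Foxd3 at -1.14, adjusted p = 3.52e-13. Naive pluripotency genes were split in SMARCA4-dTAG mESCs, with 2 higher, 3 lower and 12 not past the test (2 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.823), and Klf4 at 0.73, adjusted p = 2.34e-15. In MLF2-dTAG mESCs 0 of 17 were called by edgeR and 0 by DESeq2, 9 were higher and 2 lower at an unadjusted p under 0.05. Their median log2 fold change was 0.19 (1 lower when adjusted over the list alone, camera adjusted p = 0.000528, or 0.0671 with an estimated correlation). Nodal and activin targets changed in both directions in SMARCA4-dTAG mESCs, 2 higher and 4 lower of 10 (2 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.0541). In MLF2-dTAG mESCs 4 of 11 fell (4 lower when adjusted over the list alone, camera adjusted p = 5.68e-08). Of 19 p53 targets, 5 rose and 1 fell in SMARCA4-dTAG (5 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0770). In MLF2-dTAG mESCs 3 rose (3 higher when adjusted over the list alone, camera adjusted p = 3.02e-07). SWI/SNF subunit genes, the list the paper itself names, changed in 3 of 27 cases in SMARCA4-dTAG mESCs (2 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.499). Smarcd3 (-1.59, adjusted p = 5.66e-11) and Phf10 (0.83, adjusted p = 2.50e-12) were among them. In MLF2-dTAG mESCs 1 of 27 rose (1 higher when adjusted over the list alone, camera adjusted p = 0.641), again Phf10 (0.60, adjusted p = 1.04e-05; 0.52 and 0.53, under 1.5-fold, without replicate 3 at 24 h and without DMSO replicate 1).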

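Bmp4 (ENSMUSG00000021835), the BMP ligand that keeps mESCs from neural differentiation, fell from 122 ± 14.0 to 14.7 ± 4.28 CPM in SMARCA4-dTAG mESCs at 24 h (SD, n = 3; log2 fold change -3.03, standard error 0.119, adjusted p = 2.79e-35). In MLF2-dTAG mESCs it went from 259.6 ± 30.0 to 158 ± 25.0 CPM (log2 fold change -0.72, standard error 0.0928, adjusted p = 2.56e-08). Of 17 BMP and SMAD targets, 5 fell, 2 rose and 10 did not pass in SMARCA4-dTAG (2 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.100). In MLF2-dTAG mESCs 1 of 17 fell (1 lower when adjusted over the list alone, camera adjusted p = 0.360). Axon guidance genes fell in 9 of 22 cases in SMARCA4-dTAG mESCs, with 3 higher (3 higher and 9 lower when adjusted over the list alone, camera adjusted p = 0.0208, or 0.0811 with an estimated correlation). In MLF2-dTAG mESCs, 3 of 22 fell (3 lower when adjusted over the list alone, camera adjusted p = 0.00819, or 0.0524 with an estimated correlation). Sema6a, a semaphorin gene, fell in both (-2.65, adjusted p = 3.68e-12, and -1.36, adjusted p = 0.000249), the netrin receptor gene Unc5b fell in SMARCA4-dTAG (-2.39, adjusted p = 2.24e-26) and the ephrin gene Efnb2 in MLF2-dTAG mESCs (-0.78, adjusted p = 0.00262). Sema3e rose in SMARCA4-dTAG mESCs (3.30, adjusted p = 1.86e-37). Genes of the actin cytoskeleton and cell adhesion fell in 12 of 35 cases and rose in 2 in SMARCA4-dTAG mESCs (2 higher and 12 lower when adjusted over the list alone, camera adjusted p = 0.00247, or 0.133 with an estimated correlation). The fibronectin gene Fn1 (-1.53, adjusted p = 6.70e-29) and the integrin gene Itga3 (-1.70, adjusted p = 1.55e-13) fell. In MLF2-dTAG mESCs 1 of 35 fell (1 lower when adjusted over the list alone, camera adjusted p = 0.232). Neuroectoderm genes went both ways in SMARCA4-dTAG mESCs, with 4 higher and 2 lower of 13 (4 higher and 2 lower when adjusted over the list alone, camera adjusted p = 0.634). Irx3 (2.31, adjusted p = 3.75e-09) and Sox1 (1.32, adjusted p = 8.27e-17) rose, and Neurod1 (-1.5, adjusted p = 3.18e-20) and Gbx2 (-1.16, adjusted p = 2.10e-21) fell. Mesoderm and primitive streak genes fell in 2 of 7 measured cases (2 lower when adjusted over the list alone, camera adjusted p = 0.499). Cdkn1c, an inhibitor of the cell cycle, and Trh, a neuropeptide gene, also fell in SMARCA4-dTAG mESCs (-2.27, adjusted p = 2.89e-27, and -4.22, adjusted p = 2.23e-36), and the bHLH gene Hes6 in MLF2-dTAG mESCs (-1.62, adjusted p = 7.00e-17).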

Next, to measure protein-protein interactions in situ we performed Proximity Ligation Assays (PLA) using antibodies against V5-MLF2 and SMARCA4 (Fig. 3h). Using confocal microscopy, we detected strong interactions between MLF2 and SMARCA4 in the nucleus of MLF2-dTAG cells treated with DMSO. As a control, we depleted MLF2 via dTAG-13 treatment and observed a major reduction in the PLA signal (Fig. 3h). Finally, we measured SWI/SNF subunit protein levels in MLF2-dTAG mESCs treated with dTAG-13 for 8 h. For the subunits tested (SMARCA4, SMARCC1, SMARCD1, SMARCE1 and ARID1A) we did not detect major differences in MLF2-depleted cells compared to controls (Supplementary Fig. 3h). These data suggest that MLF2 interacts with SWI/SNF complexes in the nucleus, where it acts as a chaperone to promote complex assembly and stability rather than the abundance of individual subunits.

**Fig. 3:**
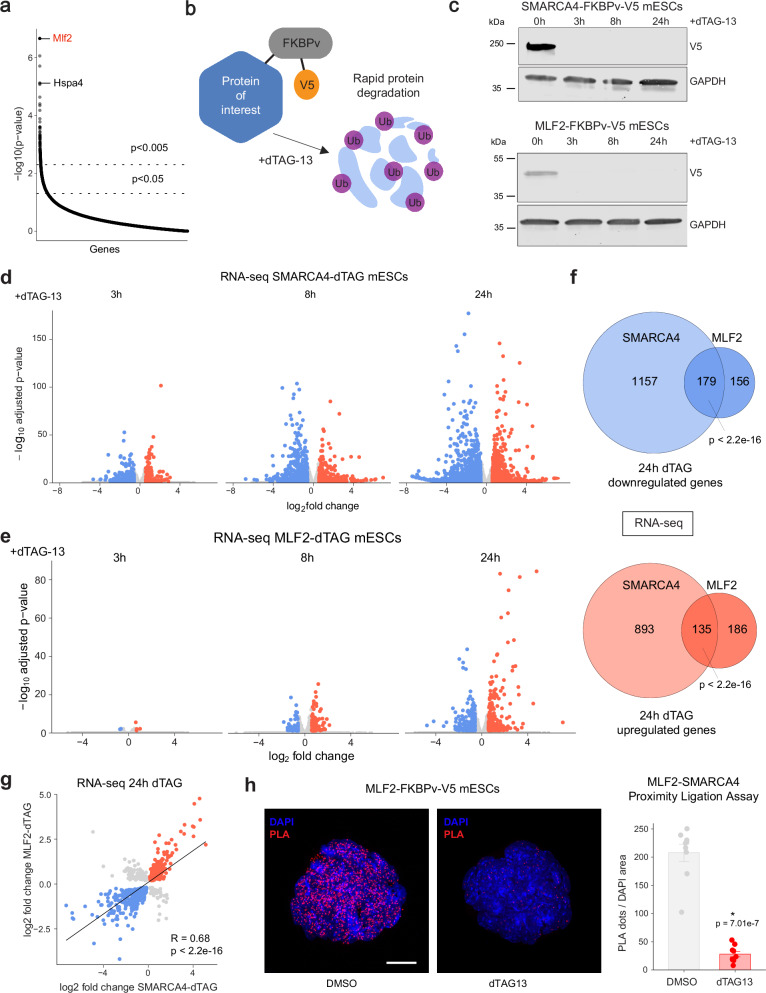
MLF2 regulates a subset of SWI/SNF target genes in mESCs. **a** Plot displays ranked *p*-values (permutation test using MAGeCK software, see Methods) of enriched genes in KO screen. Labeled genes are top hits *Mlf2* and the HSP70 chaperone complex gene *Hspa4*. **b** Schematic of dTAG-degron system. The target protein is endogenously tagged with FKBPv-V5. Upon addition of dTAG-13, the proteasomal machinery is recruited to the FKBPv tag, the target protein is ubiquitylated and rapidly degraded via the proteasome. Created in BioRender https://BioRender.com/hatsa1b**c**. Western blot of SMARCA4 and MLF2 dTAG mESCs showing time course of dTAG-13 treatment vs DMSO control. Both SMARCA4 and MLF2 were detected using a V5 antibody (*n* = 1). **d** Volcano plots showing differentially expressed genes in SMARCA4-dTAG mESCs after 3 h, 8 h, and 24 h of dTAG-13 or DMSO treatment. Significantly downregulated genes are in blue and upregulated in red (sig. = padj. <0.05 & |FC | > 1.5; *n* = 3). Adjusted *p*-values were calculated using the Benjamini-Hochberg correction using DESeq2 software, see Methods. **e** Volcano plots showing differentially expressed genes in MLF2-dTAG mESCs after 3 h, 8 h, and 24 h of dTAG-13 or DMSO treatment. Significantly downregulated genes are in blue and upregulated in red (sig. = padj. <0.05 & |FC | > 1.5; *n* = 3). Adjusted *p*-values were calculated using the Benjamini-Hochberg correction using DESeq2 software, see Methods. **f** Venn diagrams showing the overlapping genes after 24 h dTAG-13 treatment in SMARCA4 and MLF2 dTAG mESCs. Statistical significance calculated using a two-sided Fisher’s exact test. **g** Dot plot of significantly (*p* < 0.05) changed genes, overlapping in the 24 h dTAG-13 datasets of SMARCA4 and MLF2 dTAG mESCs. The linear regression line was fitted using Pearson correlation, *p*-value was calculated using a two-sided *t*-test. **h** Confocal images of proximity ligation assay used to detect MLF2-V5 and SMARCA4 interactions in MLF2-dTAG mESCs treated with DMSO or dTAG-13 for 24 h. Nuclei stained with DAPI. Graph shows number of PLA dots detected in both conditions, as mean ± SEM. Statistical significance calculated using a two-sided *t*-test, replicates *n* = 9, scale bar = 15 µm. Source data are provided as a Source Data file.

### MLF2 regulates SWI/SNF chromatin remodeling activity in mESCs

To understand if MLF2 has a direct impact on SWI/SNF chromatin remodeling activity or if it regulates transcription downstream of SWI/SNF function, we performed ATAC-seq experiments in MLF2-dTAG and SMARCA4-dTAG mESCs treated with dTAG-13 for 8 h. 

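ATAC-seq, in which a transposase inserts adapters into accessible DNA, was performed with 3 libraries from dTAG-13-treated and 3 from DMSO-treated cells of each line. The authors mapped the reads to GRCm38 with Bowtie2, called peaks with MACS2, merged the peaks of all samples into 1 set of 96927 and counted fragments per peak with featureCounts. The values are raw fragment counts. The total count in peaks per library was 4272498 to 4833921 with DMSO (median 4342608) and 3632423 to 5255479 with dTAG-13 (median 4902691) in SMARCA4-dTAG mESCs. In MLF2-dTAG mESCs it was 8016375 to 9330266 with DMSO (median 8864043) and 9159591 to 11571885 with dTAG-13 (median 10490262), so that the peaks tested differ in depth between the lines. Peaks with more than 100 counts over the 6 libraries of a line were tested, 49962 in SMARCA4-dTAG and 75786 in MLF2-dTAG mESCs, with the scaling, test and thresholds used for RNA-seq. The place of each peak is its distance to the nearest transcription start site (TSS) in the gene annotation of the count files.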

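In SMARCA4-dTAG mESCs 10540 peaks lost and 2600 gained accessibility after 8 h of dTAG-13. The largest loss among peaks with a mean count of at least 50 was on chromosome 12, 41729475 to 41730465, where accessibility fell from 21.9 ± 0.757 to 1.64 ± 0.811 CPM (SD, n = 3; log2 fold change -3.78, standard error 0.294, adjusted p = 2.51e-19). A peak on chromosome 1, 120762967 to 120764044, fell by 3.66 on the log2 scale, and another by 3.52, on chromosome 1, 132850637 to 132852095, 28177 bp from the TSS of the neuronal gene Lrrn2. The next, on chromosome 5, 144479087 to 144480603, nearest to the synaptic gene Nptx2, fell by 3.51. Among the gains, a peak at a TSS on chromosome 11, 96004915 to 96007912, which also lies in an H3K4me3 peak, rose from 71.7 ± 1.75 to 178 ± 8.46 CPM (log2 fold change 1.25, standard error 0.0843, adjusted p = 2.49e-22). A peak near the signaling inhibitor gene Spry2 on chromosome 14, 105893151 to 105893695, rose by 1.16. At the Klf4 promoter (chromosome 4, 55530018 to 55533892) accessibility had a log2 fold change of 0.41, adjusted p = 0.000158, which is not past 1.5-fold. A peak in the Smarcc1 locus (chromosome 9, 110205169 to 110206374) lost accessibility (-0.87, adjusted p = 0.00120). With offsets that depend on the abundance of a peak (cyclic loess), which moved the median log2 fold change of all peaks by 0.17, 8935 peaks were lower and 4406 higher. When both lines were fitted together, 22171 peaks were called, but such a fit pools their spread and, as the count minimum then runs over 12 libraries, tests 84032 peaks in place of 49962. With no filter on low counts 96926 peaks were tested and 19057 called.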

As expected, acute SMARCA4 degradation led to dynamic losses in chromatin accessibility at thousands of sites across the genome, corroborating SWI/SNF’s major role in chromatin regulation (Fig. 4a and Supplementary Data 3). 

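In MLF2-dTAG mESCs 2423 peaks lost and 1036 gained accessibility after 8 h of dTAG-13. The largest losses by the same rule were on chromosome 2, 159418056 to 159419332 (log2 fold change -1.66, standard error 0.244, adjusted p = 1.17e-08), on chromosome 16, 87207919 to 87208346 (-1.64, adjusted p = 7.59e-10) and on chromosome 8, 55691772 to 55692949. At the last of these accessibility fell from 19.4 ± 0.362 to 6.39 ± 0.119 CPM (SD, n = 3; log2 fold change -1.61, standard error 0.162, adjusted p = 3.31e-18). The next was on chromosome 7, 94644711 to 94645758 (-1.59, adjusted p = 1.29e-10). The nearest TSS lies 37124, 79479, 32418 and 42302 bp away, in the order given. The largest gains were at the TSS of the collagen-processing gene Pcolce on chromosome 5, 137613068 to 137614066 (log2 fold change 1.04, standard error 0.166, adjusted p = 1.91e-07), and near the ribosomal protein gene Rps28 on chromosome 17, 33821905 to 33822764 (1.03, adjusted p = 3.43e-05). The Klf4 promoter was at a log2 fold change of -0.03, adjusted p = 0.848, and the peak in the Smarcc1 locus at -0.06, adjusted p = 0.871. Cyclic loess offsets gave 1972 lower and 1319 higher peaks. At these thresholds the count ranged from 1658 with DESeq2 and 1992 with both lines fitted together to 3621 with total-count scaling, and on leaving out 1 library from 2233 (replicate 2 of the dTAG-13 libraries) to 3559 (replicate 3). Without the fold-change threshold it was 9283.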

Interestingly, acute MLF2 degradation also had a direct impact on chromatin accessibility at thousands of loci in mESCs (Fig. 4a and Supplementary Fig. 4a). 

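Of the 2423 peaks lower in MLF2-dTAG mESCs, 1378 were also tested in SMARCA4-dTAG mESCs. Of these, 764 (55.4%) were lower there too, where 290.8 would be shared by chance among the 49947 peaks tested in both (odds ratio 4.94, 2-sided Fisher's exact test, p = 1.65e-176). Of 799 peaks higher in MLF2-dTAG mESCs, 71 (8.89%) were higher in SMARCA4-dTAG mESCs, where 41.5 would be by chance (odds ratio 1.80, 2-sided Fisher's exact test, p = 1.24e-05), and 149 peaks changed in opposite directions. Peaks near each other are not independent, so these p-values overstate the evidence. A peak on chromosome 3, 131083838 to 131085507, lies 24963 bp from the TSS of the Wnt effector gene Lef1. It lost accessibility in SMARCA4-dTAG mESCs, from 27.6 ± 3.81 to 18.0 ± 2.52 CPM (SD, n = 3; log2 fold change -0.67, standard error 0.169, adjusted p = 0.000761; -0.58 and not past 1.5-fold without DMSO replicate 3). The log2 fold change of that peak in MLF2-dTAG mESCs was -0.42, adjusted p = 0.00182 and not past 1.5-fold. Over the 984 peaks called in both lines the log2 fold changes correlated with r = 0.464, and over all 49947 peaks tested in both with r = 0.240. The difference between the lines was itself tested, and 18416 of 84032 peaks responded differently at an adjusted p under 0.05.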

We observed a strong overlap in differentially regulated peaks between both datasets, with 50% of the 2’111 downregulated ATAC-seq peaks in MLF2-dTAG cells also downregulated in SMARCA4-dTAG cells (Fig. 4b, d; FDR < 0.05 and fold change > 1.5). Moreover, down-regulated ATAC-seq peaks from both conditions were most predominantly detected at regulatory enhancer sequences enriched for pluripotency factor binding sites POU5F1, SOX2 and NANOG (Fig. 4c and Supplementary Fig. 4b). 

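In both lines, peaks that lost accessibility lay within 3 kb of a TSS less often than peaks that gained it. In SMARCA4-dTAG mESCs 16.8% of the 10540 lower peaks were within 3 kb of a TSS, against 44.6% of the 2600 higher peaks (odds ratio 0.251, 2-sided Fisher's exact test, p = 1.62e-182) and 44.6% of the peaks not called. In MLF2-dTAG mESCs the shares were 12.3% of 2423 lower and 33.7% of 1036 higher peaks (odds ratio 0.275, 2-sided Fisher's exact test, p = 4.18e-46), with 30.3% of the peaks not called. H3K4me3 peaks, which mark active promoters, overlapped 9.75% of the lower and 33.2% of the higher peaks in SMARCA4-dTAG mESCs, and 4.17% and 14.9% in MLF2-dTAG mESCs. Peaks not called overlapped them in 36.5% and 21.0% of cases, more often than the higher peaks (2-sided Fisher's exact test, p = 0.000789 and 5.46e-07), whereas by DESeq2 the higher peaks overlapped them more often than peaks not called (48.0% against 34.7% and 26.2% against 20.6%). The composite binding motif of POU5F1 (OCT4) and SOX2, with at most 2 mismatches, occurred in 593 of the lower peaks in SMARCA4-dTAG mESCs (5.63%), in 0.538% of the higher peaks and in 1.32% of the peaks not called. In MLF2-dTAG mESCs it occurred in 137 lower peaks (5.65%), in 0.579% of the higher peaks and in 2.00% of the peaks not called. With the length and GC content of the peaks taken into account, the odds ratio of lower peaks against peaks not called was 2.76 in SMARCA4-dTAG (binomial logistic regression over peaks, p = 3.67e-51) and 1.54 in MLF2-dTAG mESCs (p = 5.74e-06). NANOG sites were not searched on their own. With cyclic loess offsets 27.3% of the higher peaks of SMARCA4-dTAG mESCs were within 3 kb of a TSS, against 45.3% of the peaks not called. By DESeq2 these shares were 57.6% and 43.1%, so this comparison goes both ways. With loess offsets H3K4me3 peaks overlapped 11.5% of the lower and 13.5% of the higher peaks in SMARCA4-dTAG mESCs and 5.63% and 9.33% in MLF2-dTAG mESCs. If H3K4me3 peaks had to cover at least 50% of a peak, the shares of lower and higher peaks were 1.59% and 10.4% in SMARCA4-dTAG mESCs, and 1.11% and 4.44% in MLF2-dTAG mESCs.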

GO-term analysis of genes associated to downregulated ATAC-seq peaks showed an enrichment for genes involved in neurodevelopmental processes (Supplementary Fig. 4c) in both conditions. These data suggest that MLF2 directly regulates SWI/SNF chromatin remodeling activity. 

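In SMARCA4-dTAG mESCs, 8 of 18 neuroectoderm genes (44.4%) had a lower peak within 50 kb of their TSS, against 45.8% of 40203 other genes with a tested peak there (odds ratio 0.945, 2-sided Fisher's exact test, adjusted p = 1). Axon guidance genes had one in 15 of 28 cases (53.6%), against 45.8% of 40193 other genes (odds ratio 1.36, 2-sided Fisher's exact test, adjusted p = 0.602). In MLF2-dTAG mESCs the shares were 3 of 18 neuroectoderm genes (16.7%), against 8.87% of 44974 others (odds ratio 2.05), and 4 of 29 axon guidance genes (13.8%), against 8.87% of 44963 others (odds ratio 1.64), each with an adjusted p of 0.602 in that test. Counted by peak, 11.1% of 99 peaks near neuroectoderm genes were lower in SMARCA4-dTAG mESCs, against 21.1% of other peaks (odds ratio 0.467, adjusted p = 0.0528), and 22.2% of 126 near axon guidance genes, against 21.1% (adjusted p = 0.991). For MLF2-dTAG mESCs these shares were 2.42% of 124 and 2.25% of 178, each against 3.20% (adjusted p = 1 and 0.991). These are 4 tests by gene and 4 by peak on short lists, which do not show that the rates are equal, each set adjusted together and chosen after the data had been seen, and the GO terms of the paper were not tested themselves.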

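Losses of accessibility after 8 h lay near genes whose mRNA was lower after 24 h. In SMARCA4-dTAG mESCs 67.9% of 1297 lower genes had a lower peak within 50 kb of their TSS, against 46.5% of 10527 genes that were not called (odds ratio 2.44, 2-sided Fisher's exact test, adjusted p = 7.40e-48). Among 1111 higher genes the share was 43.4% (adjusted p = 0.0797). In MLF2-dTAG mESCs 9.41% of 340 lower genes had such a peak, against 6.07% of 12307 genes not called (odds ratio 1.61, 2-sided Fisher's exact test, adjusted p = 0.0317), and 7.02% of 342 higher genes (adjusted p = 0.490). Higher peaks lay within 50 kb of 24.3% of the lower and 33.5% of the higher genes in SMARCA4-dTAG mESCs, against 31.2% of the genes not called (adjusted p = 1.01e-06 and 0.157 in the same test). For MLF2-dTAG mESCs these shares were 8.82% and 15.8%, against 13.9% (adjusted p = 0.0174 and 0.391). These are 8 tests, adjusted together, over genes with at least 1 CPM, and neighboring genes share peaks. From the overlap of accessibility changes in both lines after a short treatment, the paper proposes that MLF2 regulates the remodeling activity of SWI/SNF directly.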

To test if MLF2 is required for SWI/SNF binding to chromatin we performed SMARCA4 CUT&RUN experiments in MLF2-dTAG mESCs treated with dTAG-13 for 8 h. Indeed, MLF2-loss significantly reduced SMARCA4 binding genome-wide (Fig. 4e). To accurately assess these global losses in SMARCA4 binding across the three replicates we used spike-in controls in each sample (Supplementary Fig. 4d). Next, we performed MLF2-V5 ChIP-seq in mESCs using the V5-tag inserted with the dTAG degron system. We did not detect MLF2 bound to chromatin across the genome (Supplementary Fig. 4e), despite using the same V5 ChIP antibody as previously used to detect high levels of V5-SS18 recruitment to the *Nkx2.9* locus in *ZF-DT-Nkx2.9* mESCs (Fig. 1c). Furthermore, we performed sequential salt extraction assays on cell extracts and detected MLF2 in the cytoplasmic and nuclear fractions but not in any of the chromatin bound fractions, confirming that MLF2 does not bind chromatin (Supplementary Fig. 4f). Finally, we analyzed the SMARCA4 CUT&RUN data together with published SMARCA4 ChIP-seq^49^ data from mESCs and found that MLF2-dependent ATAC-seq peaks were located at sites with high levels of SMARCA4 binding. We sorted SMARCA4 peaks into 5 clusters according to peak intensity and found that more than 70% of the downregulated ATAC-seq peaks in MLF2-dTAG cells treated with dTAG-13 were at sites with high levels of SMARCA4 (Fig. 4f, g and Supplementary Fig. 4g). Taken together, our data suggests that the chaperone protein MLF2 regulates binding but not specific targeting of SWI/SNF to chromatin, by modulating upstream processes such as SWI/SNF complex stability and assembly. Thus, loss of MLF2 impacts chromatin accessibility at a subset of developmental enhancers by affecting sites that are most dependent on high levels of SWI/SNF binding.

**Fig. 4:**
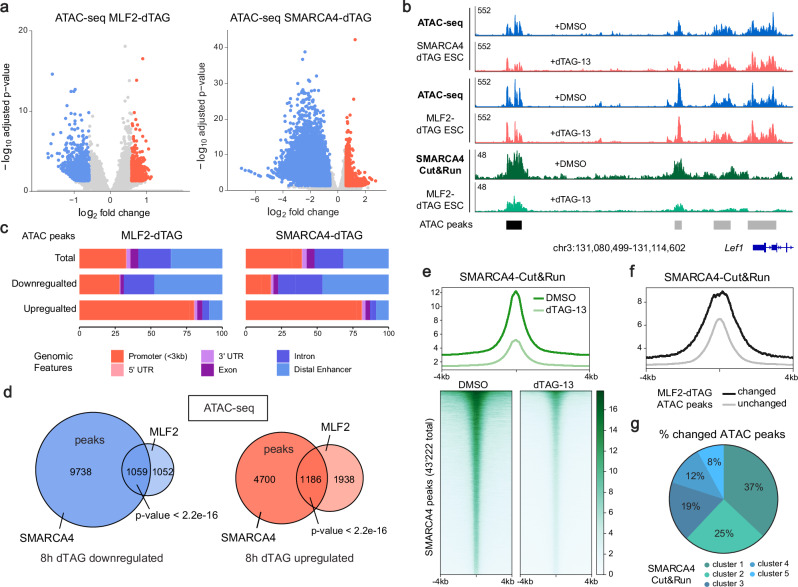
MLF2 regulates SWI/SNF chromatin remodeling activity in mESCs. **a** Volcano plots showing differentially accessible peaks in SMARCA4 and MLF2 dTAG mESCs after 8 h dTAG-13 vs DMSO treatment. Significantly downregulated peaks are labeled in blue and upregulated in red (sig. = padj. <0.05 & |FC | > 1.5; *n* = 3). Adjusted *p*-values were calculated using the Benjamini-Hochberg correction using DESeq2 software, see Methods. **b** Genome browser tracks of ATAC-seq peaks at the *Lef1* locus for SMARCA4 and MLF2 dTAG mESCs after 8 h dTAG-13 (red) and DMSO (blue) treatment. SMARCA4 Cut&Run tracks from MLF2 dTAG mESCs show SWI/SNF occupancy at the *Lef1* locus (green) in DMSO conditions and after MLF2 loss in dTAG-13 treated conditions. The significantly downregulated ATAC peaks in both SMARCA4 and MLF2 dTAG mESCs are labeled in black. **c** Genomic features of ATAC peaks in SMARCA4 and MLF2 dTAG mESCs after 8 h dTAG-13 treatment. **d** Venn diagrams showing the overlapping ATAC peaks at 8 h dTAG-13 treatment for SMARCA4 and MLF2 dTAG mESCs. Statistical significance was calculated using a two-sided Fisher’s exact test. **e** SMARCA4 Cut&Run signal in MLF2 dTAG cells with 8 h treatment of DMSO or dTAG-13, centered at the peak center and ranked according to read intensity. **f** SMARCA4 Cut&Run signal at changed and unchanged ATAC peaks in MLF2-dTAG mESCs after 8 h of dTAG-13 treatment. **g** SMARCA4 Cut&Run data was clustered into 5 clusters with equal numbers of peaks, ranging from high occupancy (1) to low occupancy (5). Graph shows the % of changed ATAC-seq peaks in MLF2-dTAG mESCs in each cluster.

### RBM15 regulates m6A modifications on specific SWI/SNF mRNAs

Several members of the *N*^*6*^-methyladenosine (m^6^A) RNA methylation pathway were enriched in our genetic screen including *Rbm15*, *Virma*, *Ythdf1*, *Ythdf2* and *Ythdf3* (Fig. 5a). m^6^A is a prevalent epigenetic modification placed on mRNAs to regulate the cellular fate of modified transcripts^50,51^. These marks are catalyzed by the m^6^A-writer complex comprised of seven subunits: the methyltransferases METTL3/14 and the regulatory subunits VIRMA, WTAP, HAKAI, ZC3H13 and RBM15/15B (Fig. 5a). After methylation, m^6^A reader proteins like the YTHDF1/2/3 and IGF2BP1/2/3 families regulate the stability and translation efficiency of m^6^A-modified mRNAs^52^. To validate that this pathway is indeed required for SWI/SNF-dependent gene expression, we treated *ZF-DT-Nkx2.9* mESCs with a specific chemical inhibitor of METTL3 (STM2457^53^) and observed a significant increase in cell viability following ABA treatment compared to untreated controls (Fig. 5b). Next, we focused on the role of RBM15 as it was the second highest enriched gene in the screen. RBM15 has three N-terminal RNA Recognition Motifs (RRMs) as well as a Spen orthologue and paralogue C-terminal (SPOC) domain. As the only subunits of the m^6^A-writer complex with RRMs, it is thought that RBM15 and RBM15B may be required to recognize specific sites on mRNAs^54^. We generated clonal *Rbm15* KO mESCs from WT cells using CRISPR/Cas9 and confirmed loss of RBM15 protein by western blot (Fig. 5c). 

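The input mRNAs of the m6A experiment were sequenced from 2 libraries each of non-targeting control (NT), Rbm15 KO and RBM15 ΔRRM1 mESCs, 6 libraries in all. RBM15 is an RNA-binding subunit of the complex that writes m6A. Paired-end reads had been mapped with STAR and counted per gene with featureCounts, and the values are raw fragment counts for 55364 genes, without the mitochondrial chromosome and unplaced scaffolds. The total count per library was 66674475 and 74899346 in NT, 58004664 and 75067676 in KO and 66555960 and 72930482 in ΔRRM1 mESCs. Of this, 21.7 to 28.2% fell on the ribosomal RNA locus CT010467.1. All 6 libraries were fitted together over the 27208 genes with more than 10 counts in total, with the scaling, test and thresholds of the dTAG experiments. With 2 libraries per group, a rank or permutation test cannot reach an adjusted p under 0.05, so every call rests on edgeR's pooled estimate of the spread. The sources used here do not say whether the 2 libraries of a genotype come from separate clones, and an effect of the mutation is not separated from other differences between the cell lines. The methods of the paper state that KO and ΔRRM1 mESCs were grown on feeders of mouse embryonic fibroblasts (MEFs) and used at early passages after these were withdrawn, because both started differentiating when kept long without feeders.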

To determine RBM15 target genes in mESCs, we performed RNA-seq on purified mRNAs from non-targeting control (NT) cells and *Rbm15* knockout (KO) cells (Fig. 5d and Supplementary Data 4). 

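Rbm15 (ENSMUSG00000048109, chromosome 3, 107325421 to 107333673), the gene disrupted by CRISPR/Cas9, was transcribed at 119 ± 6.12 CPM in KO and 103 ± 10.6 CPM in NT mESCs (SD, n = 2; log2 fold change 0.21, standard error 0.0663, adjusted p = 0.0300). The mRNA counts therefore do not show the loss of the protein. In KO mESCs 1242 genes were higher and 1102 lower than in NT mESCs, by edgeR. The naive pluripotency genes Klf4 (log2 fold change -0.69, standard error 0.0597, adjusted p = 2.90e-08) and Tbx3 (-2.41, adjusted p = 4.36e-16) fell, while Pou5f1, which encodes OCT4, had a log2 fold change of -0.11, adjusted p = 0.178. Nanog fell by 0.62 on the log2 scale (adjusted p = 8.69e-08; -0.56 without NT replicate 1 and -0.57 without KO replicate 1, neither past 1.5-fold). In all 6 of 17 genes of naive pluripotency fell and 11 did not pass the test (6 lower when adjusted over the list alone, camera adjusted p = 9.77e-14, or 0.124 with an estimated correlation). Genes of primed and formative pluripotency rose in 8 of 15 cases and fell in 1 (8 higher and 1 lower when adjusted over the list alone, camera adjusted p = 2.06e-22, or 0.0567 with an estimated correlation). Among them Fgf5, a marker of the epiblast, rose from 0.186 ± 0.0161 to 1.85 ± 0.124 CPM (log2 fold change 3.30, standard error 0.366, adjusted p = 8.67e-07) and the DNA methyltransferase gene Dnmt3b by 1.84 on the log2 scale (adjusted p = 5.29e-15). Markers of fibroblasts, the cell type of the feeders, rose in 18 of 29 cases and 11 did not pass (18 higher when adjusted over the list alone, camera adjusted p = 2.51e-25, or 0.0531 with an estimated correlation). Lox, which crosslinks collagen, was at 2.39, adjusted p = 1.02e-10 and Col3a1 at 2.71, adjusted p = 2.96e-08. The collagen genes Col1a1 and Col1a2, named with Col3a1 and Fn1 before the data were examined, went from 4.91 to 14.4 CPM and from 2.08 to 7.24 CPM, and Fn1 was at a log2 fold change of 0.46, adjusted p = 8.92e-07, which is not past 1.5-fold. The largest changes were in imprinted and Y-linked genes. The imprinted noncoding RNA H19 rose from 0.609 ± 0.138 to 80.4 ± 2.72 CPM (log2 fold change 7.04, standard error 0.114, adjusted p = 2.44e-20). Meg3 (-9.68, adjusted p = 2.81e-16), Rian (-8.35, adjusted p = 4.25e-21) and Mirg (-7.58, adjusted p = 5.06e-17), noncoding RNAs of the imprinted Dlk1-Meg3 domain, fell. Ddx3y (-6.41, adjusted p = 2.76e-18), Eif2s3y (-6.08, adjusted p = 1.03e-18) and Uty (-4.66, adjusted p = 4.36e-16) of the Y chromosome fell. In all, 3 of 5 genes of X inactivation and of the Y chromosome are lower (3 lower when adjusted over the list alone, camera adjusted p = 3.61e-77). Of 30 imprinted genes 6 rose and 8 fell (6 higher and 9 lower when adjusted over the list alone, camera adjusted p = 0.000326, or 0.0975 with an estimated correlation). Their median log2 fold change was 0.09 and their mean -0.64, and the test points down. Mid1, which lies next to the pseudoautosomal boundary of the X chromosome (chromosome X, 169685199 to 170005736), and the lysophospholipase gene Enpp2 rose by 4.07 and 3.87 on the log2 scale.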

We detected 833 downregulated and 1064 upregulated genes (padj <0.05 & |FC | > 1.5), suggesting that like m^6^A methylation, RBM15 acts in a dual manner and can either increase or decrease certain mRNA levels. 

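Genes of neural development were among those that rose in KO mESCs. Axon guidance genes rose in 10 of 25 cases and fell in 2 (10 higher and 2 lower when adjusted over the list alone, camera adjusted p = 1.37e-08, or 0.0975 with an estimated correlation). The semaphorin gene Sema6a (2.52, adjusted p = 1.03e-12) and the ephrin gene Efnb2 (2.12, adjusted p = 1.13e-13) were among the higher ones. Neuroectoderm genes rose in 5 of 11 cases and 6 did not pass (5 higher when adjusted over the list alone, camera adjusted p = 3.73e-06, or 0.0975 with an estimated correlation). Nes, which encodes the neural progenitor filament nestin, rose by 1.17 (adjusted p = 3.18e-10) and the transcription factor gene Sox11 by 1.73 (adjusted p = 5.93e-13) on the log2 scale. The neuronal genes Bcl11a (log2 fold change 3.59, standard error 0.174, adjusted p = 4.48e-12) and Map2 (1.38, adjusted p = 1.23e-10) and the N-cadherin gene Cdh2 (1.52, adjusted p = 1.50e-07) rose too. Of 35 genes of the actin cytoskeleton and cell adhesion, 8 rose, the integrin gene Itgb1 among them (0.76, adjusted p = 2.25e-09), and 27 did not pass (8 higher when adjusted over the list alone, camera adjusted p = 8.41e-07, or 0.248 with an estimated correlation). Trophectoderm genes, which mark the placental lineage, fell in 7 of 12 cases and rose in 1 (1 higher and 7 lower when adjusted over the list alone, camera adjusted p = 4.91e-06, or 0.0975 with an estimated correlation). The keratin gene Krt7 was at -1.5, adjusted p = 0.000113. Primitive endoderm genes rose in 5 of 12 cases and fell in 1 (6 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.00256, or 0.155 with an estimated correlation). Wnt targets went both ways, 5 higher and 3 lower of 12 (5 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.00248, or 0.157 with an estimated correlation), with Lef1 at 3.05, adjusted p = 1.51e-10. Skeletal and cardiac muscle genes fell in 2 of 11 cases, with the actin gene Acta1 at -2.24, adjusted p = 3.29e-05 (2 lower when adjusted over the list alone, camera adjusted p = 0.0269, or 0.248 with an estimated correlation). Targets of the integrated stress response fell in 4 of 34 cases and 30 did not pass (4 lower when adjusted over the list alone, camera adjusted p = 0.000396, or 0.424 with an estimated correlation). Genes of the m6A pathway rose in 1 of 18 cases, that of the reader Igf2bp2 (0.71, adjusted p = 1.48e-08), and 17 did not pass (1 higher when adjusted over the list alone, camera adjusted p = 0.000135, or 0.0975 with an estimated correlation). From the genes that rise and fall in the absence of RBM15, the paper proposes that RBM15 can act on mRNA levels in either direction.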

GO-term analysis revealed that RBM15 target genes were enriched for developmental processes and neural differentiation pathways (Supplementary Fig. 5e), in line with previous reports from KO studies of other m^6^A writer components in mESCs^55,56^. 

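In m6A-RIP-seq an antibody against m6A pulls methylated fragments out of fragmented mRNA. From NT, Rbm15 KO and RBM15 ΔRRM1 mESCs, 2 RIP libraries each were sequenced. The authors called peaks with MACS2 against the input mRNA (q of 0.05, score above 200), merged peaks within 100 bp into 25460 and counted the fragments of each library in them. The values are raw counts of the RIP libraries, not divided by the input. The total count in peaks per library was 55472114 and 59978762 in NT, 44270263 and 49494887 in KO and 52937867 and 68099135 in ΔRRM1 mESCs. Peaks with more than 50 counts over the 6 libraries were tested, 24408 in all, in a single fit of all libraries and with TMM factors taken over the peaks. This scaling sets the typical peak to no change and cannot show a loss of m6A shared by all peaks. A peak's change therefore holds that of its mRNA as well, and for the 23072 peaks in genes tested in the input the change beyond that of the mRNA was also tested, as an interaction of assay and genotype in edgeR. RIP libraries with the same number deviated together (6 pairs, mean r = 0.307 across peaks, range 0.198 to 0.412). With 2 libraries per genotype their deviations mirror each other. Both pairs of any 2 genotypes therefore give the same r, and the 6 pairs are not independent. A fit with a term for the library number was run as an alternative.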

To directly measure the impact of RBM15 loss on m^6^A distribution we performed m^6^A RNA immunoprecipitation sequencing (m^6^A-RIP-seq^55,57^) on purified mRNAs (Fig. 5e and Supplementary Data 4). 

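Of the 25460 merged peaks, 23673 lie in an annotated gene and 1787 do not. Each of the 24408 tested peaks was assigned to a single region, 37.1% to a 3' UTR, 48.2% to another exon, 2.71% to a 5' UTR, 6.25% to an intron and 5.76% to no gene. A peak that spans several regions is counted once, so these are not shares of overlap. For Klf4, a pluripotency factor, the largest peak covers the 3' UTR (chromosome 4, 55527286 to 55528344; 322 ± 20.1 CPM in NT mESCs, SD, n = 2). Smarcc1, a core subunit of SWI/SNF, carries 13 tested peaks and Smarca4 carries 11. The regions of peaks that changed in KO mESCs differed by direction. Of the peaks that were higher, 56.4% lie in exons other than UTRs, against 36.7% of those that were lower (odds ratio 2.23, 2-sided Fisher's exact test, adjusted p = 9.78e-44), while 29.9% and 38.7% lie in 3' UTRs (odds ratio 0.678, adjusted p = 1.76e-10). Intergenic peaks made up 4.17% of the higher and 13.9% of the lower peaks (odds ratio 0.269, adjusted p = 5.16e-33). For ΔRRM1 mESCs the 3' UTR went the other way, with 33.2% of the higher and 18.9% of the lower peaks (odds ratio 2.13, adjusted p = 2.64e-05), other exons held 35.2% and 34.7% (odds ratio 1.02, adjusted p = 0.938) and intergenic peaks made up 13.8% and 32.1% (odds ratio 0.340, adjusted p = 3.29e-08). These are 5 tests per mutant, adjusted together, and peaks of 1 transcript are not independent.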

As expected, we detected a strong enrichment of m^6^A modifications in the 3’UTR and exons at the 3’ end of transcripts (Fig. 5f). 

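In KO mESCs 2088 peaks were higher and 3059 lower than in NT mESCs by edgeR. All 3 tested peaks of Klf4 lost signal, from 242 ± 21.0 to 100.1 ± 0.765 CPM in its exon (chromosome 4, 55529678 to 55531001; SD, n = 2; log2 fold change -1.28, standard error 0.127, adjusted p = 6.65e-06), by 0.89 on the log2 scale in its 3' UTR, and an intronic peak decreased by 1.57. A peak of the pluripotency gene Nanog fell from 201 ± 14.6 to 107 ± 5.55 CPM (log2 fold change -0.91, standard error 0.122, adjusted p = 8.81e-05). Hdac1, a histone deacetylase gene, gained signal at 3 of 4 peaks, most of all at chromosome 4, 129517333 to 129517500 (log2 fold change 0.90, adjusted p = 0.000666). The peak in the 3' UTR of Ezh2, the methyltransferase gene of Polycomb, rose by 0.59 (adjusted p = 0.00512; 0.58 and just under 1.5-fold with the library number as a term), and 1 of 17 peaks of the maintenance methyltransferase gene Dnmt1 by 0.60 (adjusted p = 0.0107). Ash2l, a subunit of H3K4 methyltransferases, gained signal in its 5' UTR (log2 fold change 0.97, standard error 0.154, adjusted p = 0.000324) and lost it in an intron (log2 fold change -0.68, adjusted p = 0.0204). The largest changes were at noncoding RNAs whose level in the input changed too: a peak of H19 rose by 7.42 (standard error 0.190), and peaks of Mirg had 0 counts in both KO libraries. With total-count scaling 1552 peaks were higher and 3595 lower. Without replicate 1 of the KO libraries the Hdac1 peak at 129516574 (0.53), the Ezh2 peak (0.42), the Dnmt1 peak (0.49) and the intronic Ash2l peak (-0.47) were not called, and without replicate 1 of the NT libraries neither were the Ezh2 (0.54) and Dnmt1 peaks (0.37).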

We found that RBM15 loss caused dynamic changes in m^6^A modifications across thousands of mRNAs, with 1’943 peaks showing decreased m^6^A levels and 2’827 peaks showing increased m^6^A levels (padj <0.05 & |FC | > 1.5). These data suggest that in the absence of the RBM15 subunit, the m^6^A-writer complex can still methylate mRNAs but target selection is misregulated as certain sites gain m^6^A modifications whereas others lose them. 

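To separate methylation from mRNA level, each peak was compared with the input level of its gene. Of the 23072 peaks tested in this way, 742 were higher and 1973 lower in KO mESCs beyond the change of the mRNA (2715 in all, 4556 without replicate 1 of the NT RIP libraries and 1676 without replicate 2 of the KO input libraries). The Ash2l peak in the 5' UTR rose by 1.57 beyond its mRNA (standard error 0.155, adjusted p = 5.09e-05), as Ash2l mRNA itself fell by 0.60 (adjusted p = 1.73e-08; -0.58 and not past 1.5-fold without NT replicate 1). The Klf4 exon peak fell by 0.59 beyond its mRNA (adjusted p = 0.00921), and its peak in the 3' UTR was at -0.20 (adjusted p = 0.267). The Ezh2 peak was at 0.60 (adjusted p = 0.0187), with the mRNA at -0.01, adjusted p = 0.933. For H19 and Mid1 the change beyond the mRNA was 0.39 and 0.13 (adjusted p = 0.247 and 0.827). Of 4624 changed peaks in these genes, 2210 (47.8%) had an adjusted p under 0.05 in the same direction beyond the mRNA, 40.1% of the higher and 53.6% of the lower ones. Changes of a peak and of its mRNA correlated with r = 0.596 over all 23072 peaks, which are not independent of each other. From sites that gain and sites that lose m6A, the paper proposes that without RBM15 the writer complex still methylates mRNAs but selects other targets.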

To further test the hypothesis that accuracy of the writer complex is controlled by RBM15, we disrupted one of the three RNA recognition motif (RRM) domains in RBM15 by CRISPR/Cas9 in mESCs. Western blot analysis confirmed similar expression of RBM15 ΔRRM1 mutant protein compared to that in NT control cells (Fig. 5c and Supplementary Fig. 5f). To determine RRM1-dependent target genes in mESCs, we performed RNA-seq and m^6^A-RIP-seq in RBM15 ΔRRM1 mESCs (Supplementary Fig. 5a–d). 

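RBM15 ΔRRM1 mESCs carry a disruption of the first RNA recognition motif and keep the rest of the protein. The 2 mRNA and 2 RIP libraries of these cells were part of the fits of the KO experiment and were compared with the 2 NT libraries that the KO was compared with. Rbm15 mRNA was at 109.9 ± 0.0582 CPM against 103 ± 10.6 CPM in NT mESCs (SD, n = 2; log2 fold change 0.11, standard error 0.0662, adjusted p = 0.387). In the 3' UTR of Rbm15 an m6A peak (chromosome 3, 107325896 to 107326342) rose from 20.9 ± 2.81 to 49.0 ± 7.59 CPM (log2 fold change 1.25, standard error 0.145, adjusted p = 0.000219), by 1.13 beyond the mRNA (adjusted p = 0.0162). In KO mESCs its log2 fold change was -0.09, adjusted p = 0.668.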

We detected 265 downregulated and 253 upregulated genes (padj <0.05 & |FC | > 1.5), as well as 232 peaks showing decreased m^6^A levels and 423 peaks showing increased m^6^A levels (padj <0.05 & |FC | > 1.5). 

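In ΔRRM1 mESCs 411 genes were higher and 344 lower, and 304 m6A peaks were higher and 455 lower, by edgeR. H19 rose by 6.17 and Mid1 by 3.73 on the log2 scale (standard errors 0.115 and 0.135), and Ddx3y fell by 3.20 (standard error 0.101). Matrix genes of fibroblasts rose: Lox from 1.36 ± 0.0403 to 15.6 ± 0.166 CPM (SD, n = 2; log2 fold change 3.54, standard error 0.139, adjusted p = 5.76e-13), Bgn (3.31, adjusted p = 4.45e-12) and the collagen genes Col1a2 (2.94, adjusted p = 7.56e-12) and Col1a1 (2.07, adjusted p = 3.94e-11). Of 29 fibroblast markers 15 rose and 1 fell (17 higher and 1 lower when adjusted over the list alone, camera adjusted p = 2.36e-58). Genes of primed and formative pluripotency rose in 5 of 14 cases (5 higher when adjusted over the list alone, camera adjusted p = 2.22e-10, or 0.129 with an estimated correlation), with Dnmt3b at 0.96, adjusted p = 1.06e-09. Of 17 naive pluripotency genes 1, Tbx3, fell (-1.05, adjusted p = 1.06e-09; 1 lower when adjusted over the list alone, camera adjusted p = 0.000443, or 0.431 with an estimated correlation), with Klf4 at 0.02, adjusted p = 0.919. Trophectoderm genes fell in 5 of 12 cases (7 lower when adjusted over the list alone, camera adjusted p = 1.04e-13, or 0.0524 with an estimated correlation), including the keratin genes Krt7 (-2.11, adjusted p = 1.33e-05) and Krt8 (-1.30, adjusted p = 9.95e-08). Lef1 (1.51, adjusted p = 2.63e-05), Efnb2 (1.01, adjusted p = 7.69e-08) and Sox11 (0.85, adjusted p = 1.43e-07) rose, and the homeobox gene Rhox5 (-2.22, adjusted p = 1.06e-09) and the helicase gene D1Pas1 (-1.75, adjusted p = 1.77e-11) fell. Of 30 imprinted genes 4 rose and 3 fell (5 higher and 3 lower when adjusted over the list alone, camera adjusted p = 5.74e-08, or 0.0650 with an estimated correlation). With total-count scaling 603 genes were higher and 315 lower. Single libraries weigh on these counts: without replicate 2 of the ΔRRM1 input, 497 genes were called, and of the m6A peaks 1280 and 1423 were called without NT replicate 1 and replicate 2 and 211 and 252 without ΔRRM1 replicate 1 and replicate 2.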

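Genes and peaks called in both mutants changed alike. Across the 641 genes called in both, log2 fold changes in KO and ΔRRM1 mESCs correlated with r = 0.908 and Spearman's rho = 0.938, and across the 703 m6A peaks called in both with r = 0.905 and rho = 0.907. H19 and Mid1 lie at the upper end for the mRNAs, and Ddx3y, Krt7 and Tbx3 are lower in both. Over all 27208 genes r was 0.575, and over all 24408 peaks 0.763. Genes and peaks are not independent replicates, and both mutants were compared with the NT libraries that they share, which by itself gives a correlation. In 10 data sets simulated with no difference between the genotypes, the shared NT libraries alone gave r of 0.475 to 0.507 over all genes and 0.488 to 0.501 over all peaks. The covariance of the log2 fold changes was 0.671 for genes and 0.202 for peaks, against at most 0.272 and 0.0215 in the simulation. The 2 NT libraries differed from each other more than those of either mutant. Their chi-squared per degree of freedom was 46.6 for mRNA, against 15.9 in KO and 9.24 in ΔRRM1 mESCs. For m6A it was 45.7, against 16.1 and 22.7. With a spread common to all groups the simulated values would be too low, so they are no upper limit for the part of the shared controls. Part of the correlation may therefore come from the shared controls, and 2 NT libraries cannot be divided between the mutants to remove it.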

We observed a significant correlation in the mRNAs and m^6^A peaks that were altered in RBM15 ΔRRM1 and RBM15 KO cells (Fig. 5g, h). Strikingly, although fewer mRNAs were impacted, there was a remarkable overlap in both the mRNAs (87%) and m^6^A peaks (93%) which were misregulated in ΔRRM1 mutant and full KO cells (Fig. 5i). These results suggest that the RRM1 domain of RBM15 contributes to the targeting of m^6^A-writer complexes to a specific subset of mRNAs in mESCs. 

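Of 755 genes called in ΔRRM1 mESCs, 357 of the 411 higher and 283 of the 344 lower genes were called in the same direction in KO mESCs (84.8%), where 18.8 and 13.9 would be shared by chance, and 1 in the opposite direction. Among them are H19, Mid1, Lef1, Efnb2, Sox11 and Dnmt3b, which were higher, and Ddx3y, Tbx3 and Krt7, which were lower. Klf4, a pluripotency gene, was called lower in KO and not in ΔRRM1 mESCs, a difference that was not itself tested. Of the m6A peaks, 257 of 304 higher and 443 of 455 lower peaks were shared (92.2%), where 26.0 and 57.0 would be by chance, and 3 went in opposite directions. The shared NT libraries raise these numbers too. In the simulated data at most 2 genes and 3 peaks were called in a mutant and at most 1 in both. These data hold no changed gene or peak, so they cannot show how much the shared libraries add here. Relative to the mRNA, 34 peaks were called in ΔRRM1 mESCs (10 higher, 24 lower), and 27 of 563 changed peaks (4.80%) had an adjusted p under 0.05 in the same direction. From the overlap of both mutants and the smaller number of changes in ΔRRM1 mESCs, the paper proposes that RRM1 helps to target the writer complex to a subset of mRNAs.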

A previous study has shown that *RBM15* knockdown in HEK293 human cancer cell lines increases protein levels of the SWI/SNF subunit SMARCC1^58^. Therefore, we sought to determine whether RBM15 targets SWI/SNF subunit mRNAs to regulate SWI/SNF complex activity in mESCs. Indeed, we found that while many SWI/SNF subunit genes have m^6^A modifications, only a specific set of these SWI/SNF mRNAs showed changes in m^6^A distribution in RBM15 KO cells (Fig. 5j). For example, the SWI/SNF subunits *Smarcc1*, *Arid1a/b* and *Smarce1* displayed significantly increased levels of m^6^A methylation at specific exons. 

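Of the 29 genes listed as SWI/SNF subunits, 20 have an m6A peak that could be tested, and 9 of these have a peak that changed in KO mESCs, 7 a higher and 2 a lower one. Higher peaks lie in the core subunit genes Smarcc1 (7 of 13 peaks), Smarcc2 (1 of 4) and Smarce1 (4 of 6) and in Pbrm1 (3 of 6) of the PBAF complex. Others lie in Arid1a (1 of 12) and Arid1b (1 of 5) of the BAF complexes, and in Bcl7c (1 of 3). Lower peaks lie in Bcl7a (1 of 3) and Bcl7b (1 of 1), which encode partners of the ATPase. The Smarcc2 peak (chromosome 10, 128469647 to 128469787) rose from 4.16 ± 0.462 to 9.09 ± 0.749 CPM (SD, n = 2; log2 fold change 1.13, standard error 0.174, adjusted p = 0.000261), and the largest change in Pbrm1 was 0.77, adjusted p = 0.00361. The Bcl7c peak was at 0.65, adjusted p = 0.0131 and the Bcl7a peak at -0.63, adjusted p = 0.00588. Genes with a changed peak made up 45% of the subunit genes and 30.8% of 9654 other genes (2-sided Fisher's exact test, p = 0.223), and genes with a higher peak 35% and 11.9% (p = 0.00654 by that test), without regard to the number of peaks per gene. Without replicate 1 of the KO libraries, 4 of the 20 genes have a changed peak, all higher, and genes with a higher peak make up 20% and 7.98% (2-sided Fisher's exact test, p = 0.0705). Relative to the mRNA they make up 10% and 5.66% (2-sided Fisher's exact test, p = 0.315). Of the calls named here, those of the Pbrm1 peaks were lost without KO replicate 1 (0.48 to 0.56) and at 31050007 and 31074743 also without NT replicate 2 (0.42 and 0.58), that of Bcl7c without KO replicate 1 (0.42) or NT replicate 1 (0.57) and that of Bcl7a without KO replicate 1 (-0.60) or NT replicate 2 (-0.48). In ΔRRM1 mESCs 0 of the 20 genes have a peak called by edgeR and 0 by DESeq2, with 10 peaks in 6 genes at an unadjusted p under 0.05. With the library number as a term, 1 of the 20 has a higher peak, and 1 has a lower peak without NT replicate 1 and 1 a higher peak without NT replicate 2.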

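Smarcc1, which encodes a scaffold subunit of all SWI/SNF complexes, gained m6A signal most at an exon on chromosome 9, 110204200 to 110204355, from 65.3 ± 2.99 to 127 ± 7.97 CPM (SD, n = 2; log2 fold change 0.96, standard error 0.137, adjusted p = 0.000147). Its 7 higher peaks, all in exons outside the UTRs, had log2 fold changes of 0.73 to 0.96. Smarce1, another core subunit, gained most at an exon on chromosome 11, 99219571 to 99219732, from 16.0 ± 1.42 to 27.2 ± 0.863 CPM (log2 fold change 0.77, standard error 0.134, adjusted p = 0.000628), and its 4 higher peaks ranged from 0.63 to 0.77. The Arid1a peak lies in an exon on chromosome 4, 133692766 to 133692889 and rose from 19.1 ± 3.01 to 30.8 ± 3.87 CPM (log2 fold change 0.69, standard error 0.148, adjusted p = 0.00272). The Arid1b peak lies in the 3' UTR on chromosome 17, 5344245 to 5344535 and rose from 3.49 ± 0.516 to 7.64 ± 1.25 CPM (log2 fold change 1.13, standard error 0.254, adjusted p = 0.00370). Beyond the change of the mRNA, the log2 fold changes of these 4 peaks were 0.72 (adjusted p = 0.00832), 0.50 (adjusted p = 0.0158), 0.36 (adjusted p = 0.128) and 0.67 (adjusted p = 0.101), in the order given. The Arid1a call was lost without NT replicate 2 (0.55) or KO replicate 1 (0.55), and without NT replicate 1 the Smarcc1 peaks that start at 110167602, 110170899, 110173836 and 110174998 (0.53 to 0.58) and the Smarce1 peak at 99213073 (0.57) were under 1.5-fold.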

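Bcl7b, whose protein binds the ATPase of the complex, has 1 tested peak, in its 3' UTR on chromosome 5, 135181190 to 135181844, with 12.3 ± 0.443 CPM in KO and 18.4 ± 1.51 CPM in NT mESCs (SD, n = 2; log2 fold change -0.59, standard error 0.143, adjusted p = 0.00592). The change lies just past 1.5-fold, with a log2 fold change of -0.58 and no call when the library number is a term, and -0.49 without NT replicate 2 and -0.56 without KO replicate 1, which also end the call. Bcl7b mRNA was at -0.36, adjusted p = 0.0243, and beyond the mRNA the peak was at -0.23 (adjusted p = 0.319). The 11 peaks of Smarca4, the ATPase gene, had log2 fold changes of 0.13 to 0.47, 0 of them called by edgeR and 0 by DESeq2, with 6 at an unadjusted p under 0.05. The 6 peaks of Arid2, a subunit of PBAF, were at -0.26 to 0.30, with 0 called by edgeR, 0 by DESeq2 and 0 at an unadjusted p under 0.05.

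**Figure D2:**
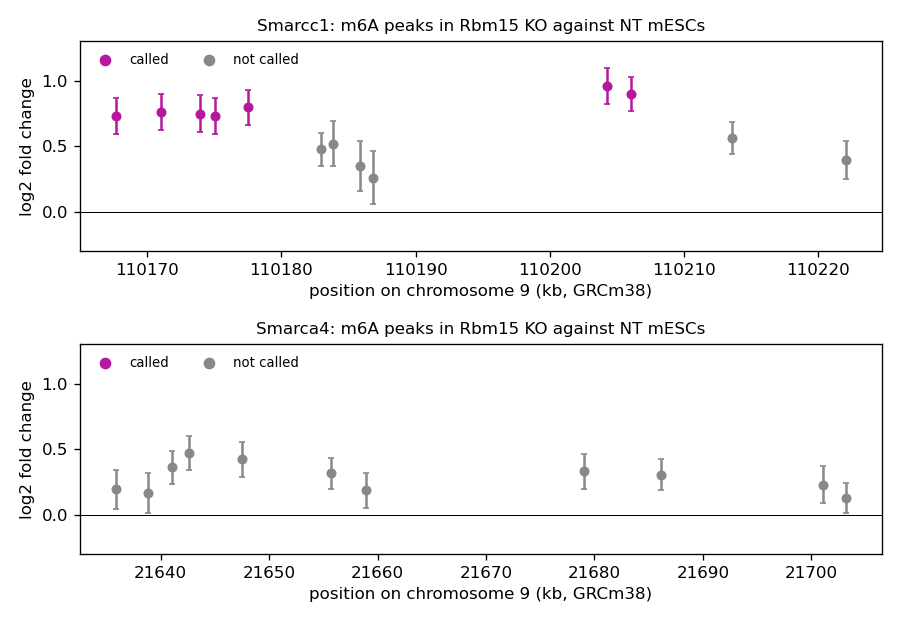
Each point is the log2 fold change of 1 m6A peak in Rbm15 KO against NT mESCs (y axis) at its position on chromosome 9 (x axis, kb), with its standard error as a bar, for Smarcc1 above and Smarca4 below, and purple points are called. The called Smarcc1 peaks lie at 0.73 to 0.96 and the Smarca4 peaks at 0.13 to 0.47.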

Whereas the *Bcl7b* subunit had reduced levels of m^6^A methylation within its 3’ UTR and *Smarca4* had no changes in m^6^A distribution. (Fig. 5k, l). These data suggest that RBM15 regulates SWI/SNF activity via regulation of m^6^A deposition on mRNAs of specific SWI/SNF subunits.

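The mRNAs of the subunits with changed m6A changed less than 1.5-fold in KO mESCs. Smarcc1 mRNA was at 507 ± 29.4 CPM in KO and 429 ± 19.3 CPM in NT mESCs (SD, n = 2; log2 fold change 0.24, standard error 0.0550, adjusted p = 0.00295). Smarce1 had a log2 fold change of 0.27, adjusted p = 0.00255, Arid1a of 0.33, adjusted p = 0.000180, Arid1b of 0.46, adjusted p = 2.07e-05 and Smarca4 of 0.08, adjusted p = 0.403. Of 27 measured SWI/SNF subunit genes 1, Smarcd3, fell (-0.94, adjusted p = 0.00216; 1 lower when adjusted over the list alone, camera adjusted p = 0.0503; -0.68 and no call without KO replicate 1). In ΔRRM1 mESCs 0 of 27 were called by edgeR and 0 by DESeq2, and at an unadjusted p under 0.05 6 were higher and 2 lower (0 when adjusted over the list alone; camera, adjusted p = 0.189). Relative to the mRNA, 6 of the 20 genes with a tested peak had a changed peak, 2 a higher and 4 a lower one. From the changed peaks on the mRNAs of some subunits, the paper proposes that RBM15 regulates SWI/SNF through m6A on these mRNAs.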

**Fig. 5:**
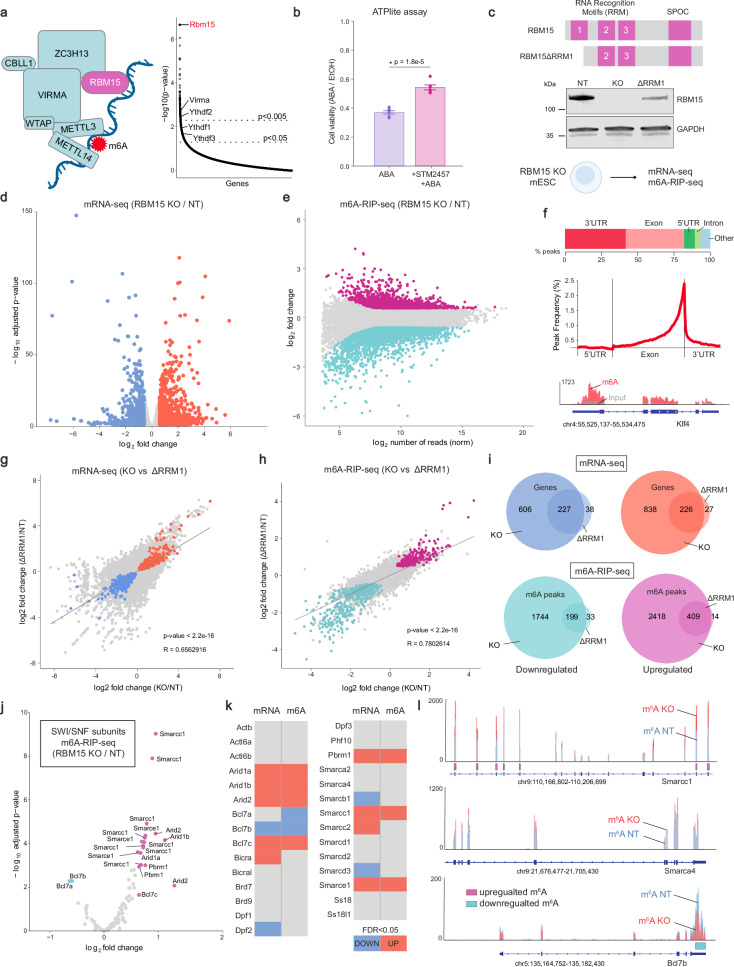
RBM15 controls m^6^A methylation on specific SWI/SNF mRNAs. **a** Schematic of the m^6^A RNA methylation complex. Plot displays ranked *p*-values (permutation test using MAGeCK software, see Methods) of enriched genes in KO screen. Labeled genes are members of m^6^A RNA methylation pathway enriched in the screen. Created in BioRender https://BioRender.com/255etvx. **b** Plot shows fold change of ATPlite cell viability assay results following 48 h ABA treatment in ZF-DT-Nkx2-9 mESCs cultured with STM2457 m^6^A inhibitor (1 µM) or DMSO over EtOH treated controls for 96 hours, presented as mean ± SEM. Statistical significance calculated using two-sided *t*-test, replicates *n* = 6. **c** Schematic of RBM15 protein domains and western blot analysis of RBM15 levels in NT, KO and ΔRRM1 mESCs. GAPDH as loading control (*n* = 1). Created in BioRender https://BioRender.com/887opbj. **d** Volcano plot showing differentially expressed genes (DEGs) between NT and KO mESCs (*n* = 2, padj <0.05 and |FC | > 1.5). The downregulated genes are in blue and the upregulated genes are in red. Adjusted *p*-values were calculated using the Benjamini-Hochberg correction using DESeq2 software, see Methods. **e** MA plot showing differentially m^6^A modified mRNA sites between NT and KO mESCs (*n* = 2, padj <0.05 and |FC | > 1.5). The downregulated peaks are in cyan and the upregulated peaks are in magenta. Adjusted *p*-values were calculated using the Benjamini-Hochberg correction using DESeq2 software, see Methods. **f** Bar plot shows m^6^A peaks detected in control mESCs within indicated genomic regions. Peak frequency graph shows the distribution of m^6^A peaks across transcripts, with a strong enrichment at the 3’ end. Genome browser tracks showing m^6^A distribution at the *Klf4* locus in mESCs. Red bars correspond to m^6^A-RIP-seq tracks. Gray bars correspond to input tracks. **g** Correlation plot showing the log2 fold change of gene expression in RBM15 KO compared to ΔRRM1 mESCs. The linear regression line was fitted using Pearson correlation and *p*-value calculated using a two-sided *t*-test. All significantly (padj < 0.05) changed genes that overlap in both datasets are colored in blue (downregulated) and red (upregulated). **h** Correlation plot showing the log2 fold change of m^6^A peaks in RBM15 KO compared to ΔRRM1 mESCs. The linear regression line was fitted using Pearson correlation and *p*-value calculated using a two-sided *t*-test. All significantly (padj <0.05) changed peaks that overlap in both datasets are colored in cyan (downregulated) and magenta (upregulated). **i** Venn diagrams displaying the overlap between RBM15 KO and ΔRRM1 differentially regulated genes (mRNA-seq) and m^6^A peaks (m^6^A-RIP-seq). Statistical significance calculated using a two-sided Fisher’s exact test. **j** Volcano plot showing differentially m^6^A modified mRNA sites in SWI/SNF genes between NT and *Rbm15* KO mESCs (*n* = 2, padj <0.05 and |FC | > 1.5). The downregulated peaks are in cyan and the upregulated peaks are in magenta. Adjusted *p*-values were calculated using the Benjamini-Hochberg correction using DESeq2 software, see Methods. **k** Table summarizes changes in mRNA levels and m^6^A deposition for all SWI/SNF genes when comparing RBM15 KO to NT mESCs. **l** Genome browser tracks showing m^6^A distribution at selected SWI/SNF subunit mRNAs in RBM15 KO and NT mESCs. Significantly increased m^6^A peaks in RBM15 KO cells are highlighted by magenta boxes and decreased peaks by cyan boxes. Source data are provided as a Source Data file.

### RBM15 regulates SWI/SNF complex subunit stoichiometry

Upon mRNA export to the cytoplasm, m^6^A modifications are bound by reader proteins (ex: YTHDF1/2/3) that regulate mRNA stability and translation rates (Fig. 6a). We hypothesized that misregulation of m^6^A levels on SWI/SNF mRNAs in RBM15 KO mESCs may therefore alter subunit protein levels, leading to impaired SWI/SNF complex activity. As with many multi-subunit complexes, SWI/SNF complex assembly requires the correct stoichiometry of subunits to form fully functional chromatin remodelers^9–11^. If certain subunits are more or less abundant, incomplete complexes are assembled, which can impair chromatin remodeling activity. To test this hypothesis, we performed western blot analysis of six SWI/SNF subunits in NT and RBM15 KO mESCs (Fig. 6b, c and Supplementary Fig. 6c). We found that certain subunits that had increased m^6^A mRNA levels also had increased protein levels (ex: SMARCC1, ARID1A), whereas other subunits showed no changes (ex: SMARCA4, SMARCD1). To determine the impact of altered subunit levels on SWI/SNF complex assembly, we performed MS1 based label-free quantitative immunoprecipitation mass-spectrometry (IP-MS) measurements of SWI/SNF complexes using V5-Trap nanobodies in NT and KO mESCs (Fig. 6d, Supplementary Fig. 6a and Supplementary Data 5). Using this sensitive proteomics method, we detected all subunits present in SWI/SNF complexes in mESCs. We found that SWI/SNF complexes purified from RBM15 KO mESCs were strongly enriched in core complex subunits relative to the catalytic ATPase/ARP subunits (Fig. 6e). Indeed, we measured a 2 to 4-fold increase in core subunits (ex: SMARCC1, SMARCE1 and SMARCB1) compared to the ATPase/ARP subunits (ex: SMARCA4, BCL7B, ACTINB). Previous studies have shown that SWI/SNF complexes assemble in a step-wise process^59^. First, a module containing SMARCC1/2 dimers, SMARCD1/2/3, SMARCE1 and SMARCB1 is formed. Next, the ARID1A/B and DPF1/2/3 module is added to form the core of the SWI/SNF complex. Finally, the catalytic ATPase subunit SMARCA2/4 and ARP subunits ACTL6A/B, ACTINB and BCL7A/B/C are added to assemble a fully functional SWI/SNF chromatin remodeling complex (Fig. 6f). Based on the modular organization of SWI/SNF complexes, our IP-MS data suggest that in RBM15 KO mESCs many SWI/SNF complexes fail to fully assemble, and they lack the ATPase/ARP module which is required for chromatin remodeling activity (Fig. 6f). To confirm that the regulation of SWI/SNF subunit abundance by the m^6^A-writer complex is dependent on RBM15 and not RBM15B, which is also expressed in mESCs (Supplementary Fig. 6b), we generated RBM15B KO *ZF-DT-Nkx2.9* mESCs (Supplementary Fig. 6d). 

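Rbm15b (ENSMUSG00000074102, chromosome 9, 106880918 to 106887428), a paralog of Rbm15 with the same kinds of RNA-binding domains, was transcribed in all 3 genotypes, at 68.4 ± 1.09 CPM in NT, 75.4 ± 3.81 CPM in Rbm15 KO and 69.5 ± 1.26 CPM in ΔRRM1 mESCs (SD, n = 2 each). Its log2 fold change was 0.14 in KO (standard error 0.0621, adjusted p = 0.128) and 0.04 in ΔRRM1 mESCs (standard error 0.0621, adjusted p = 0.833). No sequencing data of RBM15B KO cells are among the data used here.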

In the SWI/SNF recruitment assay, we found that RBM15B KO did not rescue the DT-induced cell death after 48 h of ABA treatment (Supplementary Fig. 6e). Western blot analysis also revealed no changes in SWI/SNF subunit abundance in RBM15B KO cells compared to NT controls (Supplementary Fig. 6f). These data support the results of the genetic screen (Fig. 1e) which did not identify RBM15B as a regulator of SWI/SNF activity. Finally, there are over 400 genes that encode for chromatin regulators (CRs) in mammals, many of which assemble into multi-subunit complexes similar to the SWI/SNF complex. We therefore hypothesized that m^6^A methylation may regulate the subunit stoichiometry of other CR complexes. To test this hypothesis, we evaluated changes in m^6^A levels of 326 CR genes^60^ in RBM15 KO mESCs. 

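The lists of chromatin regulators (CR) used here were fixed before the data were examined and are not the list of the paper. Of 275 CR genes with a tested m6A peak, 115 had a changed peak in Rbm15 KO mESCs, 79 a higher, 43 a lower and 7 both kinds (87 without replicate 1 of the KO libraries, the lowest count, to 138 without replicate 1 of the NT libraries). That is 41.8% of the CR genes and 30.5% of 9399 other genes (2-sided Fisher's exact test, p = 8.78e-05), and higher peaks occur in 28.7% and 11.5% (p = 3.72e-14 by that test), without regard to the number of peaks per gene. ISWI remodeler genes had a changed peak in 6 of 11 cases, CHD and NuRD genes in 7 of 17, and genes of INO80, SRCAP and TIP60 complexes in 5 of 23. Histone methyltransferase genes had one in 17 of 39 cases, demethylase genes in 9 of 20, acetyltransferase genes in 9 of 24, and deacetylase and corepressor genes in 9 of 23. Polycomb genes had one in 12 of 28 cases, DNA methylation genes in 7 of 16, readers, HP1 and bromodomain genes in 12 of 23, and other remodelers and histone chaperones in 13 of 32. Higher peaks were found in 5 ISWI genes and lower peaks in 1, and for other remodelers and histone chaperones the numbers were 12 and 2, while for demethylases they were 4 and 5. The differences between families were not tested. Relative to the mRNA, 81 CR genes had a changed peak, 36 a higher and 52 a lower one. At the mRNA level 12 of 308 measured CR genes rose and 5 fell in KO mESCs (13 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.00509, or 0.547 with an estimated correlation). In ΔRRM1 mESCs 10 of the 275 genes had a changed m6A peak, 8 a higher and 2 a lower one. This number rose without either NT library and fell without either ΔRRM1 library, so single libraries weigh on it.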

We found that 91/326 CR genes displayed dynamic changes in m^6^A distribution on their mRNAs (Fig. 6g). In particular, subunits of the ISWI, SWI/SNF and CHD chromatin remodeling complexes were differentially methylated, as well as many members of the histone demethylase and histone methyltransferase families. To link the changes in m^6^A levels to changes in protein levels we performed western blot analysis for several chromatin regulators with increased m^6^A methylation in RBM15 KO mESCs. Indeed, we found that DNMT1 and ASH2L protein levels were increased in RBM15 KO cells compared to NT controls, whereas EZH2 and HDAC1 levels were unchanged (Supplementary Fig. 6g). This analysis suggests that m^6^A RNA methylation may be a general mechanism employed by cells to control subunit dosage and stoichiometry of mammalian chromatin regulator complexes.

**Fig. 6:**
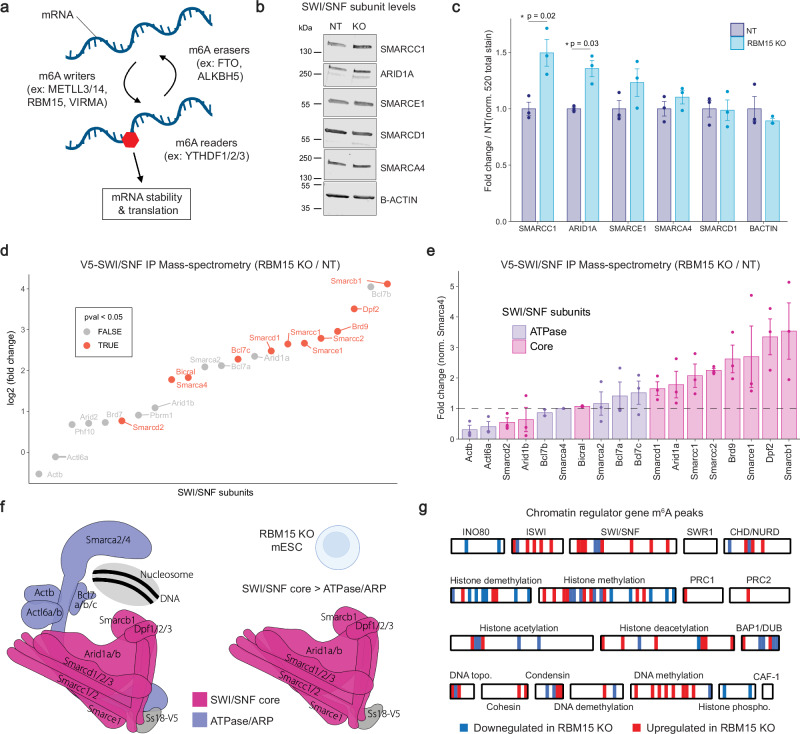
RBM15 regulates SWI/SNF complex assembly in mESCs. **a** Schematic of the m^6^A RNA methylation pathway that regulates mRNA stability and translation. Created in BioRender https://BioRender.com/houenb9. **b** Western blot analysis of SWI/SNF subunits in RBM15 KO and NT mESCs. (*n* = 3). Note: B-ACTIN is a subunit of the SWI/SNF complex. **c** Graph shows quantification of replicates normalized to total protein stain, depicted as mean ± SEM (*n* = 3). Significance calculated using two-sided *t*-test. **d** Graph shows relative abundance of SWI/SNF subunits in complexes immunoprecipitated from RBM15 KO and NT mESCs. SWI/SNF complexes were isolated via V5-tagged SS18 subunits and peptide abundance was determined by MS1 based label-free quantitative immunoprecipitation mass-spectrometry (*p*-val <0.05, *n* = 3). *P*-values were calculated using ANOVA test. **e** Graph shows enrichment of SWI/SNF subunits relative to the ATPase subunit SMARCA4 following V5-SWI/SNF IP-MS. Fold change calculated over SMARCA4 depicted as mean ± SEM (*n* = 3). **f** Schematic of SWI/SNF complexes isolated from RBM15 KO mESCs, core subunits of the complex are enriched relative to the ATPase/ARP subunits leading to impaired SWI/SNF activity. Created in BioRender https://BioRender.com/887opbj. **g** Heatmap shows dynamic changes in m^6^A levels on 96/379 chromatin regulator genes profiled in m^6^A-RIP-seq analysis of RBM15 KO mESCs. Source data are provided as a Source Data file.

## Discussion

Forward genetic screens in model organisms have played an instrumental role in the discovery and characterization of SWI/SNF chromatin remodelers^21–24^. However, mammalian SWI/SNF complexes have unique properties, such as an increase in subunit diversity that allows for cell-type specific functions during development^19^. CRISPR/Cas9-based methods now make it possible to perform genome-wide KO screens in mammalian cells^30^, offering the opportunity to uncover new mechanisms that regulate SWI/SNF chromatin remodeling activity in mammals. To conduct a genome-wide loss-of-function screen in mESCs, we developed an innovative reporter assay using resistance to Diphtheria Toxin mediated cell death. Unlike previous studies that relied on fluorescence-activated cell sorting (FACS) for screening knock-out cells with transcription-based readouts, our method leverages the advantages of live/dead reporter assays^61^. By enriching for mutants without the need for cell sorting, live/dead selection typically achieves superior signal-to-noise ratios^62^. Our approach uses the cytotoxic DT-A gene as the reporter, enabling the identification of hits crucial for activating rather than silencing gene expression, as previously performed with antibiotic resistance reporter genes^62^. Additionally, we combined the DT-A live/dead reporter assay with epigenome editing tools to screen for regulators of SWI/SNF chromatin remodeling activity. This revealed that SETD1B and TET1 function together with SWI/SNF complexes to establish an active epigenetic landscape at bivalent genes in mESCs. Our screening strategy extends beyond SWI/SNF complexes and bivalent genes in ES cells, offering a versatile method to uncover novel regulators of the dozens of chromatin regulators that promote gene expression across different cell types, including MLL1-4 histone methyltransferases. This approach is also ideal for chemical library screening to identify small molecules that modulate SWI/SNF activity and have high therapeutic potential.

We identify a new role for MLF2 as a regulator of SWI/SNF chromatin remodeling activity. We show that MLF2 interacts with SMARCA4 containing SWI/SNF complexes in the nucleus, and regulates a subset of SWI/SNF-dependent genes by promoting chromatin accessibility at sites with high levels of SWI/SNF binding. In flies, MLF acts in a chaperone complex with HSP70 to regulate the stability of transcription factors and impact gene expression^46^. In our genetic screen we also identified *Hspa4*, a gene encoding for a member of the HSP70 chaperone family, suggesting that a similar chaperone mechanism regulates SWI/SNF complex assembly in mESCs. Since MLF2 does not modulate SWI/SNF activity by binding chromatin, it is likely that it has an upstream impact on the assembly of complexes. Indeed, we propose that MLF2 loss destabilizes SWI/SNF complex assembly, reducing its ability to bind chromatin. Since chromatin accessibility is only impacted by MLF2 degradation at strongly bound SWI/SNF target sites, and MLF2 knockout only partially rescues the cell death phenotype in the SWI/SNF reporter assay, MLF2 is likely not essential for the stability of all SWI/SNF complexes but rather acts as a modulator of complex assembly. Thus, MLF2 represents a novel target for drugs aimed at reducing SWI/SNF activity without the toxicity associated with complete inhibition of chromatin remodeling activity. In line with this, previous studies have shown that MLF2 overexpression increases cell proliferation in various cancer cell lines, while MLF2 downregulation decreases proliferation^44^ as observed in MLF2-dTAG mESCs. In addition to its role in cancer, MLF2 dysregulation is observed in neurological conditions such as DYT1 dystonia, a movement disorder caused by the formation of nuclear blebs containing high amounts of MLF2 and the HSP40-HSP70 chaperones^63^.

One third of SWI/SNF genes are haploinsufficient (*SMARCA2/4*, *SMARCC1/2*, *ARID1A/B*, *SMARCD1*, *SMARCE1*, *SMARCB1* and *DPF2*), underscoring their dosage sensitive role in human development^10^. Indeed, many neurodevelopmental disorders and cancers arise from mutations that alter SWI/SNF subunit expression levels, leading to incorrect assemblies of the SWI/SNF complex^7,8^. Today, we know very little about the mechanisms that control the relative abundance of SWI/SNF complex subunits and ensure proper complex assembly in healthy cells. How do cells titer subunit levels to ensure correct stoichiometry of these multi-subunit complexes? Here, we reveal that m^6^A RNA methylation controls the stoichiometry of SWI/SNF complex subunits. Specifically, we found that RBM15, a subunit of the m^6^A-writer complex, regulates m^6^A methylation on specific SWI/SNF subunit mRNAs. In support of our findings, a previous study has shown that *RBM15* knockdown in HEK293T and Neuro2A cell lines increases SMARCC1 levels and this regulation is dependent on METLL3, the catalytic subunit of the m^6^A-writer complex^58^. Additionally, we show that RBM15 mediates mRNA target selection via its RNA recognition motifs (RRMs). Notably, we find that in RBM15 ΔRRM1 mutant mESCs, a discreet subset of mRNAs exhibits differential m^6^A levels compared to full RBM15 KO mESCs, suggesting that this domain contributes to the recognition of specific mRNAs. Current models propose a passive methylation of all accessible m^6^A methylation sites by the writer complex. This is supported by evidence that steric hindrance from the Exon Junction Complex can exclude the writer complex from all potential methylation sites on short exons^64–66^. Here we provide evidence that the RRM domains of RBM15 impose a further selection on such accessible m^6^A methylation sites.

Using m^6^A-RIP-seq, we show that RBM15 KO in mESCs alters m^6^A distribution on several SWI/SNF subunit mRNAs including SMARCC1, which leads to increased levels of core subunits and aberrant SWI/SNF complex assembly. Importantly, RBM15B is also expressed in mESCs (Supplementary Fig. 6b) and this subunit competes with RBM15 for incorporation into the m^6^A-writer complex. Our data suggest that RBM15 and RBM15B have different roles in mESCs, most likely due to their unique sets of RNA recognition motifs. Indeed, unlike RBM15, RBM15B was not enriched in the genetic screen and its loss did not impact SWI/SNF activity or subunit abundance in mESCs. We also identified the *Ythdf1*, *Ythdf2* and *Ythdf3* m^6^A-readers in the genome-wide screen for SWI/SNF regulators. These genes have previously been shown to regulate both the stability and translation efficiency of m^6^A-methylated mRNAs^52^. Consequently, the absence of these m^6^A-readers may also alter the abundance of specific SWI/SNF subunit mRNAs and impair complex assembly, or the observed phenotype may act through a distinct mechanism as YTHDF1/2/3 readers have been shown to impact global m^6^A regulation. Notably, we also identified several pBAF subunit mRNAs with altered m^6^A-distributions in RBM15 KO mESCs, however we did not evaluate pBAF complex assemblies in our proteomics studies as we performed immunoprecipitation experiments via the SS18 subunit which is not present in pBAF.

Finally, many genes identified in our screen are expressed in the nervous system and several have been found mutated in patients with neurodevelopmental disorders^67^. Our analysis of MLF2 target genes in mESCs suggests that MLF2 may also have a role in neural development that remains to be investigated. Interestingly, previous research in the developing mouse brain showed that overexpression of RBM15 impairs neurogenesis and this is phenocopied by *Smarcc1* knockout, thereby associating RBM15 with SWI/SNF activity in brain development^58^. Furthermore, the brain specific deletion of the m^6^A writer complex component METTL14 impairs cortical neurogenesis in mice^68^. The defects in METTL14 KO neural stem cells are associated with misregulation of histone methylation levels via destabilization of transcripts coding for histone-modifying enzymes. Our data suggests that the m^6^A RNA methylation pathway controls chromatin remodeler transcript abundance and complex assembly in mouse embryonic stem cells. Interestingly, many SWI/SNF mRNAs are also m^6^A-modified in human embryonic stem cells, with numerous SWI/SNF subunits displaying similar patterns of m^6^A modifications in mice and human ESCs (Supplementary Fig. 7). Previous studies have shown that m^6^A RNA methylation controls transcription via regulation of active histone modifications, heterochromatin and chromatin associated RNAs^69–72^. Here we reveal a crosstalk between m^6^A RNA methylation and chromatin remodeling in the regulation of gene expression. Given the essential function of chromatin remodelers, small molecule inhibitors targeting these proteins have shown limited efficacy in clinical trials due to high cytotoxicity. Consequently, targeting modulators of chromatin remodeling activity such as RBM15 and MLF2 may offer potent, yet less toxic, therapeutic strategies for diseases associated with impaired chromatin regulation.

## Methods

### Mouse embryonic stem cell (mESC) cultures

Wild-type mESCs derived from blastocysts of mixed 129-C57Bl/6 background were cultured in media containing DMEM (Gibco, 31966-021), supplemented with LIF (in-house production), 15% FBS (Gibco, 10437-028), 0.1 mM β-Mercapthoethanol (Gibco, 31350010), 1x non-essential amino acids (Gibco, 11140035), 100 mM Hepes buffer (Gibco, 15630056), 100 U/ml Penicillin-Streptomycin (Gibco, 15140122) at 37 °C and 5% CO_2_. All cell culture medium was filtered using Stericup Filter system (Millipore, S2GPU05RE). Cells were cultured on plates coated for 30 min with 0.2% gelatin solution (Sigma, G1890-100G) and passaged every two to three days by dissociation with 0.05% Trypsin-EDTA (Gibco, 25300054). For SWI/SNF-recruitment cells were treated with 0.1 mM ABA (Sigma-Aldrich, 90769-25MG) for 48 h and an equal volume of EtOH as control. For dTAG-13 induced protein degradation cells were treated with 500 nM dTAG-13 (Sigma-Aldrich, SML2601-5MG) or an equivalent volume of DMSO (Sigma-Aldrich, D2650-100ML) for 3 h, 8 h, or 24 h. For METLL3 inhibition, mESCs were treated with 1 uM STM2457 (MCE, HY-134836) for 48 h prior to ABA treatment. mESCs were kept in 1 uM STM2457 during ABA treatment. RBM15 KO and ΔRRM1 mutant mESCs displayed normal proliferation rates and colony morphology when cultured in the presence of MEF-feeders (Supplementary Fig. 3e). However, RBM15 KO and ΔRRM1 mutant mESCs began to differentiate after prolonged culture in feeder-free conditions and therefore all experiments were performed at early passages after MEF withdrawal.

### Plasmid cloning

SWI/SNF recruitment fusion proteins were cloned into a piggyBac plasmid (pSB118 EF1a PYL1-SS18 PGK ABI-ZFHD1 2 A Blast) using In-Fusion HD cloning (Takara, 638947) with DNA sequences amplified by PCR from Addgene plasmids (102881, 44017, 84239). For the *ZF-DT-Nkx2.9* mESC line, ZFHD1 binding motifs were knocked into the *Nkx2.9* locus using the CiA cassette^28^ that was cloned into a homology directed repair (HDR) template plasmid with 0.5 kb homology arms flanking the *Nkx2-9* promoter. The DT-A reporter gene was cloned into the start codon of the *Nkx2-9* gene to generate an HDR template with 0.5-1 kb homology arms. For the dTAG mESC lines, the FKBPv-V5 tag was obtained from Addgene plasmid 91798 and knocked into the *Mlf2* and *Smarca4* loci using HDR templates containing 0.5-1 kb homology arms flanking the C-terminal stop codons. The genomic sequences for HDR templates were ordered as gene fragments (Twist Bioscience) using the mm10 genome. The sgRNAs were cloned into Addgene plasmid 62988 that also expresses Cas9, sequences are provided in Supplementary Data 6.

### CRISPR/Cas9 genome editing

mESCs were plated on gelatin coated plates with antibiotic resistant DR4 mouse embryonic fibroblasts (MEFs). For CRISPR/Cas9 knock-in (KI) a transfection mix containing 4 µg template DNA, 8 µg sgRNA/Cas9 plasmid (Addgene 62988, Supplementary Data 6), 200 µl Opti-Mem (Gibco, 11058021) and 25 µl Lipofectamine 2000 (Invitrogen, 11668019) was prepared. For CRISPR/Cas9 knockout (KO) a transfection mix containing 4 µg sgRNAa/Cas9 plasmid, 4 µg sgRNAb/Cas9 plasmid (Addgene 62988, Supplementary Data 6), 200 µl Opti-Mem and 25 µl Lipofectamine 2000 was prepared. The transfection mix was incubated for 15 min at RT before adding it to the cells. After 4 h, cell culture media was renewed. After 24 h, cells were put into 1.5 µg/ml Puromycin (InvivoGen, ANT-PR-1) selection for 48 h. Single colonies were manually picked after 3 days, dissociated with trypsin and expanded on MEFs. Feeder free cultured lines were expanded for DNA and protein extraction. mESC lines containing homozygous insertions were confirmed by PCR, Sanger sequencing and Western blotting.

### piggyBac stable cell lines

mESCs were plated on gelatin coated plates with MEFs and transfected with a mix of 5 µg pSB118 plasmid (expressing SS18-PYL1 and ZF-ABI1 fusion proteins), 2 µg piggyBac transposase plasmid, 200 µl Optimem (Gibco, 11058021) and 25 µl Lipofectamine 2000 (Invitrogen, 11668019). The transfection mix was incubated for 15 min at RT before adding it to the cells. After 4 h, cell culture media was renewed. After 48 h, cells were put into 10 µg/ml Blasticidin (InvivoGen, ANT-BL-1) selection for 4 days. Next, single colonies were picked to generate clonal cell lines. Successful transposition and stable expression of fusion proteins of mESC clones was confirmed via western blot.

### Western blot

Cell pellets were lysed in RIPA lysis buffer (10 mM Tris-HCl pH8, 150 mM NaCl, 1 mM EDTA pH8, 0.5 mM EGTA pH8, 1% NP-40, 0.5% DOC, 0.1% SDS) for 20 min at 4 °C. Lysates were centrifuged at 4 °C, 13.000 rcf for 10 min and supernatant transferred to new tubes. Protein concentration was determined via BCA protein assay (Pierce, 23225), according to the manufacturer’s instructions. Samples were mixed with 1x Loading buffer (stock at 5x: 10% SDS, 0.2 M Tris HCl pH6.8, 30% Glycerol, traces of Bromophenol blue), 20x DTT (1 M) and boiled for 5 min at 95 °C. Samples were loaded onto 4-15% Mini-protean TBX gel (BioRad, 4561084) and run for 1 h at 150 V in Running buffer (0.0125 M Tris, 0.096 M Glycine). Transfer was conducted using the Trans-Blot Turbo RTA kit (BioRad, 1704270) according to the manufacturer’s instructions. For total protein staining, Revert 520 total protein stain kit (LICORbio, 926-10010) was used according to the manufacturer’s instructions. Alternatively, membranes were stained with Ponceau-S solution (0.1% Ponceau red dye, 5% Acetic acid). Next, membranes were blocked for 1 h in 5% Milk in TBS-T (0.02 M Tris, 0.15 M NaCl, pH7.6 adjusted with HCl, 0.1% Tween20). Primary Antibody (Supplementary Data 6) was added in appropriate dilutions in 5% Milk in TBS-T and incubated over night at 4 °C. Membranes were washed three times for 10 min in TBS-T, before incubation with secondary antibody, diluted 1:10’000 in 5% Milk in TBS-T (Supplementary Data 6) for 1 h at RT. Membranes were again washed three times for 10 min in TBS-T. Membranes were imaged on an Odyssey DLx infrared imager (LICORbio). Western blot quantification was done using Empiria studio software (LICORbio).

### Sequential salt extraction

Sequential salt extraction was performed as described by Porter et al.^73^. In brief, 8 million cells were collected and resuspended in 1 ml Buffer A (25 mM HEPES pH 7.6, 25 mM KCl, 5 mM MgCl_2_, 0.05 mM EDTA, 0.1% NP-40, 10% glycerol) and incubated for 10 min at 4 °C with overhead rotation. Lysates were centrifuged (5 min, 6000 g, 4 °C) and supernatants collected (cytosolic fraction). Next, the pellet was resuspended in 200 µl mRIPA buffer (100 mM Tris pH 8.0, 2% NP-40, 0.5% sodium deoxycholate) by pipetting 15 times. The lysate was incubated for 3 min on ice, centrifuged (3 min, 6500 g, 4 °C) and supernatant collected (fraction 1). This process was repeated with mRIPA buffer of increasing NaCl concentrations. Finally, 40 µl of each fraction was processed for western blot analysis.

### Proximity ligation assay

MLF2-dTAG mESCs were seeded on to gelatin coated coverslips and treated with DMSO or dTAG-13 for 24 h. Cells were fixed in 4% PFA, washed in PBS and permeabilized in 0.1% Triton for 15 min. The Duolink in situ proximity ligation assay was then performed according to manufacturer’s protocol (Duolink, Sigma-Aldrich, DUO92101). In brief, coverslips were incubated in Duolink blocking solution for 60 min at 37 °C then with mouse anti-V5 and rabbit anti-SMARCA4 primary antibodies diluted in Duolink Antibody Diluent overnight at 4 °C. Coverslips were then washed 2x before incubation with +/− PLA probes for 1 h at 37 °C. After 2x wash, the coverslips were incubated with a Ligation mix for 30 min at 37 °C, followed by 2x wash and final Polymerase amplification step for 100 min at 37 °C. Lastly, coverslips were washed 3x before mounting in Duolink mounting media with DAPI (*n* = 3 for each condition). Coverslips were imaged on a Stellaris 5 microscope (Leica) at 60x magnification. For PLA image quantification, we used ImageJ software according to the method by López-Cano et al. ^74^.

### Chromatin immunoprecipitation

Cells were trypsinized for 5 min, washed with DPBS, counted (20 million cells), and fixed for 30 min in 2 mM disuccinimidyl glutarate (DSG) followed by 12 min in 1% PFA. Crosslinking was then quenched with 0.125 M glycine and cells were incubated on ice for 5 min. Crosslinked cells were spun at 800 rcf for 5 min. Nuclei were prepared with 10 mL cell lysis buffer (50 mM HEPES pH 8.0;140 mM NaCl; 1 mM EDTA; 10% glycerol; 0.5% NP40; 0.25% TritonX100), then washed in 10 mL rinse buffer (10 mM Tris pH 8.0; 1 mM EDTA; 0.5 mM EGTA;200 mM NaCl). The chromatin pellets were resuspended in 900 μL shearing buffer (0.1% SDS, 1 mM EDTA pH 8.0, and 10 mM Tris pH 8.0) and sonicated in a Bioruptor Pico sonicator (Diagenode) for 4 x 30 s cycles. Sonicated chromatin was centrifuged at 10,000 rcf for 5 min, and the supernatant was collected. 25 uL input chromatin was stored at 4 °C and the IP reactions were setup as follows: 250 uL of sonicated chromatin was diluted with 0.25 volume of 5xIP buffer (250 mM HEPES, 1.5 M NaCl, 5 mM EDTA pH8.0, 5% Triton X-100, 0.5% DOC, and 0.5% SDS) and incubated for 12–16 h at 4 °C with 25 μL protein G Dynabeads (Invitrogen, 10004D) and 5 μg of antibody (Supplementary Data 6). The beads were then washed three times with 1 mL 1 x IP buffer, once with 1 mL DOC buffer (10 mM Tris pH 8; 0.25 M LiCl; 0.5% NP40; 0.5% DOC; 1 mM EDTA), and then eluted in 150 μL elution buffer (TE buffer with Proteinase K and 1% SDS). After reverse crosslinking overnight, the ChIP DNA was purified using MinElute clean-up columns (Qiagen, 28004) and resuspended in 30 μL EB solution. Sequencing libraries were prepared from 20 uL of ChIP DNA using the NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, E7645S). Library molarity and quality were assessed by Qubit and Tapestation (DNA High sensitivity chip). Libraries were sequenced on a NovaSeq 6000 Illumina sequencer with paired-end 50 settings.

### Lentivirus preparation

GeCKOv2 pooled sgRNA lentivirus libraries A and B^30^ were produced for infection of the CRISPR screen reporter *ZF-DT-Nkx2.9* mES cell line. For lentivirus production HEK293T cells were seeded on 15 cm cell culture plates in DMEM media (Gibco, 31966-021), supplemented with 10% FBS (Gibco, 10437-028) and 100 U/ml Penicillin-Streptomycin (Gibco, 15140122). Cells were cultured at 5% CO_2_ and 37 °C. For transfection, a transfection mix containing 10.8 ml Opti-Mem (Gibco, 11058021), 840 µl PEI (Polysciences, 24765), 27 µg plasmid pMD2.G (Addgene 12259), 81 µg plasmid psPAX2 (Addgene 12260) and 108 µg of library DNA was mixed and incubated for 10 min at RT. On each cell culture plate 1.8 ml of transfection mix was added. The following day the media was changed to mESC media – LIF (recipe see mESC cell cultures). Two days later, the supernatant of all plates was collected and centrifuged at 1000 g for 5 min. The supernatant was filtered and the collected virus was stored at 4 °C for infection of mESCs.

### CRISPR KO screen

50 million *ZF-DT-Nkx2.9* mESCs were plated for each library. The next day, cells were transduced with GeCKOv2 lentivirus libraries A and B^30^ at an MOI of <0.4. 24 h after transduction cells were split into mESC media. 48 h after transduction, 1.5 µg/ml Puromycin (InvivoGen, ANT-PR-1) and 10 µg/ml Blasticidin (InvivoGen, ANT-BL-1) were added to the cell culture media. Cells were kept in selection for 5 days. Importantly, cell number was always kept at a minimum of 100 mio cells/library. After selection 100 mio cells/library were pelleted and stored at −20 °C. At the same time 100 mio cells/library were plated into 0.1 mM ABA (Sigma-Aldrich, 90769-25MG). After 48 h treatment with ABA, surviving cells were collected and stored at −20 °C. To identify enriched sgRNAs we followed a published protocol^75^. A QiaAMP DNA isolation kit (Qiagen, 51192) was used to isolate the DNA of all collected cells. Isolated DNA was Concentrated: 0.1 Volumes 3 M Sodium acetate (pH 5.2) and three volumes of ice cold 100% EtOH were added to the DNA samples. Samples were incubated at −20 °C for 4 h. Next, samples were centrifuged (13,000 rpm, 4 °C, 30 min) and the pellets washed twice with 0.5 ml ice cold EtOH; spinning for 10 min each time. EtOH was removed and pellets air dried for 15 min before resuspending in 500 µl H_2_O. To amplify the inserted sgRNA sequences a first PCR was performed using NEBNext Ultra II Q5 Master Mix (M5044S) and GeCKO F1 and R1 primers (Supplementary Data 6). PCR products were cleaned up using the MinElute kit (Qiagen, 28004) and DNA was eluted in 50 µl H_2_O. Next, a second PCR was performed to add sequencing barcodes to the amplified sgRNAs. For each condition a different primer pair was used (Supplementary Data 6). PCR products were loaded on a 1.2% Agarose gel. The resulting band at about ~250 bp was cut out and DNA was purified using a PCR & Gel clean up kit (Qiagen, 28506).

### RNA-seq

For RNA-seq analysis cell pellets were collected and stored at −80 °C. RNA was then isolated using the RNAeasy kit (Qiagen, 74106). Sequencing libraries were generated using the Collibri 3’ mRNA Library Prep Kit for Illumina (Invitrogen, A38110024), according to the manufacturer’s instructions. Libraries were sequenced on an NovaSeq 6000 Illumina sequencer with single-end 100 settings.

### ATAC-seq

For ATAC-seq^76^ 60.000 cells were collected and resuspended in 500 µl RSB buffer (10 mM Tris-HCl pH7.4, 10 mM NaCl, 3 mM MgCl_2_). Cells were pelleted at 500 rcf, at 4 °C for 5 min. Supernatant was removed, cells were resuspended in 50 µl RSB buffer containing 0.1% Tween-20 and 0.1% NP40 and incubated on ice for 3 min. Lysis was washed out with 500 µl RSB buffer containing 0.1% Tween-20. Samples were centrifuged for 10 min at 4 °C and 500 rcf. Supernatant was removed and pellets resuspended in 50 µl transposition mix (25 µl TD buffer (Diagenode, C01019043-1000), 2.5 µl Tagmentase (Diagenode, C01070012-200), 22.5 µl H_2_O). Samples were incubated for 30 min at 37 °C at 1000 rpm. DNA was cleaned up using the MinElute kit (Qiagen, 28004). Eluted DNA was amplified for 10 cycles, adding Nextera Ad PCR primers. DNA was cleaned up using the MinElute kit (Qiagen, 28004). Library molarity and quality were assessed by Qubit and Tapestation (DNA High sensitivity chip). Libraries were sequenced on a NovaSeq 6000 Illumina sequencer with paired-end 50 settings.

### Cut & Run

For CUT&RUN analysis, 500’000 cells were collected and directly processed. The experiment was conducted with the CUTANA ChIC/CUT&RUN Kit (Epicypher, 14-1048), according to the manufacturer instructions. Sequencing libraries were prepared from 2 ng/µL of CUT&RUN-enriched DNA using the Illumina TruSeq ChIP Library Preparation Kit and the IDT TruSeq RNA UD Indexes v2. No size selection was performed. Library molarity and quality were assessed by Qubit and Tapestation (DNA High sensitivity chip). Libraries were sequenced on a NovaSeq 6000 Illumina sequencer with paired-end 50 settings.

### m^6^A-RIP-seq

For m^6^A-RIP-seq^57^ 15 mio cells were collected and stored at −80 °C. RNA was isolated using the RNAeasy kit (Qiagen, 74106). Next, mRNA was isolated using the mRNA Isolation kit (NEB, S1550S). mRNA was fragmented using the NEBNext Magnesium RNA fragmentation module (NEB, E6150S) and purified using Monarch RNA Cleanup Kit (NEB, T2030S). 100 ng mRNA was aliquoted and stored as input at −80 °C. For m^6^A-RIP, 50 µl of Dynabeads protein G (Invitrogen, 10004D) were aliquoted and placed on a magnet. Supernatant was removed and beads were washed in 500 µl of m^6^A-IP buffer (10 mM TrisHCl pH7.4, 150 mM NaCl, 0.1% NP-40). After the initial washing, beads were resuspended in 500 µl m^6^A-IP buffer and incubated for 45 min at RT on a rotating wheel. Next, supernatant was removed and beads were resuspended in 400 µl m^6^A-IP buffer. Samples were placed on ice and 5 µg of m^6^A-antibody (Supplementary Data 6), 5 µl RiboLock RNase Inhibitor (Thermo Fisher Scientific, E00381), 20 µl fragmented mRNA, 100 µl 5X m^6^A-IP buffer (50 mM Tris-HCl pH7.4, 750 mM NaCl, 0.5% NP-40) and 370 µl H2O were added. Samples were incubated for 2 h, at 4 °C on a rotating wheel. Next, samples were placed on a magnet and supernatant was removed. Samples were washed twice in 500 µl ice cold m^6^A-IP buffer for 30 s. After washing samples were resuspended in 150 µl RNA cleanup binding buffer of the Monarch RNA Cleanup Kit (NEB, T2030S). Samples were incubated for 5 min at RT on a rotating wheel. The eluate was transferred to a new tube. m^6^A-RIP mRNA was purified using the Monarch RNA Cleanup Kit (NEB, T2030S). Samples were eluted in 8 µl elution buffer. The sequencing libraries were made using the Illumina Stranded mRNA Prep Ligation kit and protocol starting from 100 ng of input mRNA and m^6^A-RIP mRNA. To start, 8.5 ul of RNA, 8.5 ul of Fragmentation master mix and 8 ul of First Strand Synthesis master mix were mixed for direct First strand cDNA synthesis (no extra fragmentation step). Then protocol instructions were followed as described. Library molarity and quality were assessed by Qubit and Tapestation (DNA High sensitivity chip). Libraries were sequenced on a NovaSeq 6000 Illumina sequencer with paired-end 50 settings.

### Immunoprecipitation of SWI/SNF complexes

For each replicate 20 mio cells were collected. Cell pellets were resuspended in 500 µl ice cold EBO lysis buffer (50 mM Tris-HCl pH7.5, 0.05% NP-40, 1 mM EDTA, 1 mM MgCl_2_), containing 1000x DTT (1 M) and Protease Inhibitor Cocktail (Roche, COEDTAF-RO). Cells were lysed for 5 min on ice, before centrifugation at 1000 rcf, 4 °C for 5 min. Supernatant was removed and pellets resuspended in 270 µl EB300 lysis buffer (50 mM Tris-HCl pH 7.5, 300 mM NaCl, 1% NP-40, 1 mM EDTA, 1 mM MgCl_2_), containing 1000x DTT (1 M), Protease Inhibitor Cocktail (Roche, COEDTAF-RO) and 0.04 mg/ml DNaseI. Samples were incubated for 10 min on ice with gentle vortexing every 3 min. Next, samples were centrifuged for 10 min, at 21,000 rcf, at 4 °C. 250 µl of supernatant was mixed with 250 µl dilution buffer (50 mM Tris-HCl pH7.5, 1 mM EDTA), containing Protease Inhibitor Cocktail (Roche, COEDTAF-RO). After extraction of nuclear proteins, 25 µl of V5-Trap magnetic beads (chromoTek, M-270) were washed three times with ice cold wash buffer (50 mM Tris-HCl pH7.5, 150 mM NaCl, 0.1% NP-40, 1 mM EDTA). Next, the diluted lysates were added to the beads and incubated overnight at 4 °C on an end-to-end rotator. The next day, beads were separated on a magnet to discard the supernatant. Beads were washed with 500 µl wash buffer three times, before resuspension in 50 µl DPBS (Gibco, 14190-094). Samples were further processed for Mass spectrometry.

### MS1 based label free quantitative IP-MS

MS analysis was always performed in triplicates for each condition. Immunoprecipitated samples were treated using iST kits (Preomics) according to the manufacturer’s instructions. Briefly, beads were re-suspended in 50 μl of provided lysis buffer and proteins were denatured, reduced and alkylated during 10 min at 60 °C. The resulting slurries (beads and lysis buffer) were transferred to dedicated cartridges and proteins were digested with a Trypsin/LysC mix for 2 h at 37 °C. After two cartridge washes, peptides were eluted with 2 × 100 μL of provided elution buffer. Samples were finally completely dried under speed vacuum and stored at −20 °C. For MS analysis, samples were dissolved in 20 μl of loading buffer (5% CH3CN, 0.1% FA) and 4 μl were injected on column. LC-ESI-MSMS was performed on an Orbitrap Fusion Lumos Tribrid mass spectrometer (Thermo Fisher Scientific) equipped with Vanquish NEO liquid chromatography system (Thermo Fisher Scientific). Peptides were trapped on a PepMap NEO, C18, 5 μm, 300 μm x 5 mm trap cartridge (Thermo Fisher Scientific) and separated on a 75 μm x 500 mm, C18 ReproSil-Pur (Dr. Maisch GmBH), 1.9 μm, 100 Å, home-made column. The analytical separation was run for 85 min using a gradient of H_2_O/FA 99.9%/0.1% (solvent A) and CH_3_CN/FA 80%/0.1% (solvent B). The gradient was run from 95 % A and 5% B to 65% A and 35% B in 60 min, and then to 1% A and 99% B in 10 min with a pause for 15 min at this composition. Flow rate was 250 nL/min. Data-dependant analysis (DDA) was performed with MS1 full scan at a resolution of 120’000 FWHM followed by as many subsequent MS2 scans on selected precursors as possible within 3 s maximum cycle time. MS1 was performed in the Orbitrap with an AGC target of 4 × 105, a maximum injection time of 50 ms and a scan range from 400 to 2000 m/z. MS2 was performed in the ion-trap with an AGC target at 1 × 104 and a maximum injection time of 35 ms. Isolation windows was set at 1.2 m/z and 30% normalised collision energy was used for higher-energy collisional dissociation (HCD). Dynamic exclusion was set to 20 s.

### qPCR

DNA from ATAC and ChIP experiments was processed for qPCR analysis. 1 µl of DNA was mixed with 10 µl of SYBR green (applied Biosystems, A25742), 5 µl of H_2_O and 4 µl of forward and reverse primers at 2.5 µM (Supplementary Data 6). The 96 qPCR well plates were measured on a QuantStudio1 thermocycler (Applied Biosystems).

### Immunostaining of cells

Cells were grown on cover slips. Cell culture media was removed and cells were washed with DPBS. 4% PFA was added to the wells and cells were fixed for 15 min at RT. Cells were washed with DPBS for 5 min at RT, before blocking for 1 h at RT in DPBS+ (5% Goat serum, 0.1% Triton). Next, primary antibodies were added at appropriate dilutions in DPBS+ (Supplementary Data 6) and incubated over night at 4 °C. The next day, cells were washed three times in DPBS at RT. Secondary antibodies were added at appropriate dilutions in DPBS+ (Supplementary Data 6) and incubated for 1 h at RT. Cells were again washed for three times with DPBS at RT, mounted onto slides using DAPI Fluoromount-G (Southern Biotech, 0100-20) and imaged at the Stellaris 5 microscope (Leica).

### Cell survival assay

*ZF-DT-Nkx2.9* mESCs and derived CRISPR/Cas9 KO cell lines were plated into 0.1 mM ABA (Sigma-Aldrich, 90769-25MG) and an equal Volume of EtOH as control. After 48 h cells were trypsinized and resuspended in mESC medium. 10 µl of cell suspension was mixed with 10 µl Trypan blue (Gibco, 15250061). Cell number was measured at the TC20 automatic cell counter (Biorad). An average of two counts/samples was taken. Fold change was calculated by dividing the number of ABA treated cells by the number of EtOH treated cells. For Giemsa staining, cells were fixed with MetOH for 5 min at RT. Fixed cells were washed with DPBS (Gibco, 14190-094), air dried for 5 min and stained with Giemsa solution (Sigma-Aldrich, 48900-500ML-F) for 5 min. After washing with H_2_0 the plates were scanned on the Cytation 5 plate imager (BioTek).

### ATPlite cell viability assay

Cells were seeded in a 96-well plate. At the desired time point 50 µl of ATPlite reagent (PerkinElmer, 6016943) was added to each well containing 50 µl of mESC medium. The plate was shaken at 700 rcf for 2 min before brief centrifugation. Plates were measured at the SpectraMax L 384w (Molecular devices).

### CRISPR screen MAGeCK analysis

Sequencing library molarity and quality were assessed by Qubit and Tapestation (DNA High sensitivity chip). 12 ul of Read 1 custom primer (Supplementary Data 6) at 100 uM were added to Illumina Read 1 primers (position 24 on NovaSeq cluster cartridge) before sequencing with paired-end 50 settings. To map reads to corresponding sgRNAs and target genes we used the software MAGeCK^31^ v0.5.9.5 and determined significantly enriched genes using default normalization settings. We applied an Enrichment positive score cut off of 1.00E-4 to identify hits. Output data were plotted with ggplot2.

### RNA-seq analysis

Sequencing reads were trimmed using cutadapt^77^ v3.5 (removal of truseq adapter sequences, polyA sequences, and low-quality reads). Trimmed reads were aligned to the mouse genome (mm10) using STAR^78^ v2.7.5 (STARoptions, --readFilesCommand zcat --runThreadN 8 --outFilterMultimapNmax 20 --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --outFilterMismatchNmax 999 --outFilterMismatch NoverLmax 0.6 --alignIntronMin 20 --alignIntronMax 1000000 --alignMatesGapMax 1000000). Gene count matrices were obtained from the aligned reads using featureCounts^79^ v2.0.3 (-t exon -g gene_id -O -T 4 -s 1 -a GRCm38.102). Differential gene expression analysis between conditions was determined using the R package DESeq2^80^ after pre-filtering genes with low counts (rowSums > 10), with significance cut-offs set at FDR < 0.05 and fold change > 1.5 in either direction. Output data were plotted with ggplot2.

### m^6^A-RIP-seq analysis

Sequencing reads were trimmed using cutadapt 3.5 (adapters -m 20 -O 4 -e 0.2 -p). Reads were aligned to the mm10 genome using STAR v2.7.5 (--readFilesCommand zcat --runThreadN 6 --genomeDir GRCm38.102 --outSAMtype BAM SortedByCoordinate --outSAMunmapped Within --outSAMattributes Standard). m^6^A peaks enriched relative to input mRNA were called using MACS2^81^ v2.7.1 (callpeak --nomodel --keep-dup all -B -q 0.05 --extsize 100 --shift −50 -g mm -t m^6^A.bam -c input.bam, filtered for score > 200). Peaks from NT, KO and ΔRRM1 datasets within 100 bp were merged using bedtools v2.30 and the numbers of reads from each replicate overlapping with the peak set was counted using featureCounts v2.0.3 (-T 4 -O -p -a -t exon -g gene_id). Differential m^6^A peak calls were determined using the R software DESeq2 after pre-filtering peaks with low counts (rowSums > 50), with significance cut-offs set at padj <0.05 and fold change > 1.5 in either direction. Output data were plotted with ggplot2. For IGV genome browser snapshots, average of replicates genome coverage files (bigwig) were generated with deepTools^82^ 3.5.2 (bamCoverage --binSize 10 --normalizeUsing RPKM and bigwigAverage for merging replicates). Genomic features of m^6^A peaks and the distribution along mRNA transcripts was determined using the R software ChIPSeeker^83^ v1.32.1.

### ChIP-seq analysis

Sequencing reads were trimmed using cutadapt 3.5 (adapters -m 20 -O 5 -p). Reads were aligned to the mm10 genome using bowtie2 v2.4.4 (--sensitive -p 8). Alignments were filtered using samtools^84^ v1.12 (view -h -F 1796 -q 20). V5-ChIP peaks enriched relative to inputs were called using MACS2 v2.7.1 (callpeak,--format BAMPE -g mm), however <100 peaks were called in all replicates, suggesting no enrichment relative to input. For IGV genome browser snapshots, genome coverage files (bigwig) were generated with deepTools 3.5.2 (bamCoverage --binSize 10 –normalizeUsing RPKM).

### ATAC-seq analysis

Sequencing reads were trimmed using cutadapt 3.5 (adapters -m 20 -O 5 -p). Reads were aligned to the mm10 genome using bowtie2 v2.4.4 (--maxins 2000 -p 8 -N 1). Alignments were filtered using samtools v1.12 (view -h -F 1796 -q 20). ATAC peaks were called using MACS2 v2.7.1 (callpeak --format BAMPE --call-summits --shift −75 --extsize 150 --keep-dup all -B --SPMR -g mm -t ATAC.bam). Peaks from all replicates within 1 kb were merged using bedtools v2.30, filtered against the mouse blacklist, and the numbers of reads from each replicate overlapping with the peak set was counted using featureCounts v2.0.3 (-T 4 -O -p -a -t exon -g gene_id). Differential ATAC peak calls were determined using the R software DESeq2 after pre-filtering peaks with low counts (rowSums > 100), with significance cut-offs set at FDR < 0.05 and fold change > 1.5 in either direction. Output data were plotted with ggplot2. For IGV genome browser snapshots, average of replicates genome coverage files (bigwig) was generated with deepTools v3.5.2 (bamCoverage --binSize 10 --normalizeUsing RPKM --ignoreForNormalization chrM and bigwigAverage for merging replicates). Genomic features of ATAC peaks were determined using the R software ChIPSeeker v1.32.1. deepTools v3.5.2 was used to produce heat map of published SMARCA4 ChIP-seq mean read density across ATAC. GREAT software was used to annotate ATAC peaks with genes to determine gene ontology terms associated with changes in accessibility.

### CUT&RUN analysis

Sequencing reads were trimmed using cutadapt 3.5 (adapters -m 20 -O 5 -p). Reads were aligned to the mouse mm10 and E. coli K12 MG1655 genomes using bowtie2 v2.4.4 (-p 8 --very-sensitive --no-unal --no-mixed --no-discordant --dovetail -X 1000). Alignments were filtered using samtools v1.12 (view -h -F 1796 -q 20). CUT&RUN peaks in mm10 were called using MACS2 v2.7.1 (callpeak --format BAMPE --nomodel --call-summits --shift −100 --extsize 200 --keep-dup all -B -g mm). Peaks from all replicates within 1 kb were merged using bedtools v2.30. Normalization scaling factors were calculated based on the spiked-in E. coli reads obtained from each replicate. Genome coverage files (bigwig) were generated with deepTools v3.5.2 (bamCoverage --binSize 10 --scaleFactor --normalizeUsing RPKM --ignoreForNormalization chrM ChrUn ChrRandom -p max). For IGV genome browser snapshots, average of replicates genome coverage files (bigwig) was generated with deepTools v3.5.2 (bigwigAverage for merging replicates). deepTools v3.5.2 was used to produce heat maps of SMARCA4 CUT&RUN mean read density across CUT&RUN and ATAC-seq peaks.

### Proteomics analysis

Raw data were processed using Proteome Discoverer 2.4 software (Thermo Fisher Scientific). Briefly, spectra were extracted and searched against the *Mus musculus* reference database (Uniprot, 17109 entries) with the native SS18 protein by sequence replaced the bait SS18-V5 protein sequence (used to purify SWI/SNF and ncSWI/SNF but not PBAF complexes^49^) and an in-house database of common contaminant using Mascot (Matrix Science, London, UK; version 2.6.2). Trypsin was selected as the enzyme, with one potential missed cleavage. Precursor ion tolerance was set to 10 ppm and fragment ion tolerance to 0.6 Da. Carbamidomethylation of cysteine was specified as fixed modification. Variable amino acid modification was oxidized methionine. Peptide-spectrum matches were validated using Percolator a target FDR of 0.01 and a Delta Cn of 0.5. For label-free quantification, features and chromatographic peaks were detected using the “Minora Feature Detector” Node with the default parameters. PSM and peptides were filtered with a false discovery rate (FDR) of 1%, and then grouped to proteins with again an FDR of 1% (strict) or 5% (relaxed) and using peptides with high confidence level. Low abundance resampling was used for missing value imputation. Both unique and razor peptides were used for quantitation and protein abundances are calculated as the average of the three most abundant distinct peptide group. The abundances were normalized on the “Total Peptide Amount” and then “Protein abundance based” option was selected for protein ratio calculation and associated *p*-values were calculated with an ANOVA test (individual proteins) and adjusted using Benjamini Hochberg correction.

### Statistical analysis

The statistical tests performed are disclosed in the corresponding Fig. legends. Statistical tests were performed using R.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

Supplementary Dataset 6

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The data supporting the findings of this study are available from the corresponding authors upon request. The next-generation sequencing data generated in this study have been deposited in the GEO server database under accession code GSE268206. The mass spectrometry proteomics data generated in this study have been deposited in the ProteomeXchange Consortium via the PRIDE partner repository database under accession codes PXD054392 and PXD061408. Additionally, we analyzed previously published SMARCA4 ChIP-seq from WT mESCs^49^ and m6A-RIP-seq data from WT human ESCs^55^. Source data for the figures and Supplementary Figs. are provided as a Source Data file. Source data are provided with this paper.

# Supplementary material for: CRISPR screen decodes SWI/SNF chromatin remodeling complex assembly
**Source:** Nat Commun. 2025 May 30;16:5011. doi: 10.1038/s41467-025-60424-x
**Supplement:** Supplementary file 1 — Supplementary Information

# CRISPR screen decodes SWI/SNF chromatin remodeling complex assembly

## Supplementary Information:

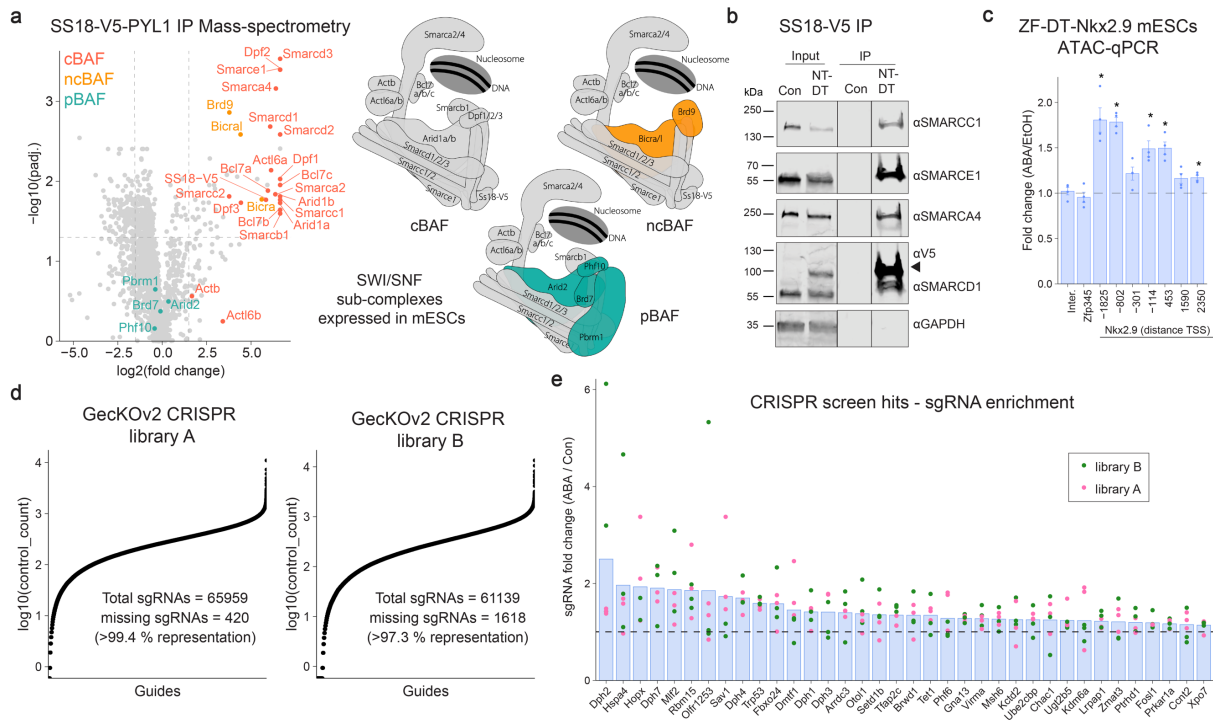

**Supplementary Fig. 1 | Related to Figure 1 Genome-wide CRISPR KO screen reveals novel regulators of SWI/SNF activity.**

**a.** Volcano plot showing proteins detected in the SS18-V5-PYL1 immunoprecipitation mass-spectrometry proteomics analysis. Fold change reflects proteins enriched in ZF-DT-Nkx2.9 mESCs expressing SS18-V5-PYL1 compared to ZF-DT-Nkx2.9 mESCs not expressing the fusion protein. Highlighted in red are the SWI/SNF (cBAF) subunit proteins; in yellow subunits unique to ncBAF and in green subunits unique to pBAF. Only cBAF and ncBAF complexes are pulled-down via the SS18 subunit. P-value calculated using ANOVA and adjusted with Benjamini Hochberg correction (see Methods).

**b.** Western blot analysis of SS18-PYL1-V5 immunoprecipitation using V5-trap magnetic beads, shows pull down of SMARCC1, SMARCE1, SMARCA4 and SMARCD1 subunits in ZF-DT-Nkx2.9 mESCs (NT) but not in the control ZF-DT-Nkx2.9 mESC that do not express SS18-PYL1-V5 (Con) (n = 1). Arrow indicates height of SS18-V5 fusion protein.

**c.** ATAC-qPCR shows a gain in chromatin accessibility at Nkx2.9 locus after ABA induced SWI/SNF-recruitment for 24 hours. qPCR analysis performed using seven primer pairs tiling the Nkx2.9 locus and three control primers (Intergenic, Zfp345 and Rpl12). Fold change normalized to Rpl12. Statistical significance was calculated using two-sided t-test compared to Intergenic (\*significant p-values left to right: p = 0.007; p = 3.5e-5; p = 0.007; p = 0.002; p = 0.028), replicates n = 4.

**d.** Distribution of sgRNAs in library A and B in control cells after GeCKOv2 lentivirus library transduction. Sequencing reveals diverse representation and high coverage of sgRNAs.

**e.** Fold change of sgRNAs in library A and B. Bars represent the mean fold change between ABA treated and EtOH controls. Depicted genes have MAGeCK Enrichment score < 1.00E-4, except for Fos11 (E. score = 1.53E-4), Kdm6a (E. score = 5.99E-3) and Setd1b (E. score = 2.96E-4). n = 6 sgRNAs targeting all mouse genes. Source data are provided as a Source Data file.

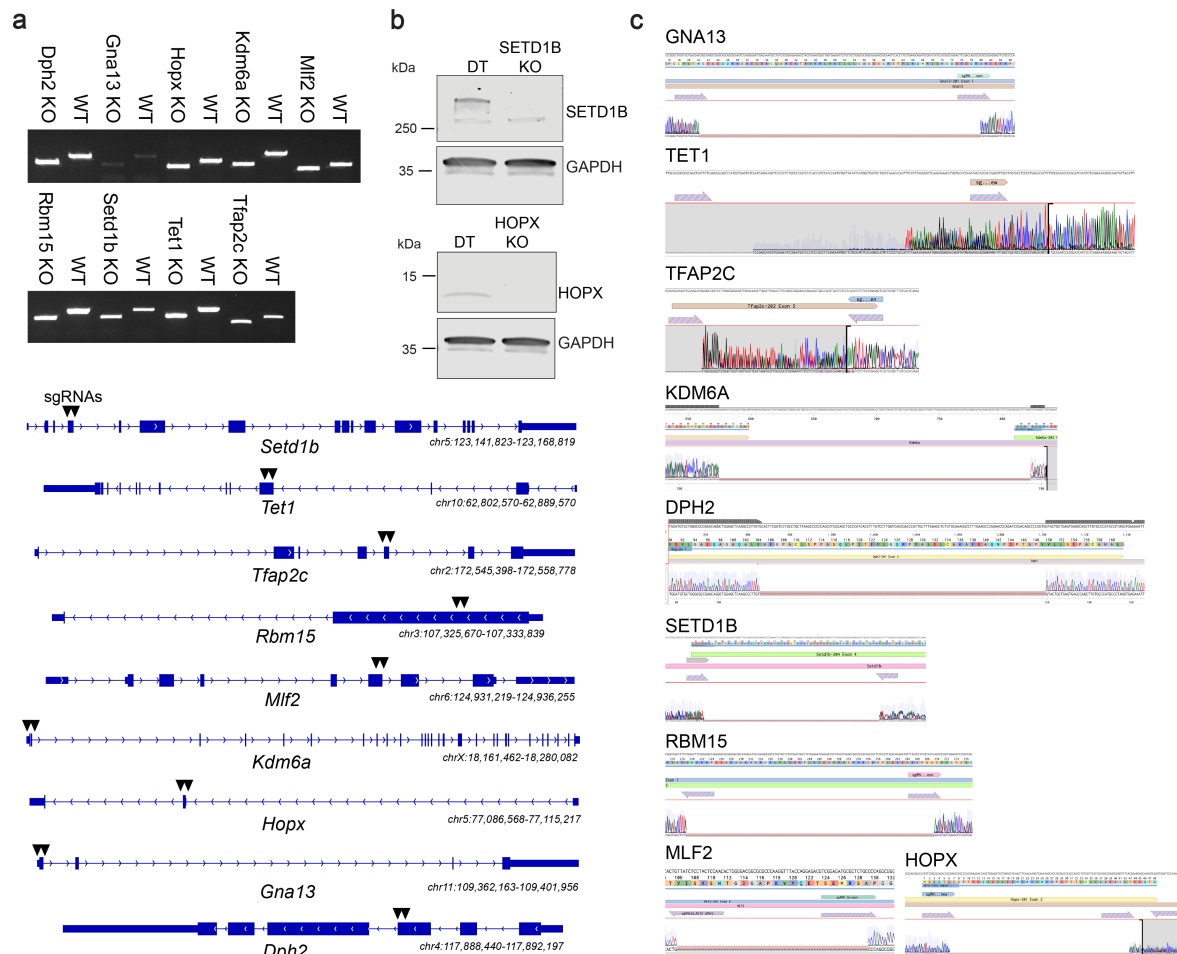

**Supplementary Fig. 2 | Related to Figure 2 Validation of top hits from genetic screen in mESCs.**

**a.** Genotyping PCRs of CRISPR KO mESC lines compared to WT mESCs. Shifted bands indicate successful KO of the target locus. Below, schematic of *Dph2*, *Mlf2*, *Rbm15*, *Hopx*, *Tfap2c*, *Gna13*, *Setd1b*, *Kdm6a* and *Tet1* genomic loci in mouse genome (mm10); black arrows indicate exons targeted by pairs of gRNAs to KO individual genes.

**b.** Western blot analysis of SETD1B and HOPX KO mESC clones (n = 1). Antibodies ordered for TET1, KDM6A and DPH2 did not work. GAPDH as loading control.

**c.** Sanger sequencing analysis shows KO by indel/frameshift of all 9 genes in individual mESC clones. Source data are provided as a Source Data file.

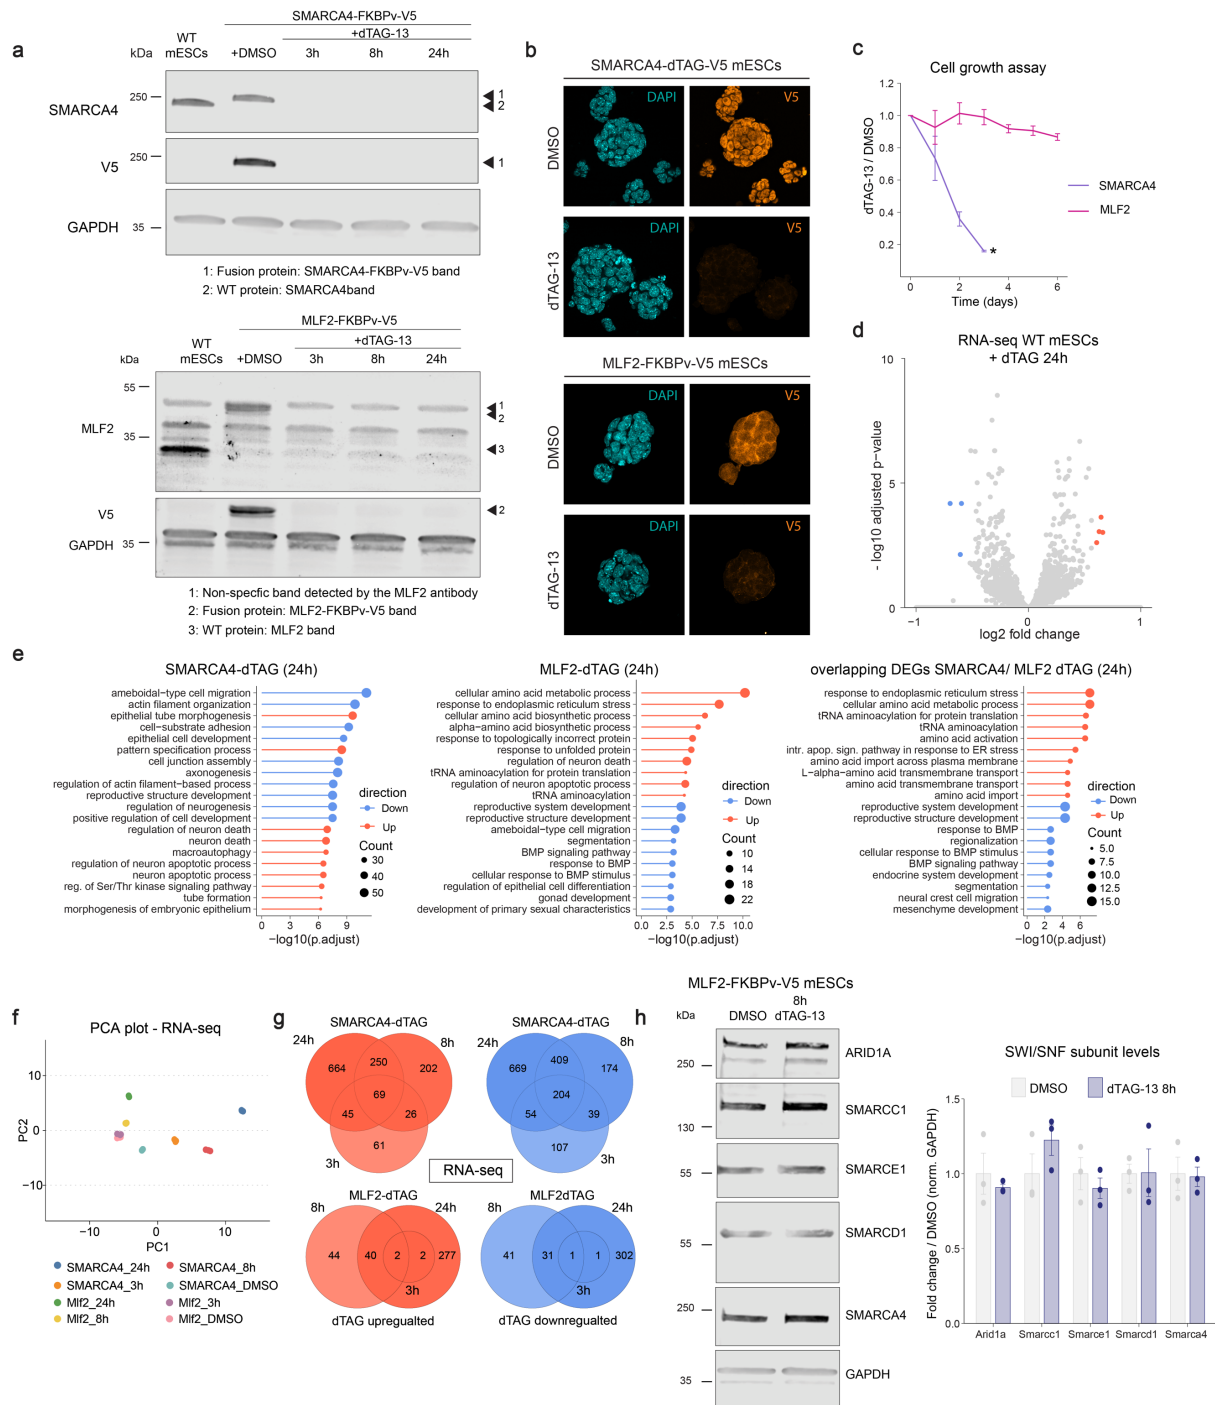

**Supplementary Fig. 3 | Related to Figure 3 MLF2 regulates a subset of SWI/SNF target genes in mESCs.**

**a.** Top: Western blot analysis of SMARCA4 levels in SMARCA4-dTAG mESCs treated with DMSO, 3h, 8h and 24h with dTAG-13 compared to WT mESCs. GAPDH as loading control (n=1). Bottom: Western blot analysis of MLF2 and V5 levels in MLF2-dTAG mESCs treated with DMSO, 3h, 8h and 24h with dTAG-13 compared to WT mESCs. GAPDH as loading control (n = 1). Note: MLF2 antibody detects a non-specific band just above the MLF2-FKBPv-V5 band.

**b.** Confocal images of SMARCA4 and MLF2 dTAG mESCs after 24h of dTAG-13 or DMSO treatment. V5 antibodies used to visualize tagged proteins.

**c.** Growth curve of MLF2-dTAG and SMARCA4-dTAG mESCs treated with dTAG-13. Replicates n = 3, \* indicates complete cell death.

**d.** Volcano plot shows only 7 DEGs in WT mESC after 24h of dTAG-13 treatment compared to DMSO controls. Significantly downregulated genes are colored in blue and upregulated in red (sig. = padj. < 0.05 & |FC| > 1.5; replicates n = 3). Adjusted p-values were calculated using the Benjamini-Hochberg correcting using DESeq2 software, see Methods.

**e.** GO-terms of DEGs from SMARCA4 dTAG and MLF2 dTAG cells after 24h of dTAG-13 treatment.

**f.** PCA plot of RNA-seq samples from MLF2-dTAG and SMARCA4-dTAG mESCs treated with dTAG13 (3h, 8h, 24h) or DMSO. Replicates n = 3.

**g.** Venn diagrams showing overlaps of DEGs from RNA-seq at 3h, 8h and 24h of dTAG-13 treatment in MLF2 and SMARCA4 dTAG treated mESCs. Upregulated genes are shown in red and downregulated genes are shown in blue.

**h.** Left: Western blot analysis of SWI/SNF subunit levels in MLF2 dTAG mESCs, treated with 8h of dTAG-13 or DMSO (n=3). Right: Graph shows quantification of replicates normalized to GAPDH (n=3). Significance calculated using two-sided t-test. Source data are provided as a Source Data file.

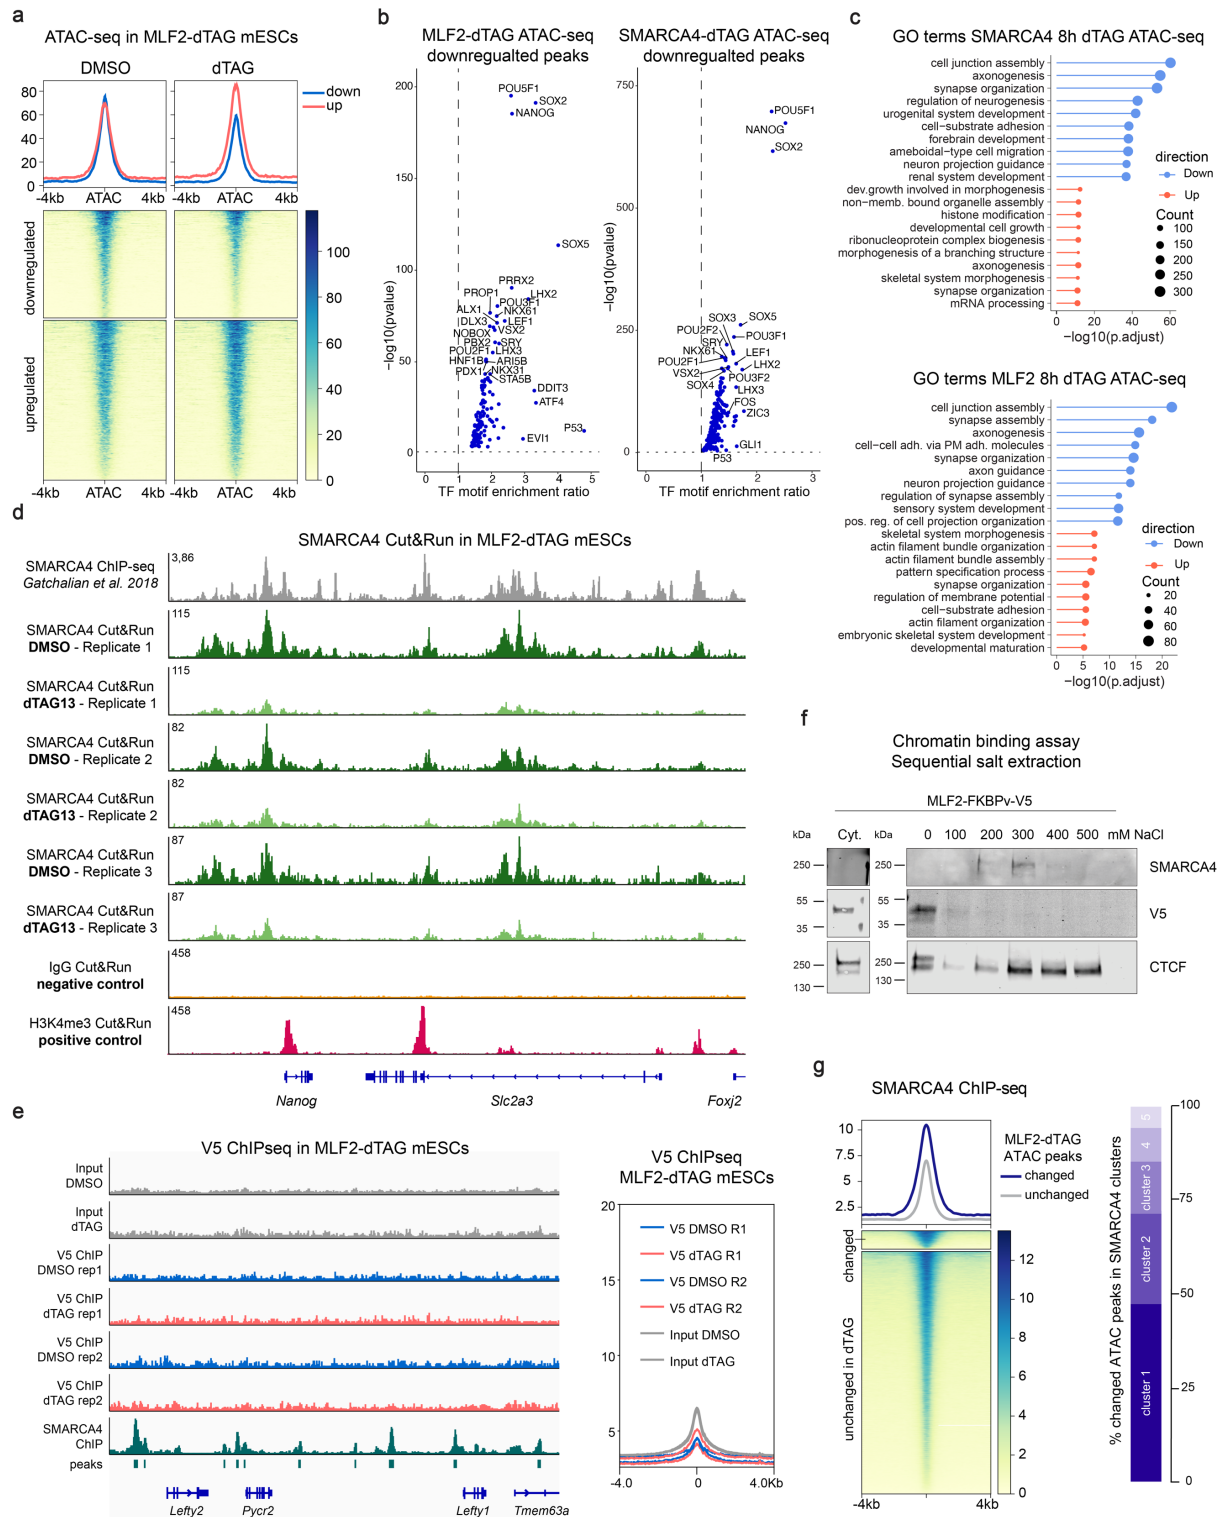

**Supplementary Fig. 4 | Related to Figure 4 MLF2 regulates SWI/SNF chromatin remodeling activity in mESCs.**

**a.** ATAC-seq signal at upregulated and downregulated peaks in MLF2-dTAG mESCs treated with dTAG-13 for 8h compared to DMSO control condition (sig. = padj. < 0.05 & |FC| > 1.5; replicates n = 3). Adjusted p-values were calculated using the Benjamini-Hochberg correcting using DESeq2 software, see Methods.

**b.** Motif analysis of downregulated ATAC peaks at 8h of dTAG-13 treatment in SMARCA4 and MLF2 dTAG mESCs.

**c.** GO-terms of genes associated to changed ATAC-seq peaks in SMARCA4-dTAG and MLF2-dTAG mESCs after 8h of dTAG-13 treatment.

**d.** Genome browser tracks depicting SMARCA4 Cut&Run signal for each replicate (n=3) at the *Nanog* locus in MLF2-dTAG mESCs treated with DMSO or dTAG-13 for 8h. IgG negative control and H3K4me3 positive control Cut&Run assays were performed together with the SMARCA4 Cut&Run assays. 

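CUT&RUN maps where an antibody binds chromatin, and the H3K4me3 and IgG samples, 1 each from DMSO-treated MLF2-dTAG mESCs, are the positive and negative control. The deposited lists hold only the start and end of each peak, as called by MACS2 from reads mapped to GRCm38 with Bowtie2, with no score or height and no replicate. The H3K4me3 list has 28130 entries, 7971 of which repeat an earlier one, which leaves 20159 different peaks. Of these, 75.3% (95% confidence interval 74.7 to 75.9%, exact binomial) lie within 3 kb of a TSS, where H3K4me3 is known to mark active promoters. The IgG list has 26 entries, 4 of them repeated, and 11 of its 22 different peaks (50%; 28.2 to 71.8%) lie within 3 kb of a TSS. The intervals cover counting error only, and the depth of these libraries is unknown. The SMARCA4 samples of the same assay were not analysed here.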

For comparison with published SMARCA4 ChIP-seq data the genome browser tracks from Gatchalian et al.<sup>49</sup> are included above.

**e.** Genome browser tracks depicting V5 ChIP-seq and input signal in MLF2-dTAG mESCs compared to published SMARCA4 ChIP-seq<sup>47</sup> peaks at the *Lefty1* locus (left). V5 ChIP-seq signal compared to input signal shows no enrichment and suggests MLF2 does not bind chromatin (right).

**f.** Sequential salt extraction assay of chromatin bound proteins isolated from MLF2 dTAG mESCs. Cytoplasmic (Cyt.), nuclear and chromatin bound fractions eluted at indicated salt concentrations were loaded for western blot analysis (n=2). MLF2 is localized to the cytoplasm and nucleus but not chromatin bound fractions. As a control we detected CTCF in all fractions, and in particular at high salt concentrations, consistent with its high affinity for chromatin.

**g.** Left: SMARCA4 ChIP-seq signal at changed and unchanged ATAC peaks in MLF2-dTAG mESCs after 8h of dTAG-13 treatment, ranked according to read density. Right: SMARCA4 ChIP-seq data<sup>47</sup> was clustered into 5 clusters with equal numbers of peaks, ranging from high occupancy (1) to low occupancy (5). Graph shows the % of changed ATAC-seq peaks in MLF2-dTAG mESCs in each cluster.

Source data are provided as a Source Data file.

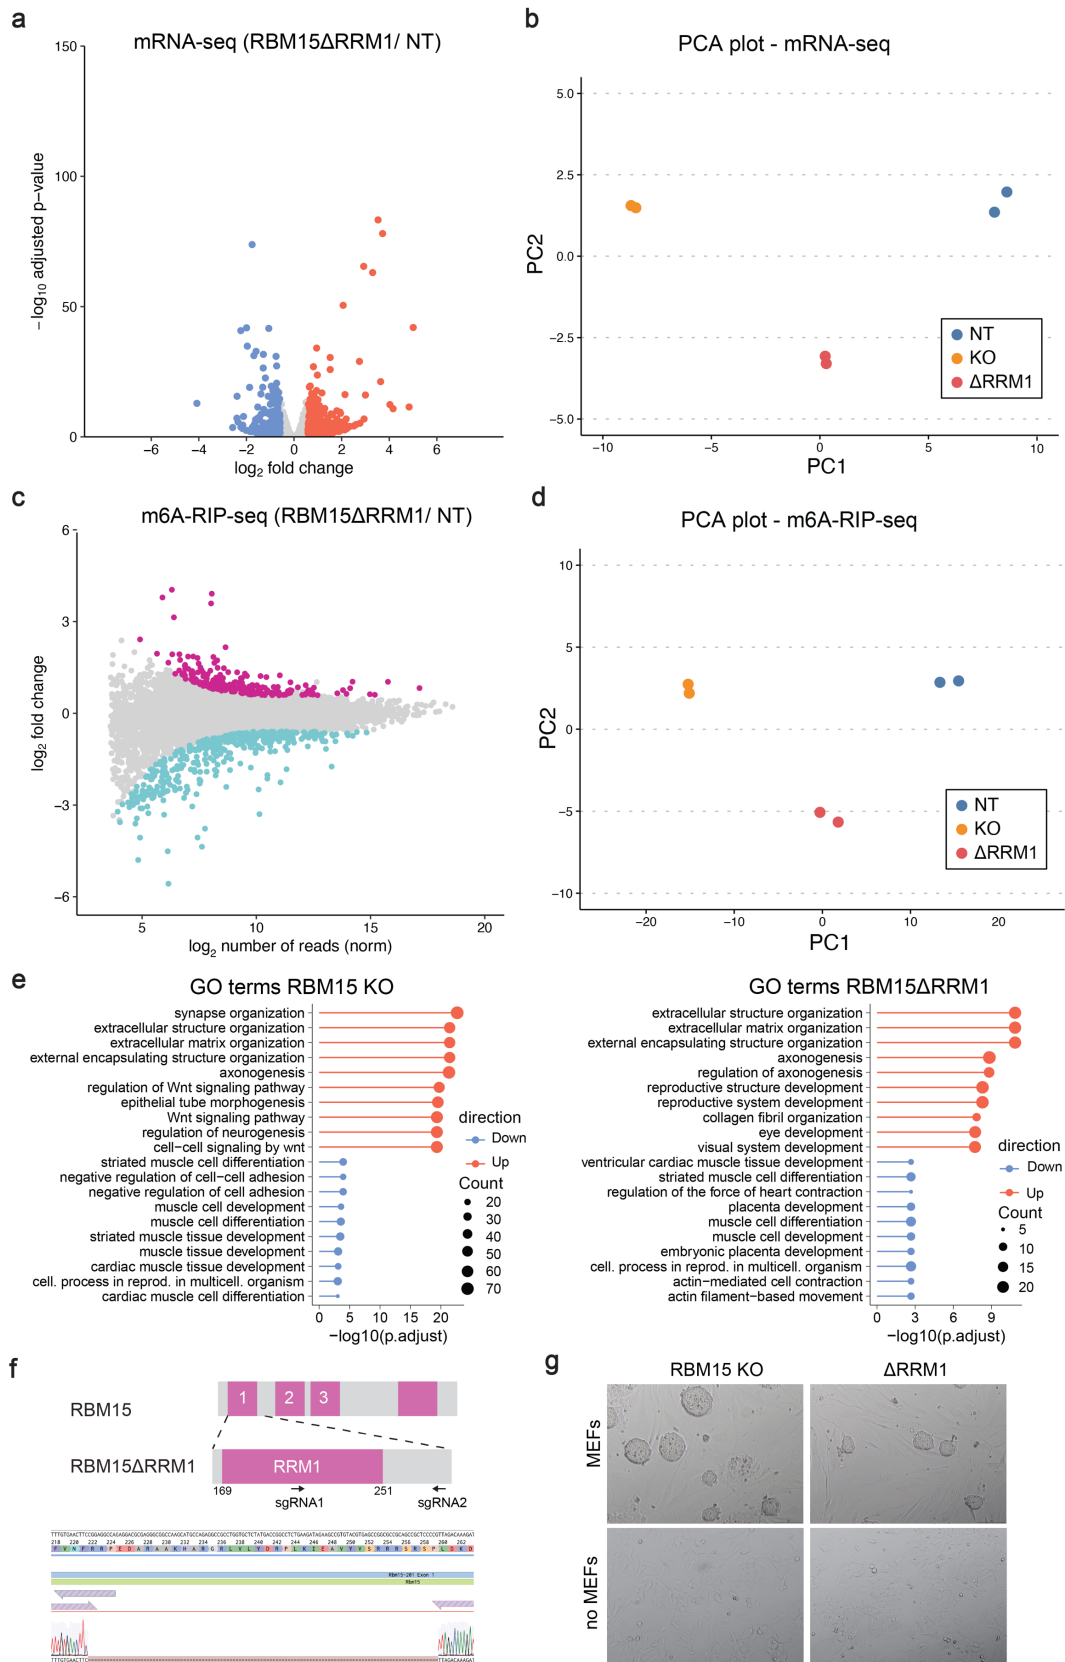

**Supplementary Fig. 5 | Related to Figure 5 RBM15 controls m<sup>6</sup>A methylation on specific SWI/SNF mRNAs.**

**a.** Volcano plot showing differentially expressed genes (DEGs) between NT and RBM15  $\Delta$ RRM1 mutant mESCs ( $n=2$ , FDR < 0.05 and  $|FC| > 1.5$ ). The 265 downregulated genes are labeled in blue, the 253 upregulated genes are in red.

**b.** Plot shows principal component analysis (PCA) for RNA-seq from NT, RBM15 KO and  $\Delta$ RRM1 mESCs.

- c.** MA plot showing differentially m6A modified mRNA peaks between NT and RBM15  $\Delta$ RRM1 mutant mESCs (n=2, FDR < 0.05 and  $|FC| > 1.5$ ). The 232 downregulated peaks are labeled in cyan, the 423 upregulated peaks are in magenta.
- d.** Plot shows principal component analysis (PCA) for m6A-RIP-seq from NT, RBM15 KO and  $\Delta$ RRM1 mESCs.
- e.** GO-term analysis of up- and down-regulated genes in RBM15 KO and  $\Delta$ RRM1 mESCs.
- f.** Schematic of *Rbm15*  $\Delta$ RRM1 disruption strategy in mESCs; black arrows indicate pairs of sgRNAs used to target RRM1. Sanger sequencing analysis confirms in-frame deletion and disruption of RRM1 domain of RBM15.
- g.** Images of RBM15 KO and RBM15  $\Delta$ RRM1 mESCs grown on MEF-feeders and after extended culture in feeder-free conditions (no MEFs).

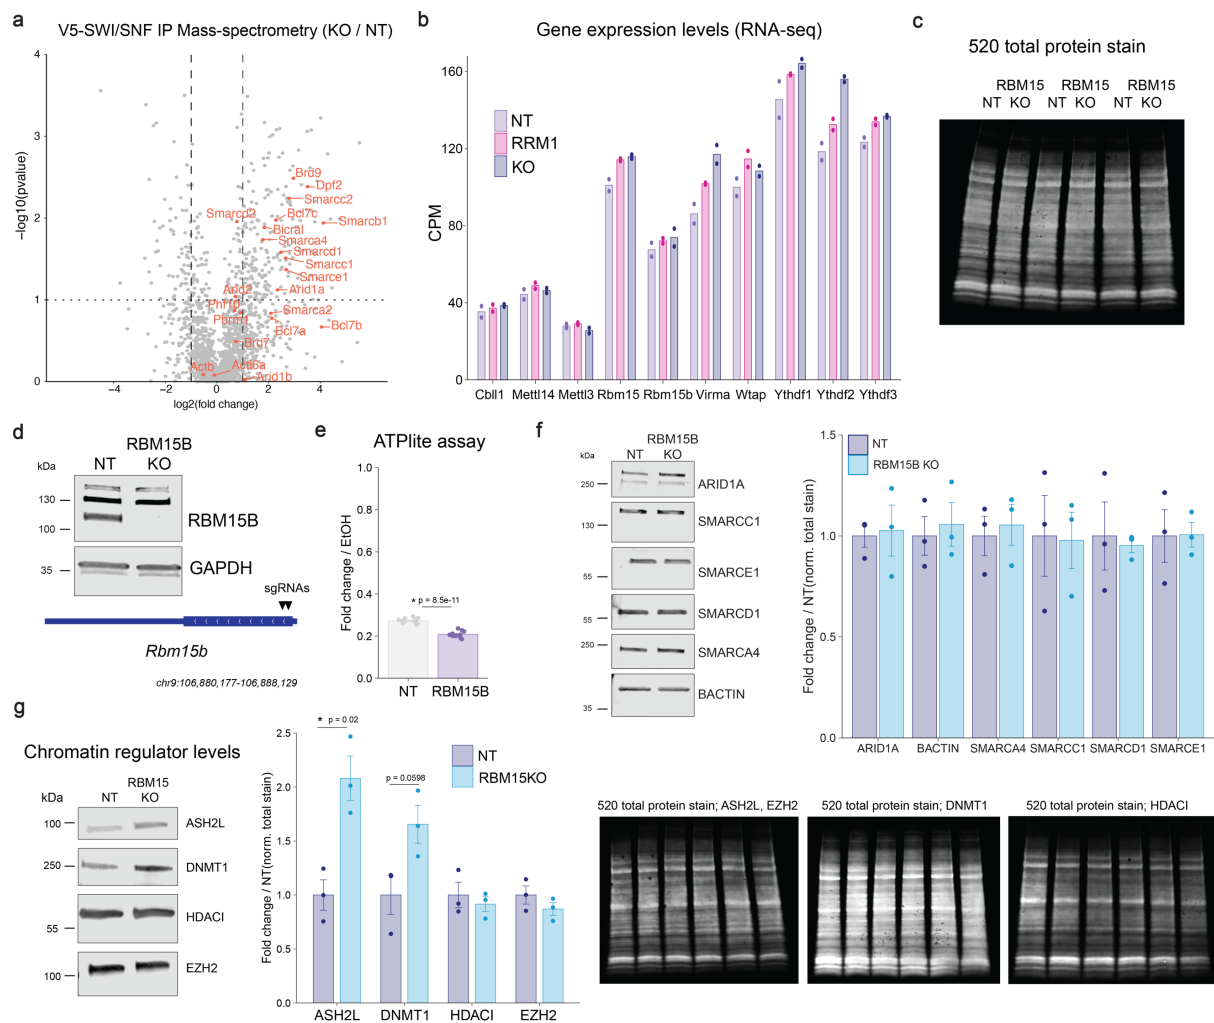

**Supplementary Fig. 6 | Related to Figure 6 RBM15 regulates SWI/SNF complex assembly in mESCs.**

**a.** Volcano plot showing all proteins detected in the V5-SWI/SNF IP-MS proteomics analysis. Fold change reflects protein enriched in RBM15 KO mESCs compared to NT mESCs. Highlighted in red are the SWI/SNF subunit proteins. P-values were calculated using ANOVA testing.

**b.** RNA-seq counts for genes in the m6A RNA methylation pathway in NT, RBM15 KO and  $\Delta$ RRM1 mESCs (n = 2).

**c.** Total protein stain of western blot membrane used for quantification, shows equal loading of protein lysates for analysis of SWI/SNF subunit levels in NT, RBM15 KO and  $\Delta$ RRM1 mESCs.

**d.** Top, Western blot confirms KO of RBM15B (n=1). Below, schematic of the *Rbm15b* locus in the mouse genome (mm10); black arrows indicate exons targeted by pairs of sgRNAs to KO individual genes.

**e.** Plot shows ATPlite cell viability assay results following 48h ABA treatment in NT control and *Rbm15* KO *ZF-DT-Nkx2-9* mESCs.; replicates n = 12; Fold change values are depicted as mean  $\pm$  SEM.

**f.** Left, Western blot analysis of SWI/SNF subunits in RBM15B KO and NT *ZF-DT-Nkx2-9* mESCs (n=3). Right, Graph shows quantification of replicates normalized to total protein stain (n=3). Significance calculated using two-sided t-test. Fold change values are depicted as mean  $\pm$  SEM.

**g.** Left, Western blot analysis of chromatin regulators ASH2L, DNMT1, HDAC1 and EZH2 in RBM15 KO and NT mESCs (n=3). Center, Graph shows quantification of replicates normalized to total protein stain (n=3). Significance calculated using two-sided t-test (\* = p < 0.05). Fold change values are depicted as mean  $\pm$  SEM. Right, Total protein stain used for quantification of western blot membrane shows equal loading of protein lysates for analysis of SWI/SNF subunit levels in NT and RBM15 KO mESCs. Source data are provided as a Source Data file.

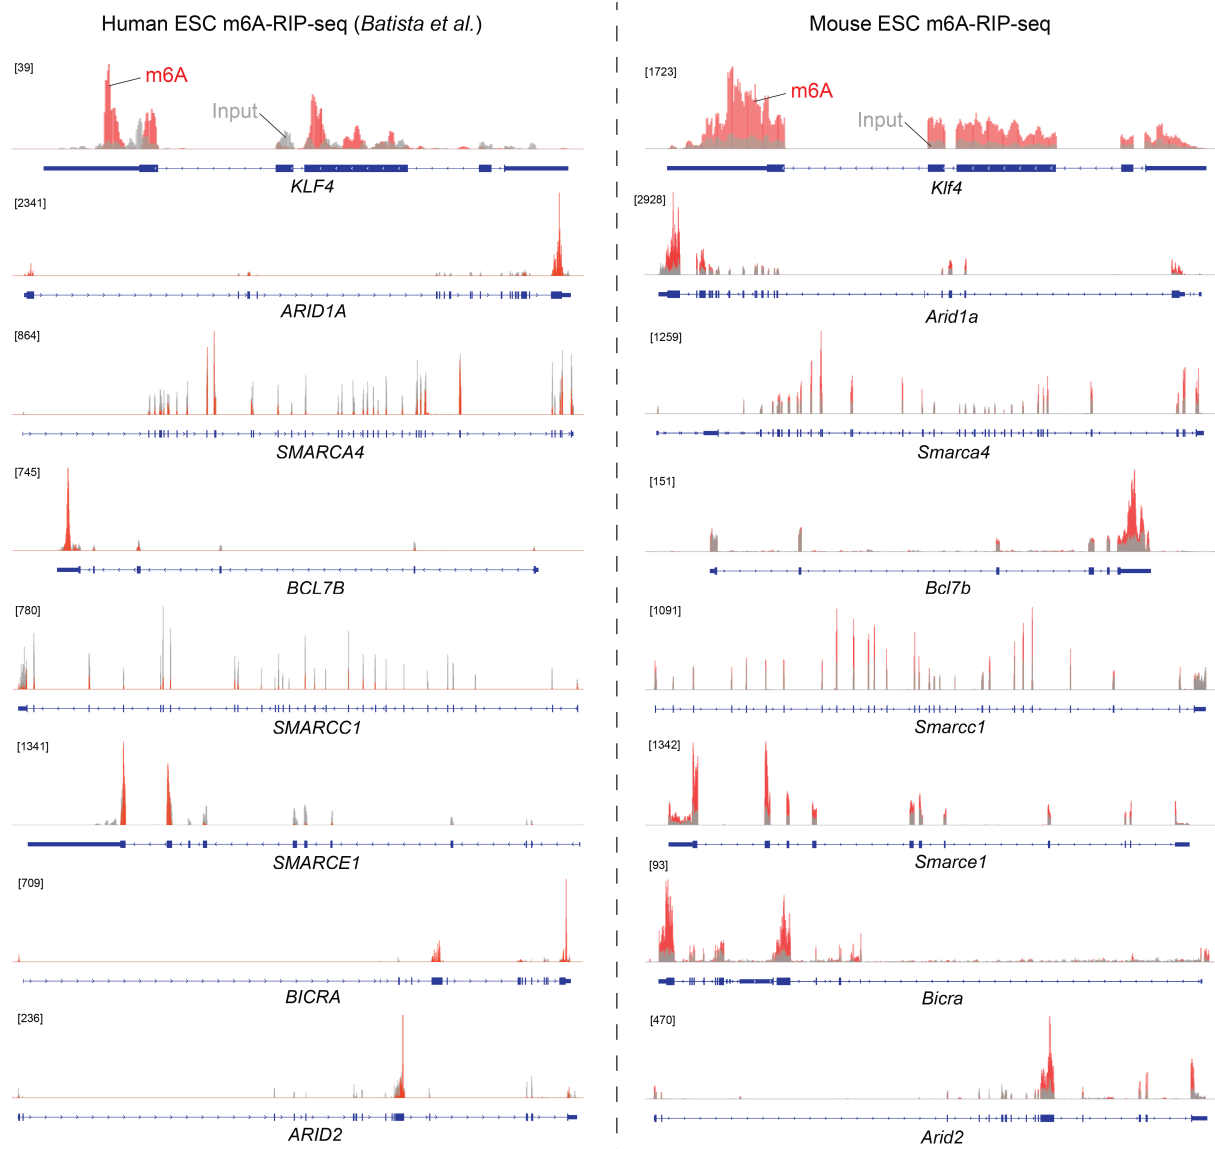

## Supplementary figure 7 | Related to Discussion

Genome browser tracks of m<sup>6</sup>A-RIP-seq data from human and mouse ES cells. The human ES cells data was obtained from a published study by Batista et al.<sup>55</sup> For comparison, the SWI/SNF subunits ARID1A, SMARCA4, BCL7B, SMARCC1, SMARCE1, BICRA and ARID2, as well as the pluripotency gene KLF4, are shown.

# Supplementary material for: CRISPR screen decodes SWI/SNF chromatin remodeling complex assembly
**Source:** Nat Commun. 2025 May 30;16:5011. doi: 10.1038/s41467-025-60424-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**Supplementary Data 1.** MAGeCK analysis of enrichment scores for all mouse genes in CRISPR KO screen of *DT-ZF-Nkx2.9* mESCs. P-values calculated with permutation test using MAGeCK software, see Methods.

**Supplementary Data 2.** DESeq2 analysis of differentially expressed genes from RNA-seq experiments in MLF2-dTAG and SMARCA4-dTAG mESCs treated with dTAG13 for 3h, 8h and 24h (Adjusted p-values were calculated using the Benjamini-Hochberg correcting, see Methods).

**Supplementary Data 3.** DESeq2 analysis of differentially accessible peaks from ATAC-seq experiments in MLF2-dTAG and SMARCA4-dTAG mESCs treated with dTAG13 for 8h (Adjusted p-values were calculated using the Benjamini-Hochberg correcting, see Methods).

**Supplementary Data 4.** DESeq2 analysis of differentially expressed genes and differential m<sup>6</sup>A peaks from RNA-seq and m<sup>6</sup>A-RIP-seq experiments in NT, RBM15 KO and  $\Delta$ RRM1 mESCs (Adjusted p-values were calculated using the Benjamini-Hochberg correcting, see Methods).

**Supplementary Data 5.** Peptide counts and statistical analysis from SWI/SNF IP-MS analysis of NT and Control mESCs, as well as NT and RBM15 KO mESCs. P-values were calculated using ANOVA testing and adjusted with Benjamini Hochberg correction.

**Supplementary Data 6.** List of primers and antibodies used in this study.

# Supplementary material for: CRISPR screen decodes SWI/SNF chromatin remodeling complex assembly
**Source:** Nat Commun. 2025 May 30;16:5011. doi: 10.1038/s41467-025-60424-x
**Supplement:** Supplementary file 9 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No commercial, open source or custom code was used to collect the data in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data analysis   | <div>CRISPR screen MAGECK analysis:<br/>To map reads to corresponding sgRNAs and target genes we used the MAGECK30 v0.5.9.5 software and determined significantly enriched genes using default normalization settings. We applied an Enrichment positive score cut off of 1.00E-4 to identify hits. Output data were plotted with ggplot2.</div> <div>RNA-seq analysis:<br/>Sequencing reads were trimmed using cutadapt73 v3.5 (removal of truseq adapter sequences, polyA sequences, and low-quality reads). Trimmed reads were aligned to the mouse genome (mm10) using STAR74 v2.7.5 (STAROptions, --readFilesCommand zcat --runThreadN 8 --outFilterMultimapNmax 20 --alignSJoverhangMin 8 --alignSJDBoverhangMin 1 --outFilterMismatchNmax 999 --outFilterMismatchNoverLmax 0.6 --alignIntronMin 20 --alignIntronMax 1000000 --alignMatesGapMax 1000000). Gene count matrices were obtained from the aligned reads using featureCounts75 v2.0.3 (-t exon -g gene_id -O -T 4 -s 1 -a GRCm38.102). Differential gene expression analysis between conditions was determined using the R package DESeq276 after pre-filtering genes with low counts (rowSums&gt;10), with significance cut-offs set at FDR &lt; 0.05 and fold change &gt; 1.5 in either direction. Output data were plotted with ggplot2.</div> <div>m6A-RIP-seq analysis:<br/>Sequencing reads were trimmed using cutadapt 3.5 (adapters -m 20 -O 4 -e 0.2 -p). Reads were aligned to the mm10 genome using STAR v2.7.5 (--readFilesCommand zcat --runThreadN 6 --genomeDir GRCm38.102 --outSAMtype BAM SortedByCoordinate --outSAMunmapped Within --outSAMattributes Standard). m6A peaks enriched relative to input mRNA were called using MACS277 v2.7.1 (callpeak --nomodel --keep-dup all -B -q 0.05 --extsize 100 --shift -50 -g mm -t m6A.bam -c input.bam, filtered for score &gt; 200). Peaks from NT, KO and ΔRRM1</div> |

datasets within 100 bp were merged using bedtools v2.30 and the numbers of reads from each replicate overlapping with the peak set was counted using featureCounts v2.0.3 (-T 4 -O -p -a -t exon -g gene\_id). Differential m6A peak calls were determined using the R software DESeq2 after pre-filtering peaks with low counts (rowSums>50), with significance cut-offs set at padj < 0.05 and fold change > 1.5 in either direction. Output data were plotted with ggplot2. For IGV genome browser snapshots, average of replicates genome coverage files (bigwig) were generated with deepTools v3.5.2 (bamCoverage --binSize 10 --normalizeUsing RPKM and bigwigAverage for merging replicates). Genomic features of m6A peaks and the distribution along mRNA transcripts was determined using the R software ChIPSeeker v1.32.1.

#### ATAC-seq analysis:

Sequencing reads were trimmed using cutadapt 3.5 (adapters -m 20 -O 5 -p). Reads were aligned to the mm10 genome using bowtie2 v2.4.4 (--maxins 2000 -p 8 -N 1). Alignments were filtered using samtools v1.12 (view -h -F 1796 -q 20). ATAC peaks were called using MACS2 v2.7.1 (callpeak --format BAMPE --call-summits --shift -75 --extsize 150 --keep-dup all -B --SPMR -g mm -t ATAC.bam). Peaks from all replicates within 1 kb were merged using bedtools v2.30, filtered against the mouse blacklist, and the numbers of reads from each replicate overlapping with the peak set was counted using featureCounts v2.0.3 (-T 4 -O -p -a -t exon -g gene\_id). Differential ATAC peak calls were determined using the R software DESeq2 after pre-filtering peaks with low counts (rowSums>100), with significance cut-offs set at FDR < 0.05 and fold change > 1.5 in either direction. Output data were plotted with ggplot2. For IGV genome browser snapshots, average of replicates genome coverage files (bigwig) was generated with deepTools v3.5.2 (bamCoverage --binSize 10 --normalizeUsing RPKM --ignoreForNormalization chrM and bigwigAverage for merging replicates). Genomic features of ATAC peaks were determined using the R software ChIPSeeker v1.32.1. deepTools v3.5.2 was used to produce heat map of published SMARCA4 ChIP-seq mean read density across ATAC. GREAT software was used to annotate ATAC peaks with genes to determine gene ontology terms associated with changes in accessibility.

#### Cut&Run analysis

Sequencing reads were trimmed using cutadapt 3.5 (adapters -m 20 -O 5 -p). Reads were aligned to the mouse mm10 and E. coli K12 MG1655 genomes using bowtie2 v2.4.4 (-p 8 --very-sensitive --no-unal --no-mixed --no-discordant --dovetail -X 1000). Alignments were filtered using samtools v1.12 (view -h -F 1796 -q 20). Cut&Run peaks in mm10 were called using MACS2 v2.7.1 (callpeak --format BAMPE --nomodel --call-summits --shift -100 --extsize 200 --keep-dup all -B -g mm). Peaks from all replicates within 1 kb were merged using bedtools v2.30. Normalization scaling factors were calculated based on the spiked-in E. coli reads obtained from each replicate. Genome coverage files (bigwig) were generated with deepTools v3.5.2 (bamCoverage --binSize 10 --scaleFactor --normalizeUsing RPKM --ignoreForNormalization chrM ChrUn ChrRandom -p max). For IGV genome browser snapshots, average of replicates genome coverage files (bigwig) was generated with deepTools v3.5.2 (bigwigAverage for merging replicates). deepTools v3.5.2 was used to produce heat maps of SMARCA4 Cut&Run mean read density across Cut&Run and ATAC-seq peaks.

#### ChIP-seq analysis:

Note: For V5-MLF2 ChIP-seq experiments in mES cells, we did not detect any signal enrichment compared to the inputs and therefore have not uploaded this dataset on the GEO server.

Sequencing reads were trimmed using cutadapt 3.5 (adapters -m 20 -O 5 -p). Reads were aligned to the mm10 genome using bowtie2 v2.4.4 (--sensitive -p 8). Alignments were filtered using samtools v1.12 (view -h -F 1796 -q 20). V5-ChIP peaks enriched relative to inputs were called using MACS2 v2.7.1 (callpeak --format BAMPE -g mm), however < 100 peaks were called in all replicates, suggesting no enrichment relative to input. For IGV genome browser snapshots, genome coverage files (bigwig) were generated with deepTools v3.5.2 (bamCoverage --binSize 10 --normalizeUsing RPKM).

#### Proteomics analysis:

Raw data were processed using Proteome Discoverer 2.4 software (Thermo Fisher Scientific). Briefly, spectra were extracted and searched against the Mus musculus reference database (Uniprot, 17109 entries) with the native SS18 protein by sequence replaced the bait SS18-V5 protein sequence (used to purify SWI/SNF and ncSWI/SNF but not PBAF complexes<sup>47</sup>) and an in-house database of common contaminant using Mascot (Matrix Science, London, UK; version 2.6.2). Trypsin was selected as the enzyme, with one potential missed cleavage. Precursor ion tolerance was set to 10 ppm and fragment ion tolerance to 0.6 Da. Carbamidomethylation of cysteine was specified as fixed modification. Variable amino acid modification was oxidized methionine. Peptide-spectrum matches were validated using Percolator a target FDR of 0.01 and a Delta Cn of 0.5. For label-free quantification, features and chromatographic peaks were detected using the “Minora Feature Detector” Node with the default parameters. PSM and peptides were filtered with a false discovery rate (FDR) of 1%, and then grouped to proteins with again an FDR of 1% (strict) or 5% (relaxed) and using peptides with high confidence level. Low abundance resampling was used for missing value imputation. Both unique and razor peptides were used for quantitation and protein abundances are calculated as the average of the three most abundant distinct peptide group. The abundances were normalized on the “Total Peptide Amount” and then “Protein abundance based” option was selected for protein ratio calculation and associated p-values were calculated with an ANOVA test (individual proteins).

#### Statistical analysis:

The statistical tests performed are disclosed in the corresponding figure legends. Statistical tests were performed using R.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data derived from next-generation sequencing assays have been deposited on the GEO server (GSE268206). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository with the dataset identifier PXD054392 and PXD061408. Additionally, we analyzed previously published SMARCA4 ChIP-seq from WT mESCs (Gatchalian, J., Malik, S., Ho, J., Lee, D.-S., Kelso, T.W.R., Shokhirev, M.N., Dixon, J.R., and Hargreaves, D.C. (2018)) using bigwig and bed files obtained from the cistrome server. Additionally, we analyzed m6A-RIP-seq data from WT human ESCs (Batista et al., Cell Stem Cell (2014)), using Bigwig files obtained from GEO server. All data are publicly available. All analyses were performed using previously published or developed tools, as

indicated in Methods. Details on the bioinformatics pipeline and scripts used to run these published analysis tools can be found at <https://github.com/NLykoskoufis/BraunLabPipeline>.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

Reporting on race, ethnicity, or other socially relevant groupings

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

#### Primary Antibodies

Antibody Company Reference number Application Dilution  
 V5 Abcam ab15828 ChIP 1:100  
 SMARCC1 Cell Signaling 11956 ChIP 1:100  
 V5 Invitrogen 46-0705 Western blot 1:5000  
 GAPDH Sigma G8795 Western blot 1:100.000  
 GAPDH Santa Cruz sc-32233 Western blot 1:10'000  
 V5 Invitrogen 46-0705 IF 1:250  
 SMARCA4 Abcam ab110641 IF 1:250  
 RBM15 Proteintech 10587-1-AP Western blot 1:1000  
 B-ACTIN Abcam ab8227 Western blot 1:2000  
 ARID1A Cell Signalling D2A8U Western blot 1:1000  
 SMARCC1 Cell Signaling 11956 Western blot 1:1000  
 SMARCE1 Bethyl a300810a Western blot 1:2000  
 SMARCD1 Santa Cruz sc-135843 Western blot 1:1000  
 SMARCA4 Santa Cruz sc-374197 Western blot 1:1000  
 SETD1B Proteintech 55005-1-AP Western blot 1:1000  
 HOPX Proteintech 11419-1-AP Western blot 1:1000  
 MLF2 Proteintech 11835-1-AP Western blot 1:1000  
 RBM15B Proteintech 22249-1-AP Western blot 1:1000  
 DNMT1 Active motif 39204 Western blot 1:1000  
 HDAC1 Abcam ab7028 Western blot 1:1000  
 EZH2 BD Biosciences 612666 Western blot 1:1000  
 ASH2L Novus nb600-281 Western blot 1:1000

#### Secondary Antibodies

Antibody Company Reference number Application Dilution  
 rabbit IgG 488 Invitrogen A11008 IF 1:1000  
 mouse IgG 568 invitrogen A11031 IF 1:1000  
 mouse IgG 680 Licor 925-68070 Western blot 1:10.000  
 rabbit IgG 800 Licor 925-32211 Western blot 1:10.000  
 mouse IgG 800 Licor 925-32210 Western blot 1:10.000  
 rabbit IgG 680 Licor 925-68071 Western blot 1:10.000

### Validation

V5 (37 citations) <https://www.abcam.com/en-us/products/primary-antibodies/v5-tag-antibody-ab15828>  
 SMARCC1 (72 citations) <https://www.cellsignal.com/products/primary-antibodies/smarcc1-baf155-d7f8s-rabbit-mab/11956>  
 V5 (145 citations) <https://www.thermofisher.com/antibody/product/V5-Tag-Antibody-clone-SV5-Pk1-Monoclonal/R960-25>  
 GAPDH (>1000 citations) <https://www.sigmaaldrich.com/CH/en/product/sigma/g8795>  
 V5 (>1000 citations) <https://www.thermofisher.com/antibody/product/V5-Tag-Antibody-clone-SV5-Pk1-Monoclonal/R960-25>  
 SMARCA4 (109 citations) <https://www.abcam.com/en-us/products/primary-antibodies/brg1-antibody-epncir111a-ab110641>  
 RBM15 (40 citations) <https://www.ptglab.com/products/RBM15-Antibody-10587-1-AP.htm>  
 B-ACTIN (>1000 citations) <https://www.abcam.com/en-us/products/primary-antibodies/beta-actin-antibody-ab8227>  
 ARID1A (119 citations) <https://www.cellsignal.com/products/primary-antibodies/arid1a-baf250a-d2a8u-rabbit-mab/12354>  
 SMARCE1 (33 citations) <https://www.fortislife.com/products/primary-antibodies/rabbit-anti-baf57-smarce1-antibody/BETHYL-A300-810>  
 SMARCD1 (24 citations) <https://www.scbt.com/p/baf60a-antibody-23>  
 SMARCA4 (15 citations) <https://www.scbt.com/fr/p/brg-1-antibody-h-10>  
 SETD1B (7 citations) <https://www.ptglab.com/products/SETD1B-Antibody-55005-1-AP.htm>  
 HOPX (34 citations) <https://www.ptglab.com/products/HOPX-Antibody-11419-1-AP.htm>  
 MLF2 (2 citations) <https://www.ptglab.com/products/MLF2-Antibody-11835-1-AP.htm>  
 RBM15B (12 citations) <https://www.ptglab.com/products/RBM15B-Antibody-22249-1-AP.htm>  
 DNMT1 (14 citations) <https://www.activemotif.com/catalog/details/39204/dnmt1-antibody-mab>  
 HDAC1 (248 citations) <https://www.abcam.com/en-us/products/primary-antibodies/hdac1-antibody-ab7028>  
 EZH2 (85 citations) <https://www.bdbiosciences.com/en-ch/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-ezh2.612666>  
 ASH2L (1 citation) [https://www.novusbio.com/products/ash2l-antibody\\_nb600-281](https://www.novusbio.com/products/ash2l-antibody_nb600-281)

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

### Cell line source(s)

Mouse embryonic stem cells derived from male blastocysts of mixed 129-C57Bl/6 background (159.2 mESCs)  
 Human embryonic kidney cells (HEK 293T)  
 Mouse embryonic fibroblasts (MEF DR4)

### Authentication

HEK 293T and MEF DR4 cells were ordered from ATCC. 159.2 mESCs were obtained from R. Murr (UNIGE).  
 For genome engineering authentication, KO and KI cell lines were confirmed by genotyping PCR, Sanger sequencing and Western blot analysis when working antibodies were available.

### Mycoplasma contamination

All cell lines tested negative for mycoplasma contamination.

Commonly misidentified lines  
(See [ICLAC](#) register)

None

## Plants

### Seed stocks

*Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.*

### Novel plant genotypes

*Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.*

### Authentication

*Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.*

How the deposited data were processed for this re-analysis (not part of the article)

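The deposited data cover 56 samples of mESCs. They are 24 libraries of 3' RNA-seq and 12 of ATAC-seq from SMARCA4-dTAG and MLF2-dTAG mESCs treated with 500 nM dTAG-13 or DMSO, 6 libraries of input mRNA and 6 of m6A-RIP from NT, Rbm15 KO and RBM15 ΔRRM1 mESCs, and 8 CUT&RUN samples. RNA-seq was performed at 3, 8 and 24 h of treatment and ATAC-seq at 8 h. Each condition has 3 libraries in RNA-seq and ATAC-seq and 2 in the mRNA and m6A experiments. The libraries of MLF2-dTAG mESCs are named here by the times in their labels.

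The notes of the submitters state that ATAC-seq reads were trimmed with cutadapt 3.5, mapped with Bowtie2 2.4.4, processed with SAMtools 1.12 and bedtools 2.30, and that peaks were called with MACS2 2.7.1 and counted with featureCounts 2.0.3. For the mRNA and m6A libraries they name cutadapt 3.5, STAR 2.7.5, bedtools 2.30 and featureCounts 2.0.3, and for CUT&RUN also deepTools 3.5.2. For the 24 libraries of 3' RNA-seq they list no tools, and the methods of the paper were used. All count files hold raw counts. RNA-seq values are reads per gene, mRNA values are fragments per gene, ATAC-seq values are fragments per merged peak after removal of blacklisted regions, and m6A values are fragments of the RIP libraries per merged peak, not divided by the input. The CUT&RUN files are lists of peak positions without scores. Coordinates are on GRCm38, the build of both the authors' Ensembl annotation and the reference used here for gene models and sequence, and gene symbols are those of the count files.

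Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, data.table 1.17.8, GenomicRanges 1.54.1, rtracklayer 1.62.0 and Biostrings 2.70.1. Genes with a sum of more than 10 counts, ATAC-seq peaks with more than 100 and m6A peaks with more than 50 over the libraries fitted together were tested, which are the minimums of the paper. One model was fitted per dTAG line and assay, and 1 each for all mRNA and all m6A libraries, with TMM factors and edgeR's quasi-likelihood F test. A gene or peak is called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change over 1.5. The standard error of a log2 fold change is its size divided by the square root of F. Adjusted p-values of genes and peaks are from edgeR throughout, also where a sentence does not repeat it. Differences between the responses of both lines, and between an m6A peak and its mRNA, were tested as interaction terms in edgeR at an adjusted p under 0.05, the latter with the fold-change threshold of 1.5 as well. Overlaps were tested with 2-sided Fisher's exact tests over the genes or peaks tested in both comparisons, and the expected overlap is the one of independent calls. Peaks were assigned to the TSS within 3 kb and, for genes near changed peaks, within 50 kb. The motif search on the reference sequence allowed 2 mismatches, and the logistic regression on motifs used peak length and GC content, its p taken over peaks and not over libraries.

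Of 37 gene lists, fixed before the data were examined, members with a mean of at least 0.5 CPM were used. They are BMP and SMAD targets, Nodal and activin targets, Wnt targets, p53 targets, integrated stress response targets, cytosolic tRNA synthetases, ER chaperones, heat shock genes, Hox genes, naive pluripotency, primed and formative pluripotency, mesoderm and primitive streak, neuroectoderm, axon guidance, primitive endoderm, trophectoderm and placenta, skeletal and cardiac muscle, 2-cell-like genes, actin cytoskeleton and cell adhesion, fibroblast markers, imprinted genes, X-inactivation and Y genes, mitochondrially encoded genes, replication-dependent histones, the m6A pathway, the 29 SWI/SNF subunits that the paper lists in Fig. 5k, and 11 families of chromatin regulators. For each list, calls were counted over all genes tested and adjusted over the list alone. Lists were also tested with limma's camera at a correlation of 0.01 between genes, again with an estimated correlation, and with fry. The camera p-values are adjusted over the lists of a comparison.

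Genes and peaks are named by a rule. It takes every gene or locus that the paper names for the experiment. It adds the 8 genes with the largest rise and the 8 with the largest fall per comparison, among called genes with a mean of at least 5 CPM in which every treated library lies beyond every control library, leaving out symbols that are only clone or predicted-gene numbers. From each list it takes the 4 called members with the largest change or, with no call, the 2 of highest level. From each ATAC-seq and m6A comparison it takes the 4 largest called peaks in each direction with a mean count of at least 50, and every called peak of a gene that the paper names. The text prints part of what the rule gives. The figures and tables of the paper had been seen before the rule was written. Among all tested genes, every treated library lay beyond every control library in 23.5, 29.2 and 34.5% at 3, 8 and 24 h in SMARCA4-dTAG and in 18.3, 10.3 and 25.0% in MLF2-dTAG mESCs, where chance gives 10%.

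The total count was 7278762 to 18831373 per RNA-seq library in SMARCA4-dTAG (median 12593384) and 7574897 to 20251150 in MLF2-dTAG mESCs (median 11004208), 3632423 to 5255479 (median 4588264) and 8016375 to 11571885 (median 9244928) per ATAC-seq library in the same order, 58004664 to 75067676 per mRNA library (median 69802478) and 44270263 to 68099135 per m6A library (median 54204990). Library pairs of a condition differed by more than counting error, with a chi-squared per degree of freedom between 1.90 and 2.13 for ATAC-seq and between 3.69 and 46.6 for the other assays, so counting error, which the depth sets, is a large part of the spread in ATAC-seq and a smaller part elsewhere. Fits were tested on simulated data in which 200 genes or peaks were changed. At these depths and numbers of libraries, 85 to 97% of 2-fold and 97 to 100% of 4-fold changes were recovered, with 3 to 13 false calls. For m6A relative to mRNA 87 and 96% were recovered, with 10 false calls. These values are not split by count level, so they do not give the recovery for genes or peaks near the count minimums.

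The alternatives set before the data were examined were DESeq2, RLE and total-count scaling, edgeR's filterByExpr and no filter on low counts, a term for the replicate number, no fold-change threshold, leaving out each library in turn, fits of only the 2 groups compared or of both lines together, cyclic loess offsets for ATAC-seq, and a minimum sum of 200 counts for m6A peaks. For correlations they were all genes or peaks tested, Spearman's rho, and DESeq2. For promoters they were a distance of 1 kb, and for H3K4me3 at least 50% of the peak covered. For m6A relative to mRNA they included a minimum of 5 CPM of the mRNA. No peak list of the SMARCA4 CUT&RUN samples and no counts of the screen or the Western blots are among the data used here, and these enter no result. Of the authors' tables, part of the sheets on mRNA could be read and none of the sheet on m6A, so these enter only the differences from the paper's values.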

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

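The comparisons of both lines at 3 h and 8 h and the regroupings of their libraries were chosen only after the results were seen. So were the splits of the DMSO libraries and the tests of the labelled times and of the direction of the m6A changes. The tests of a single fibroblast source and of a pluripotency shift were also chosen then. For feeder fibroblasts, the marker list and Col1a1, Col1a2, Col3a1 and Fn1 were named before.

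In data on the lines that the paper compares by overlap, the responses to dTAG-13 differed between SMARCA4-dTAG and MLF2-dTAG mESCs by a test of the difference itself in edgeR, for 178 of 22086 genes in the libraries labelled 3 h, 1189 in those labelled 8 h and 2052 at 24 h, and for 18416 of 84032 ATAC-seq peaks. When the libraries of each line were regrouped in 40 ways, the real grouping included, 2 groupings gave as many genes as the real one at 24 h or more (2052, highest other 2628) and 2 gave as many peaks (18416, highest other 20121). The other grouping as large keeps the real groups of SMARCA4-dTAG mESCs and mostly reverses those of MLF2-dTAG mESCs, so it holds a real response, and these counts leave open whether chance is excluded. Of the 39 other groupings, the 5 that gave any gene and the 3 that gave any peak each keep the real groups of 1 line or exchange them.

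In genes that the paper does not discuss, KO mESCs differed from NT mESCs beyond the spread of the NT libraries. The imprinted noncoding RNA H19 was higher, with a log2 fold change of 7.04, and Mirg and Rian of the Dlk1-Meg3 domain were lower, at -7.58 and -8.35. Of the Y-linked genes, Uty was at -4.66, Ddx3y at -6.41 and Eif2s3y at -6.08.

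The paper places the RNA-seq samples of both lines in a shared plot of principal components and reports no test between their DMSO-treated cells. These DMSO-treated cells differed in 299 genes (117 higher and 182 lower in SMARCA4-dTAG mESCs) and 4969 ATAC-seq peaks (2331 higher and 2638 lower). By DESeq2, 305 genes and 3674 peaks differed, and of these peaks 2127 were higher and 1547 lower. Of 10 splits of these libraries, too few for a share under 0.05, the real one gave the highest count for genes (299, highest other 6) and for peaks (4969, highest other 0). Mirg (3.15), Meg3 (2.77) and H19 (2.69) were higher in SMARCA4-dTAG mESCs, and Sox17 (-2.18), Dab2 (-2.23) and Lama1 (-1.70), genes of primitive endoderm, were lower. The lines and any batches of their libraries cannot be told apart.

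In MLF2-dTAG mESCs the libraries labelled 3 h gave 212 called genes and those labelled 8 h gave 6 (3 without replicate 2 labelled 8 h), fewer at the later time. A lower depth of the libraries labelled 8 h is argued against by their median total count of 11708760, above the 9907023 of those labelled 3 h. An exchange of the labels cannot be told apart from the labels as given, since fold changes labelled 3 h correlated over the 9588 genes with at least 5 CPM in the DMSO libraries with those of SMARCA4-dTAG mESCs at 3 h (r = 0.502) and less at 8 h (r = 0.119), and those labelled 8 h with r = 0.129 and 0.0743, which would speak against it only if both lines respond in the same order in time. A candidate explanation that stays open is an early response that fades, since the genes called at 3 h had a median log2 fold change in their direction of 0.61 at 3 h, 0.093 at 8 h and 0.43 at 24 h in SMARCA4-dTAG mESCs. No other technical explanation was tested.

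In Rbm15 KO mESCs more m6A peaks were lower than higher, 3059 against 2088, Klf4 and Nanog peaks among the lower and Smarcc1 peaks among the higher ones. An exchange of KO and NT RIP libraries is argued against by the correlation of peak and mRNA fold changes over every tested peak (r = 0.596), which an exchange in the RIP libraries alone would make negative. Whether scaling contributes stays open. At least 59.4% of the called peaks were lower under TMM, RLE and total-count scaling. RLE and total-count scaling moved the median log2 fold change of all peaks by -0.0059 and -0.065 from TMM, so neither could turn the direction. None of these could show a loss common to all peaks. A loss of m6A beyond the change in mRNA may contribute, since 72.7% of the 2715 peaks called relative to their mRNA were lower.

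Of 29 fibroblast markers, 18 were higher in Rbm15 KO and 15 in ΔRRM1 mESCs, collagen genes among them. Feeder fibroblasts carried over may contribute, since the markers had a median log2 fold change of 0.82 in KO mESCs. Col1a1, an abundant fibroblast mRNA, went from 4.91 to 14.4 CPM. Fn1 had a log2 fold change of 0.46 (adjusted p = 8.92e-07) from 1452 CPM in NT mESCs. That is under 1.5-fold but a larger rise in CPM than that of Col1a1. Whether feeders could give rises of both sizes was not tested. Of the 29 markers, 24 are also at 1 CPM or more in NT mESCs and 1 is in another list. As the single source of all listed genes called higher in both mutants, feeders are argued against, as 1 source would give 1 ratio. The rise in CPM in KO over that in ΔRRM1 mESCs was highest for Thy1 (2.27, 95% interval 1.19 to 3.36). It was lowest for Col1a2 (0.372, 0.246 to 0.497), and the intervals are not adjusted for this choice. Mmp2 (2.10, 1.38 to 2.82) lay near Thy1, and Lox (0.400) and Bgn (0.410) near Col1a2. Feeders as a common source of only part of these genes, such as Col1a2, Lox and Bgn, are left open. A shift from naive toward primed pluripotency cannot be told apart from feeders, since the primed list had a median of 0.72 and no library here holds either kind of cell alone. Both mutants were grown on MEFs that were withdrawn before the experiments, by the methods of the paper, and no sort against MEFs is described. They also state that both mutants started differentiating when kept long without feeders, which is why early passages were used.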

How the results depend on the processing

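The correlations by DESeq2 over all genes or peaks tested and the DESeq2, RLE and replicate-term fits of the DMSO libraries and of both lines at 3 h and 8 h were chosen only after seeing the data. No total or correlation was reversed, but shares of higher ATAC-seq peaks against peaks not called were. H3K4me3 overlap of the higher peaks was below that of peaks not called in both lines, and above it by DESeq2. In MLF2-dTAG mESCs 33.7% of the higher peaks lay within 3 kb of a TSS, against 30.3% of peaks not called. With loess offsets these shares were 27.4% and 30.3%. Which direction had more calls also depended on the setting. In SMARCA4-dTAG mESCs at 8 h, 786 genes were higher and 705 lower with total-count scaling. The sides were near equal in MLF2-dTAG mESCs and turned at 3 h with DESeq2 (102 higher, 101 lower), RLE (109 and 106), filterByExpr (106 and 100) and on leaving out each of the libraries compared, and at 24 h with no filter on low counts (367 and 356), the replicate term (356 and 354), only the 2 groups compared (396 and 389) and without 24 h replicate 2 or 3 or any DMSO library. They turned for ΔRRM1 mRNAs with only the 2 groups compared (317 and 350), between the MLF2-dTAG libraries labelled 3 h and 8 h with DESeq2 (84 and 75) and between the DMSO-treated lines for peaks with DESeq2 (2127 and 1547). Without the fold-change threshold they turned for SMARCA4-dTAG genes at 3 h (912 and 894), MLF2-dTAG genes at 3 h (232 and 193) and 24 h (1002 and 953) and between 3 h and 8 h (183 and 141), MLF2-dTAG ATAC-seq peaks (4889 and 4394) and peaks between the DMSO-treated lines (4852 and 3675). Of the 40 main results, the settings that moved a count by over 1.5 times, or another value by over its spread, are given here, and where a setting neither drops a threshold nor removes libraries or genes the cause was not tested.

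Without the fold-change threshold more genes and peaks pass by construction: 1806, 2811 and 4928 genes at 3, 8 and 24 h in SMARCA4-dTAG, 425, 12 and 1955 in MLF2-dTAG mESCs, 9283 ATAC-seq peaks in MLF2-dTAG mESCs, 5263 and 1867 mRNAs in KO and ΔRRM1 mESCs, and in KO mESCs 8560 m6A peaks, 5013 relative to mRNA and 178 chromatin regulator genes. The shares of calls in common were then 53.0% (RNA-seq), 48.8% (lower ATAC-seq peaks), 87.8% (mRNA) and 94.5% (m6A). With both lines in one fit 22171 peaks were called in SMARCA4-dTAG and 1992 in MLF2-dTAG mESCs. DESeq2 called 1658 peaks in MLF2-dTAG mESCs, and with it 61.5% of their lower peaks and 88.3% of the ΔRRM1 mRNAs were shared. A fit of only the 2 groups compared called 3 genes at 8 h in MLF2-dTAG mESCs. With no filter on low counts 45.8% of lower ATAC-seq peaks and 78.8% of ΔRRM1 mRNAs were shared, with total-count scaling 80.9% of ΔRRM1 mRNAs, and with the replicate number as a term 89.6% of ΔRRM1 m6A peaks. Over all genes or peaks tested, most of which did not change, the correlations were 0.167 between the lines and, between the mutants, 0.575 for mRNA and 0.763 for m6A (0.171, 0.580 and 0.766 by DESeq2).

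Within 1 kb of a TSS lay 37.3% of the higher and 9.36% of the lower peaks in SMARCA4-dTAG and 22.8% and 6.89% in MLF2-dTAG mESCs. With DESeq2, 57.6% of the higher peaks in SMARCA4-dTAG, and 46.5% of the higher and 14.5% of the lower peaks in MLF2-dTAG mESCs lay within 3 kb, and with loess offsets 27.3% and 27.4% of the higher peaks. Where H3K4me3 had to cover at least 50% of a peak, the overlap was 10.4% of higher and 1.59% of lower peaks in SMARCA4-dTAG and 4.44% and 1.11% in MLF2-dTAG mESCs. The stricter set of peaks by score, set before, could not be run, since the lists hold no score.

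Leaving out each library in turn, which in an arm of 2 leaves 1 that is assumed to vary like the other groups, gave 3 to 8 genes at 8 h and 2233 to 3559 ATAC-seq peaks in MLF2-dTAG mESCs, 497 to 817 mRNAs and 211 to 1423 m6A peaks in ΔRRM1 mESCs, 4 to 10 SWI/SNF subunit genes with a changed m6A peak and 1676 to 4556 peaks relative to mRNA in KO mESCs. Shared were 51.3 to 63.0% of lower ATAC-seq peaks, 74.3 to 90.3% of mRNAs and 78.8 to 96.0% of m6A peaks. RLE and filterByExpr moved no main result past these limits.

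Of 106 list tests called by camera, 35 hold with an estimated correlation and 71 do not, 91 hold by fry and 15 do not, and of those repeated with the replicate term 89 hold and 5 do not. Of 204 named genes, all kept direction and side of the thresholds by DESeq2 and 203 with RLE, where Renbp in the libraries labelled 8 h fell short, as it did with the replicate term. Leaving out 1 library ended 12 calls, of Klf4 in SMARCA4-dTAG and Lef1 in MLF2-dTAG mESCs at 3 h, of U2af1, Renbp, Firre, Pou3f1 and H1f5 at 8 h and Nrp2 and Phf10 at 24 h in MLF2-dTAG mESCs, and of Nanog, Ash2l and Smarcd3 in KO mESCs, and made 1, of Nanog in MLF2-dTAG mESCs at 24 h. Of 69 named peaks, all held by DESeq2 and RLE, 2 were lost with the replicate term and 17 without 1 library.

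The median log2 fold change of all genes or peaks moved by 0.07 at most under RLE or total-count scaling and by 0.17 with loess offsets in SMARCA4-dTAG ATAC-seq. Numbers paired the m6A libraries, and not those of RNA-seq (mean r of -0.02 in SMARCA4-dTAG and -0.05 in MLF2-dTAG), ATAC-seq (-0.03 and 0.03) or mRNA (-0.06). The lower ATAC-seq depth in SMARCA4-dTAG mESCs limits which peaks can be tested, 49962 against 75786.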

Differences from the paper's values

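No test was added for these pairs of values apart from the correlations by DESeq2 over all genes or peaks tested, which were chosen only after seeing the values. Counts are at the thresholds of the paper, an adjusted p under 0.05 and a fold change over 1.5, and values of the paper read by eye from a figure follow the word about.

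For MLF2-dTAG mESCs the paper shows about 6 genes at 3 h in Supplementary Fig. 3g, where the libraries labelled 3 h gave 212, and about 160 at 8 h, where those labelled 8 h gave 6. None of the alternatives set before the data were examined comes within 1.5 times of either. With the times exchanged, the pairs would be about 6 and 6, and about 160 and 212.

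For peaks with higher accessibility the paper shows about 3100 in MLF2-dTAG mESCs in Fig. 4d, against 1036 here, and none of the alternatives set before the data were examined reaches within 1.5 times. In SMARCA4-dTAG mESCs it shows about 5900 there, against 2600. Of the alternatives set before the data were examined, no filter on low counts (4399), loess offsets (4406), both lines in one fit (5629) and no fold-change threshold (7389) come within 1.5 times, and the others do not. The paper shows about 38% of the higher peaks of MLF2-dTAG mESCs as shared in Fig. 4d, against 8.89%, and only the alternative without a fold-change threshold (36.9%) comes near.

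Promoters make up about 80% of the higher peaks of SMARCA4-dTAG mESCs in Fig. 4c, against 44.6% within 3 kb of a TSS here, where DESeq2 (57.6%) comes within 1.5 times and loess offsets and the distance of 1 kb do not. In MLF2-dTAG mESCs the paper shows about 80% for higher and about 28% for lower peaks in Fig. 4c, against 33.7% and 12.3%, and none of these alternatives, set before the data were examined, comes within 1.5 times.

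The paper states 253 higher mRNAs in ΔRRM1 mESCs, against 411. Of the alternatives set before the data were examined, DESeq2 (334), only the 2 groups compared (317) and fits without NT replicate 1 (309), ΔRRM1 replicate 1 (296) or ΔRRM1 replicate 2 (280) come within 1.5 times, and the others do not.

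The paper shows about 1900 lower m6A peaks in KO mESCs in Fig. 5i, against 3059, and states 232 in ΔRRM1 mESCs, against 455. For KO mESCs, of the alternatives set before the data were examined, fits without NT replicate 2 (2791), KO replicate 1 (2279) or KO replicate 2 (2359) come within 1.5 times, and for ΔRRM1 mESCs a fit without ΔRRM1 replicate 2 (156), and the others do not. The paper gives more m6A peaks with increased than with decreased m6A in both mutants, and here 2088 were higher and 3059 lower in KO and 304 higher and 455 lower in ΔRRM1 mESCs. With higher and lower exchanged, the pairs would be about 2800 and 3059, and about 1900 and 2088, in KO mESCs, both read from Fig. 5i, and 423 and 455, and 232 and 304, in ΔRRM1 mESCs, the paper's value first. The higher Smarcc1 peaks and the lower Bcl7b peak go the way the paper shows.

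For the fold changes in KO and ΔRRM1 mESCs the paper shows R of about 0.66 for mRNA in Fig. 5g, against 0.908 over genes called in both, and about 0.78 for m6A in Fig. 5h, against 0.905 over peaks called in both. None of the alternatives set before the data were examined lies within the spread of the fits without 1 library, and those over all genes or peaks tested gave 0.575 and 0.763. By DESeq2 over all peaks tested, an alternative chosen after seeing the values, r was 0.766 and within that spread, and as it covers all peaks tested it leaves out none of those called.

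At the Lef1 locus the paper marks the peak as lower in both lines (Fig. 4b), and here it was called in SMARCA4-dTAG mESCs and not in MLF2-dTAG mESCs (log2 fold change -0.42). In Fig. 5j and Fig. 5k the paper marks Arid2 as higher in m6A, and here 0 of its 6 tested peaks were called by edgeR or DESeq2 and 0 had an unadjusted p under 0.05, while Smarcc1, Smarce1, Arid1a, Arid1b, Pbrm1 and Bcl7c were higher and Bcl7a and Bcl7b lower, as the paper marks them. Smarcc2, which the paper does not mark, had 1 of 4 peaks called higher (log2 fold change 1.13).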

Other observations

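The tests of a loss of the Y chromosome in KO mESCs and in part of the ΔRRM1 mESCs and of clone differences in imprinted RNAs were chosen only after the results were seen, as was the rule by which the stress lists are too short to test the overlap, whereas those of whole chromosomes, mRNA abundance, loess offsets and stress genes and the splits of dTAG-13 and DMSO libraries within a line were set before.

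Loss of the Y chromosome in cells of the Rbm15 KO clone may explain the fall of Y-linked genes. Uty kept 3.92% of its NT level, Eif2s3y 1.45% and Ddx3y 1.19%, where at least 5 CPM in NT mESCs was required. The 5 genes tested on Y had a median log2 fold change of -4.66 (permutation test with random sets of genes, p = 0.0001, the smallest it can give). Gm47283 kept 112% and was set apart after its value was seen, as it lies from 90784738 to 90816465 at the pseudoautosomal end of Y. A gain or loss of another whole chromosome is argued against, since the median farthest from 0 among the autosomes and X was 0.054. In ΔRRM1 mESCs Ddx3y kept 10.9%, and loss of Y in part of the cells is argued against by Uty, which kept 85.4%, and Eif2s3y, which kept 81.6%.

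Differences between clones of one cell line may contribute to the changed imprinted RNAs of KO mESCs, since 3 of H19, Meg3, Rian and Mirg were also called between the DMSO-treated cells of both dTAG lines, and Rian, with under 1 CPM in both, was not (adjusted p = 0.0926). In ΔRRM1 mESCs H19 was higher as well (6.17), and Meg3 (0.51), Rian (0.37) and Mirg (0.25) were not called.

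A change in mRNA abundance may account for part of the m6A peaks called in KO mESCs, since 47.8% of the 4624 in tested genes kept an adjusted p under 0.05 and their direction relative to the mRNA, a comparison that adds the noise of the mRNA libraries, and the fold changes of these peaks and their mRNAs correlated (r = 0.763). At promoters, a bias between ATAC-seq libraries that depends on peak abundance is argued against as the whole cause of the higher peaks. With loess offsets 54.6% of the 1160 higher promoter peaks in SMARCA4-dTAG and 82.8% of the 349 in MLF2-dTAG mESCs kept their call, and their median log2 fold change went from 0.67 to 0.63 and from 0.67 to 0.68. A stress response that follows the loss of either protein cannot be told apart from other sources of the overlap of both lines at 24 h. Of the 343 genes shared, 91.0% were outside the stress lists, but these lists hold 113 tested genes, too few to make up most of the overlap, and 31 of the 147 shared higher genes were in them. A response to dTAG-13 itself was not tested here, as no library of untagged mESCs with the compound is among the data, while the paper reports few changed genes in such cells.

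For 6 libraries there are 10 splits, too few for a share under 0.05. In SMARCA4-dTAG mESCs the real split gave 736, 1425 and 2699 genes at 3, 8 and 24 h and 13140 ATAC-seq peaks, and in MLF2-dTAG mESCs 212 genes in the libraries labelled 3 h, 729 at 24 h and 3459 peaks, each with a highest other of 0. In the libraries labelled 8 h it gave 6 genes, with a highest other of 12.

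Of 20 ER chaperones, 0 were called in KO mESCs by edgeR or DESeq2, 13 were higher and 1 lower at an unadjusted p under 0.05, and 0 were called when adjusted over the list alone (median log2 fold change 0.18, camera, adjusted p = 0.00171, with an estimated correlation 0.271). Of 19 heat shock genes, 1 was higher and 1 lower, and the same number adjusted over the list alone (median 0.01, camera, adjusted p = 0.887). Of 3 genes of a 2-cell-like state, 2 were lower, also adjusted over the list alone (median -3.22, camera, adjusted p = 0.0118, with an estimated correlation 0.262). In SMARCA4-dTAG mESCs at 3 h, 1 of 9 mitochondrially encoded genes was higher, also adjusted over the list alone (median 0.28, camera, adjusted p = 2.08e-06, with an estimated correlation 0.0123).

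Between the DMSO-treated cells of both lines, 9 of 16 genes of primitive endoderm were lower in SMARCA4-dTAG mESCs, and 11 adjusted over the list alone (median -1.48, camera, adjusted p = 3.20e-36, with an estimated correlation 3.21e-07).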
